# A critical developmental window for ELAV/Hu-dependent mRNA signatures at the onset of neuronal differentiation

**DOI:** 10.1016/j.celrep.2022.111542

**Published:** 2022-10-25

**Authors:** Judit Carrasco, Fernando Mateos, Valérie Hilgers

**Keywords:** nervous system, differentiation, ELAV/Hu proteins, FNE, RNA processing, alternative polyadenylation, alternative splicing, *Drosophila*, exon-activated rescue, EXAR

## Abstract

Cell-type-specific gene regulatory programs are essential for cell differentiation and function. In animal neurons, the highly conserved ELAV/Hu family of proteins promotes alternative splicing and polyadenylation of mRNA precursors to create unique neuronal transcript isoforms. Here, we assess transcriptome profiles and neurogenesis success in *Drosophila* models engineered to express differing levels of ELAV activity in the course of development. We show that the ELAV-mediated establishment of a subset of neuronal mRNA isoforms at the onset of neuron differentiation constitutes a developmental bottleneck that cannot be overcome later by the nuclear activation of the paralog found in neurons (FNE). Loss of ELAV function outside of that critical time window results in neurological defects. We find that FNE, when activated early enough, can restore ELAV-dependent neuronal mRNA isoforms and fully rescue development. Our findings demonstrate the essential role of robust cellular strategies to maintain ELAV activity and intact neuronal signatures in neurogenesis and neuronal function.

## Highlights

• *Drosophila* ELAV establishes alternative mRNAs at the onset of neuronal differentiation
• Loss of early neuronal mRNA isoforms irremediably impairs neurogenesis
• After the critical time window, nuclear activation of FNE rescues ELAV loss *in vivo*
• If activated at differentiation onset, FNE fully restores neuronal RNAs and development

## Introduction

Cells adopt many strategies to increase the coding and regulatory potential of their genetic content. In the nervous system, a tissue displaying an astonishing transcriptome diversity, the production of multiple mRNA isoforms from a single protein-coding gene is particularly prevalent (Andreassi et al., 2018; Lianoglou et al., 2013). Hundreds of genes undergo neuron-specific processing of mRNA precursors, in the form of differential inclusion of exons through alternative splicing (AS), and the alternative use of transcription end sites through alternative polyadenylation (APA). While in other tissues APA can generate shorter or longer transcripts, neuronal APA is characterized by a consistent shift toward distal sites. Depending on the location of the polyadenylation site, neuronal APA results in neuron-specific alternative coding regions or, more commonly, longer 3′ untranslated regions (3′ UTRs) (reviewed in Mitschka and Mayr, 2022). The neural-enriched exons and ultra-long 3′ UTRs, herein referred to as “neuronal RNA signatures,” are a conserved feature of animal neurogenesis and have been found in animals from flies to humans (Barbosa-Morais et al., 2012; Brown et al., 2014; Hilgers et al., 2011; Miura et al., 2013; Smibert et al., 2012; Ulitsky et al., 2012). By increasing genetic versatility in cells that are particularly morphologically and functionally complex, neuronal RNA isoforms are thought to contribute to the robust coordination of neuronal processes (Hilgers, 2015; Miura et al., 2014; Pereira-Castro and Moreira, 2021; Turner et al., 2018). For example, dysregulation of neural splicing programs causes widespread neurological alterations in animal models and has been associated with human neurological conditions including autism spectrum disorder, intellectual disability, and neurodegenerative diseases (Furlanis and Scheiffele, 2018; Irimia et al., 2014; Nik and Bowman, 2019; Torres-Méndez et al., 2022).

The synthesis of neuronal RNA signatures depends on ELAV/Hu proteins (reviewed in Hilgers, 2022; Wei and Lai, 2022). The members of this highly conserved family of RNA-binding proteins (RBPs) constitute widely used markers for neuronal identity: in most animals studied to date, at least one ELAV/Hu protein is expressed in all post-mitotic neurons from inception and throughout development (Campos et al., 1985, 1987; Pascale et al., 2008; Robinow and White, 1988; Yao et al., 1993). ELAV/Hu proteins bind to U-rich regions in thousands of RNAs (Carrasco et al., 2020; Scheckel et al., 2016) and regulate diverse aspects of RNA metabolism, from co-transcriptional processing to mRNA stability and translation (Ince-Dunn et al., 2012; Mukherjee et al., 2011; Pascale et al., 2005; Tebaldi et al., 2018; Tiruchinapalli et al., 2008; Yokoi et al., 2017). At the co-transcriptional level, the role of ELAV/Hu proteins in the production of neuron-specific AS and APA has been demonstrated in flies (Carrasco et al., 2020; Hilgers et al., 2012; Koushika et al., 1996; Lisbin et al., 2001; Soller and White, 2003; Wei and Lai, 2022; Wei et al., 2020) and mammals (Grassi et al., 2018; Mansfield and Keene, 2012; Scheckel et al., 2016; Zhu et al., 2006). In *Drosophila*, the three ELAV/Hu paralogs appear consecutively in the course of development: found in neurons (FNE) expression follows ELAV’s during embryogenesis (Samson and Chalvet, 2003), whereas RBP9 is not detectable before larval stages (Kim and Baker, 1993). Notably, *Drosophila* ELAV regulates all sites of neuron-specific APA and thereby represents the central effector of the neuronal 3′ UTR landscape. ELAV also directly mediates neuron-specific splicing events (Carrasco et al., 2020; Lee et al., 2021).

ELAV/Hu proteins are crucial for neuronal differentiation, maturation, and maintenance of the nervous system (Akamatsu et al., 1999; Alizzi et al., 2020; Dell'Orco et al., 2020; Lim and Alkon, 2012; Tebaldi et al., 2018). In *Drosophila*, the loss of either of the two predominantly cytoplasmic ELAV/Hu proteins is viable but causes specific morphological and behavioral defects: *rbp9* mutant flies exhibit reduced locomotion and a shorter lifespan, while in *fne* mutants, mushroom body morphology, dendrite arborization, and male courtship performance are disrupted (Alizzi et al., 2020; Kim et al., 2010; Zaharieva et al., 2015; Zanini et al., 2012). In contrast, loss of the nuclear ELAV protein impairs development and results in embryonic lethality (Campos et al., 1985), highlighting the important role of neuronal transcript signatures in neurogenesis. Neuron-specific functions have been demonstrated for some individual ELAV-dependent signatures, especially in cases in which ELAV targets are affected at the protein-coding level. For example, the expression of the neuron-specific protein isoforms of the genes *erect wing* (*ewg*) and *neuroglian* (*nrg*) depends on ELAV-dependent APA (Koushika et al., 1996, 2000; Lisbin et al., 2001; Soller and White, 2003), and loss of ELAV-mediated AS of *Down syndrome cell adhesion molecule 1* (*Dscam1*) impairs axon outgrowth (Zhang et al., 2019). Neuronal 3′ UTRs have also been attributed specific functions: the ultra-long *prospero* 3′ UTR drives the upregulation of Prospero protein in larval neurons, which is critical for adult nervous system function (Samuels et al., 2020).

Despite the well-established importance of ELAV proteins in neuronal identity, and their known involvement in multiple neurological diseases (Mirisis and Carew, 2019; Yano et al., 2016), the connection between the molecular effects on the neuronal transcriptome and the drastic phenotypic consequences on neuronal and organismal physiology are not well understood. Studies have been complicated by the functional redundancy between ELAV/Hu proteins, which display a very high structural similarity and can interchangeably act on each other’s targets, even across species (Borgeson and Samson, 2005; Lee et al., 2020; Wei et al., 2020; Zaharieva et al., 2015). In flies, in which ELAV constitutes the sole predominantly nuclear member of the ELAV/Hu family, an elegant cellular strategy ensures the robustness of ELAV function and the integrity of neuronal signatures: exon-activated rescue (EXAR). In *elav* mutant embryos, the mRNA encoding the ELAV paralog FNE undergoes AS to include a mini-exon encoding a motif that promotes nuclear localization. Thus, activated nuclear FNE (nFNE) compensates for the loss of ELAV activity in that it restores neuronal signatures (Carrasco et al., 2020). However, the molecular rescue is only partial; phenotypically, nFNE expression is insufficient to prevent the lethality of *elav* mutant flies, none of which survive embryogenesis. This has led to the hypothesis that some crucial molecular signatures can only be mediated by ELAV *in vivo*, leaving the process of neurogenesis vulnerable to fluctuations of this essential effector.

Here, we dissect how ELAV proteins progressively shape the neuronal transcriptome and connect the expression of newly established mRNA isoforms with neuronal differentiation and nervous system integrity. We show that when ELAV is impaired, nFNE effectively rescues all neuronal RNA signatures and viability in late embryogenesis, demonstrating an important physiological role for EXAR. ELAV activity is indispensable at the very onset of neuronal differentiation, during which neuronal isoforms of a subset of axon guidance effectors are established. Loss of the early-onset neuronal signatures during this critical developmental window causes irremediable damage that cannot be rescued in later stages of neurogenesis.

## Results

### EXAR rescues neuronal signatures and lethality in ELAV-impaired embryos

In the absence of ELAV, the activation of nFNE partially restores neuronal APA and AS through the EXAR mechanism (Carrasco et al., 2020); however, *elav* mutant flies only survive until the end of embryogenesis and fail to hatch into first instar larvae. This raises the question of whether EXAR is effective and physiologically relevant *in vivo*. We hypothesized that rather than rescuing the consequences of complete ELAV loss, EXAR may buffer variations of *elav* gene expression to promote nervous system development and function. To investigate this hypothesis, we designed a *Drosophila* model in which we aimed to activate EXAR without entirely abolishing ELAV function. Using CRISPR-Cas9 gene editing (Port and Bullock, 2016), we generated a frame-shift allele, *elav*^*min*^, encoding an ELAV protein in which the third RNA-recognition motif (RRM3) was disrupted (Figure S1A). As expected, we detected truncated ELAV protein in *elav*^*min*^ flies and also noted that it was expressed at very low—minute—levels throughout development and into adulthood (Figures 1A, 1B, and S1B).

**Figure 1:**
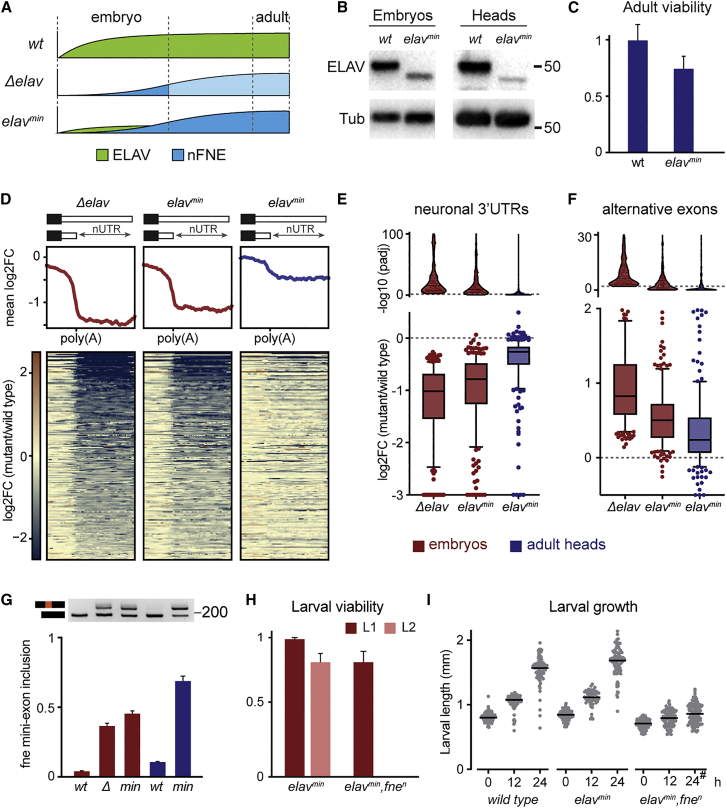
nFne rescues neuronal RNA signatures and embryonic lethality in an extreme *elav* hypomorph (A) Schematic representation showing, in each genotype, the progression of ELAV (green) and nFNE (blue) protein expression levels across the developmental trajectory. Light blue indicates predicted nFNE levels in the lethal *Δelav* genotype. (B) Expression of wild-type (WT) and truncated (*elav*^*min*^) ELAV protein in stage 16 (14–16 h AEL) embryos and adult heads. Tubulin served as a loading control. (C) Adult viability in flies of the indicated genotypes, measured as eclosion rate compared with expected Mendelian ratios. Eclosion rates were normalized to that of WT control flies. At least 500 flies were measured for each genotype. Error bars indicate mean ± SD of five biological replicates. (D) Heatmaps and profile plots centered around the proximal poly(A) site, showing deregulation and rescue of ELAV-dependent neuronal 3′ UTRs (nUTRs) in embryos (red) and fly heads (blue), compared with WT. (E and F) Global quantification (box plots) and corresponding adjusted p values (violin plots) of ELAV-dependent 3′ UTRs (E) and exons (F) in embryos (red) and adult heads (blue) of the indicated genotypes, compared with WT. Data points above the dotted lines in the violin plots represent significantly affected regions (adjusted p value [padj] < 0.01). (G) *fne* mini-exon inclusion in WT, *Δelav* (*Δ*), and *elav*^*min*^ (*min*), visualized by RT-PCR (top) and quantified by qRT-PCR (bottom). The expected RT-PCR product sizes are 232 (mini-exon included) and 187 bp (mini-exon excluded). Mini-exon inclusion was calculated as the ratio of *fne* mini-exon to total *fne* mRNA. Error bars indicate mean ± SD of three biological replicates. RNA was extracted from stage 16 (14–16 h AEL) embryos (red) or adult fly heads (blue). (H) Fraction of flies that successfully hatched into the first instar larval (L1) and L2 stages. 200 embryos (L1) and 100 L1 larvae (L2) were measured for each genotype. Error bars indicate mean ± SD of four biological replicates. (I) L1 growth measured as the head-to-tail length as a function of time (h after hatching). Hash indicates that all larvae were dead. Between 55 and 130 larvae were measured for each condition. See also Figure S1 and Table S1.

Surprisingly, *elav*^*min*^ flies were viable and developed normally (Figure 1C), in stark contrast to *Δelav* null mutant flies that are embryonic lethal—suggesting that the essential ELAV functions are maintained despite near absence of the protein. To test this possibility, we quantified the outcome of ELAV molecular activity: production of neuron-specific 3′ UTRs and exons. We performed mRNA sequencing (mRNA-seq) in *elav*^*min*^ stage 16 (14–16 h after egg laying [AEL]) embryos and compared neuronal transcript signatures with those of *Δelav* null mutants. 

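Each mRNA-seq sample held 15 whole embryos collected 14–16 h AEL, or 12 adult heads collected 72 h after eclosion, and was read with 150 bp reads. Wild type, *Δelav* and *elav* min had 4 biological replicates each as embryos, and wild type and *elav* min had 3 each as adult heads. The authors mapped the reads to dm6 and counted them with HTSeq on exon bins, the stretches into which the overlapping exons of a gene are divided, in the Ensembl 96 annotation. These raw counts covered 84619 bins of 17027 genes or merged genes. Counts on bins summed to between 33721258 and 38360565 per wild-type embryo library, between 29046462 and 30985465 for *Δelav* and between 28865495 and 36497233 for *elav* min. In heads they summed to between 21007183 and 22713919 for wild type and between 17668742 and 21088846 for *elav* min. The usage of each bin relative to the rest of its gene was compared between 2 genotypes at a time with edgeR's quasi-likelihood exon usage test on TMM-normalized counts, with Benjamini-Hochberg adjustment over all bins tested. A bin was called at an adjusted p-value under 0.01, the threshold the paper uses. Of the ELAV-dependent 3′ UTRs in Table S1, 244 contain bins and 27 do not. A 3′ UTR was called when the smallest adjusted p-value of its bins passed this threshold and their length-weighted mean log2 fold change was negative. For a single 3′ UTR, values are given for its bin with the smallest adjusted p-value. All 223 exons in Table S1 coincide with a bin. The study chose the regions of the table partly on these libraries, so their change in *Δelav* is not independent evidence. For each library, a score was also taken as the median over the regions of log2 of the counts in the region over those in the rest of its gene, each plus 0.5, relative to the mean of the controls, with exons oriented so that their change in *Δelav* is positive. Scores were compared by two-sided exact permutation tests, 30 in all. The *elav* gene (FBgn0260400) lies on the minus strand of the X chromosome from 509235 to 523226. Its mRNA reached 174 ± 8.09 CPM, counts scaled to the library size (SD, n = 4), in wild-type embryos, 585 ± 41.7 in *Δelav* and 343 ± 10.4 in *elav* min. At the gene level, where the threshold was an adjusted p-value of 0.05, the log2 fold change was 1.76 in *Δelav* (standard error 0.0540, edgeR adjusted p = 4.52e-10) and 0.99 in *elav* min (standard error 0.0401, edgeR adjusted p = 1.22e-08). The bin from 517236 to 519242, which holds coding sequence, took 35.2% ± 1.46 of *elav* counts in wild-type embryos, 18.6% ± 0.596 in *Δelav* and 38.2% ± 2.23 in *elav* min. In heads *elav* changed by 0.27 in *elav* min (standard error 0.0838, edgeR adjusted p = 0.0460), and this call rested on single libraries, with adjusted p-values up to 0.157 when 1 was left out.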

Interestingly, in *elav*^*min*^ embryos, ELAV-dependent 3′ UTRs were severely depleted and showed the expression drop downstream of the proximal poly(A) site characteristic of *Δelav* (Figures 1D and S1C; Table S1). 

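Among the 240 distal 3′ UTRs tested, 175 were called in *Δelav* embryos and 145 in *elav* min embryos, 139 of them in both. Among the alternatives run on the counts, adjustment of the p-values over the list alone moved the first count most, with 204 3′ UTRs called in *Δelav* and 177 in *elav* min. The 188 3′ UTRs that Table S1 lists for this age and that contain bins changed by a median log2 fold change of −0.94 in *Δelav* (quartiles −1.39 and −0.57) and of −0.72 in *elav* min (quartiles −1.12 and −0.39). The library score of these 3′ UTRs was −0.97 ± 0.08 (SD, n = 4) in *Δelav* and −0.77 ± 0.15 in *elav* min, against a range from −0.05 to 0.10 in wild type. Both mutants differed from wild type by more than the spread between replicates (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow, and 0.0429 after Benjamini-Hochberg adjustment over the 30 tests). The distal 3′ UTR of *fne* (FBgn0086675, X chromosome, 12946693 to 12950417, plus strand) changed by −3.89 in *Δelav* (standard error 0.10, edgeR adjusted p = 2.61e-61) and by −2.83 in *elav* min (edgeR adjusted p = 9.37e-49). The 3′ UTR of *pum* (FBgn0003165, 3R, 9066343 to 9067577, minus strand) changed by −3.08 in *elav* min (standard error 0.278, edgeR adjusted p = 1.88e-17). Another large drop was that of *RhoGAP18B* (FBgn0261461, X chromosome, 19136107 to 19136605, minus strand), with a log2 fold change of −4.23 in *Δelav* and −3.93 in *elav* min. Its 3′ UTR took 6.50% ± 0.723 of the gene's counts in wild type and 0.341% in *Δelav*, but also no more than 0.0717% in any library of 7–8 h *fne* nFNE control embryos, in which *elav* is intact.

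**Figure D1:**
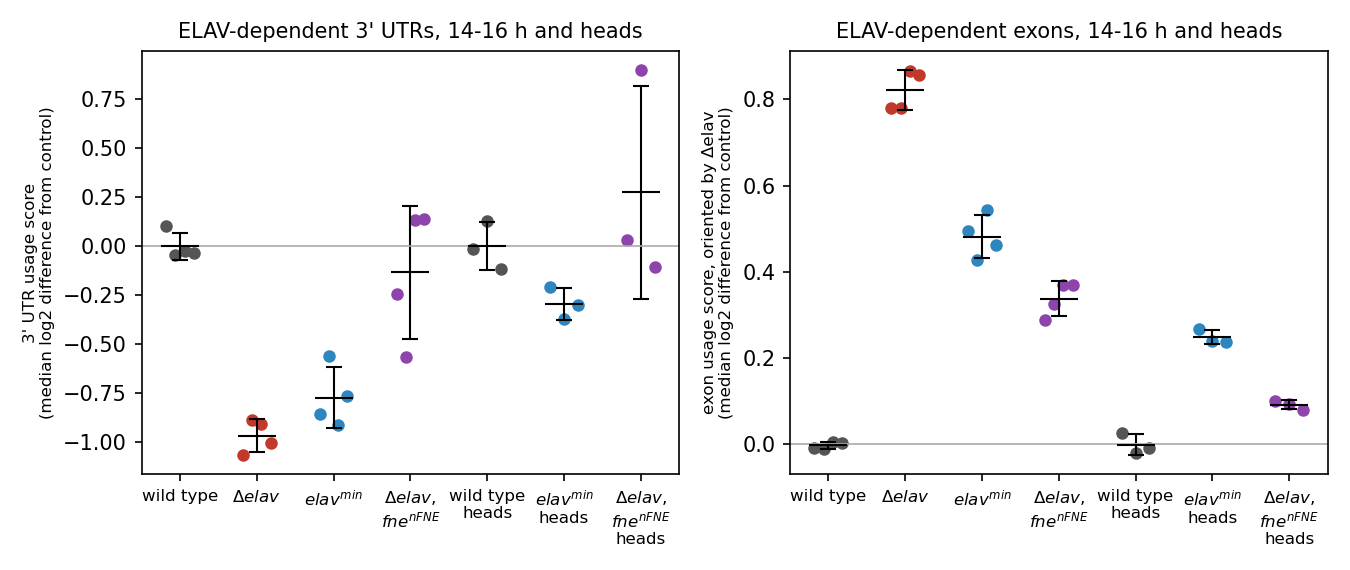
Library scores (log2, relative to the wild-type mean) of the target 3′ UTRs and the target exons, by genotype, in 14–16 h embryos and adult heads. Points are libraries and bars are means with SD. Both scores of *Δelav* and *elav* min embryos lie outside the wild-type range, with 3′ UTR means of −0.97 and −0.77, while the 3′ UTR scores of *Δelav,fne* nFNE heads range from −0.11 to 0.90.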

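Of the exons in Table S1, 129 of 216 tested were called in *Δelav* embryos, 81 with lower and 48 with higher usage, and 68 of 219 were called in *elav* min embryos, 67 of these also in *Δelav*. Adjusted over the list alone, the counts were 176 and 112, and no other setting run on the counts moved the first of them further. Oriented by their direction in *Δelav*, 173 exons changed by a median of 0.79 in *Δelav* and 0.51 in *elav* min, and 166 of 174 kept their direction in *elav* min. The shared wild-type libraries alone would favour the same direction. When *elav* min embryos were compared directly with *Δelav* embryos, 13 of 230 3′ UTRs had higher usage in *elav* min, or 37 adjusted over the list alone, and 25 of 210 exons differed, or 47 adjusted over the list alone. Leaving out 1 library took these calls to between 8 and 16 3′ UTRs and between 14 and 23 exons. The exon score was 0.82 ± 0.05 (SD, n = 4) in *Δelav* and 0.48 ± 0.05 in *elav* min, a difference of −0.34 (two-sided exact permutation test, p = 0.0286, adjusted 0.0429). The 3′ UTR score was higher in *elav* min by 0.19, which did not exceed the spread between libraries (two-sided exact permutation test, p = 0.0857, adjusted 0.111). With the mean over targets in place of the median, the difference was 0.25 (exact p = 0.0286). The paper reasons from the similar loss in both genotypes that the truncated ELAV protein left in *elav* min has limited functionality.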

Although *elav*^*min*^ embryos displayed a slim increase in the overall expression of neuronal signatures compared with *Δelav* (Figures 1E and 1F, bottom panels, and S1D–S1F), the number of significantly deregulated alternative 3′ UTRs and exons was comparable in *elav*^*min*^ and *Δelav* (Figures 1E and 1F, top panels), indicating limited functionality of the remaining truncated ELAV protein.

In *elav*^*min*^ adult flies, in contrast to embryos, most *fne* mRNAs included the mini-exon (Figure 1I). Moreover, ELAV-dependent 3′ UTRs and AS exons were expressed at near-normal levels in the brains of adult *elav*^*min*^ flies (Figures 1D–1F and S1F), indicating that EXAR functionality is fully deployed in the *elav*^*min*^ nervous system once development is completed. Therefore, we hypothesized that EXAR, through provision of nuclear ELAV activity by nFNE, rescues *elav*^*min*^ viability. 

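In adult heads of *elav* min flies, 33 of 236 tested 3′ UTRs and 34 of 214 exons were called against wild type. Adjusted over the list alone, these counts were 63 and 46. Between 20 and 27 exons were called when 1 library was left out. The count of 3′ UTRs depended on the processing, with 15 called when all groups were fitted together, and that of exons fell to 17. The median log2 fold change of the 183 3′ UTRs of the 14–16 h list tested in heads was −0.25 (quartiles −0.47 and −0.11), with 174 lower, and that of 164 exons, oriented by *Δelav* embryos, was 0.23 (quartiles 0.05 and 0.51). Library scores in *elav* min heads were −0.30 ± 0.08 (SD, n = 3) for 3′ UTRs and 0.25 ± 0.02 for exons. Each lay outside the wild-type range, but 3 libraries against 3 cannot give a p-value under 0.1 (two-sided exact permutation test, p = 0.1 for both). The change in *elav* min was smaller in heads than in embryos, with a difference of −0.48 for 3′ UTRs and 0.24 for exons. Relative to the wild-type mean of each stage, embryo libraries ranged from −0.91 to −0.56 for 3′ UTRs and from 0.43 to 0.55 for exons, and head libraries from −0.37 to −0.21 and from 0.24 to 0.27. A two-sided exact permutation of the stages of the 7 *elav* min libraries gave p = 0.0571 for 3′ UTRs and 0.0286, the smallest it can give, for exons. It takes the wild-type mean of each stage as known. It replaced, after the p-values had been seen, an exact permutation of genotypes within each stage. That permutation, which tests for no change at either stage, gave p = 0.166 for 3′ UTRs and 0.291 for exons. With regions listed at 7–8 h, an alternative chosen after seeing the data, the differences were −0.39 (exact p = 0.0286) and −0.064 (exact p = 0.343). The distal 3′ UTR of *hth* (FBgn0001235, 3R, 10507561 to 10509846, minus strand) had a log2 fold change of −2.76 in *elav* min embryos (edgeR adjusted p = 9.61e-52) and of −0.68 in *elav* min heads (edgeR adjusted p = 0.00478, up to 0.3 without 1 library). The largest changes in *elav* min heads, apart from *RhoGAP18B* at −3.92, were those of a 12 nt exon of *Slob* (FBgn0264087, 2L, 7649189 to 7649200, minus strand; log2 fold change 4.58, standard error 0.202, edgeR adjusted p = 4.40e-38) and an exon of *Srrm234* (FBgn0035253, 3L, 1654879 to 1655151, minus strand; 2.34, standard error 0.134, edgeR adjusted p = 2.68e-25). The paper reports mini-exon inclusion in most *fne* mRNAs of *elav* min adults, besides the near-normal expression of these regions in heads. It concludes that EXAR is fully functional in *elav* min once development has ended.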

We recombined *elav*^*min*^ with the previously characterized *fne*^*n*^ allele, in which removal of the *fne* mini-exon causes EXAR impairment through the expression of an obligatorily cytoplasmic FNE protein (Carrasco et al., 2020). Strikingly, *elav*^*min*^*,fne*^*n*^ mutants were 100% lethal, a phenotypic severity comparable to that of *Δelav* null mutants: all flies died within the first hours of the first-instar larval stage (Figures 1H and 1I). This result demonstrates that nFNE plays an important role in compensating for reduced ELAV function.

Taken together, our results show that in flies severely depleted of ELAV activity, EXAR restores neuronal signatures and viability even though it becomes activated later in development. We conclude that while residual ELAV activity in *elav*^*min*^ is sufficient to sustain essential functions until EXAR is deployed, supplementation by nFNE soon becomes critical for development.

### Induced nFNE can compensate for the complete absence of ELAV

Our finding that nFNE can perform most ELAV functions in adult flies raises the question of whether ELAV may be entirely expendable for embryonic viability if EXAR were activated sooner in the developmental trajectory. To test this possibility, we created a fly model of precocious EXAR: in the endogenous *fne* locus, we excised both introns flanking the mini-exon, thereby forcing exon inclusion and expression of the nFNE nuclear localization region (Figures 2A and S2A). The resulting *fne*^*nFNE*^ mutant fly expressed normal levels of *fne* mRNA and nFNE protein (Figure 2B) and displayed precocious FNE nuclear localization compared with endogenously regulated FNE in *Δelav* mutants (Figures 2C, 2D, and S2B). Strikingly, forced FNE activation rescued *Δelav* embryonic lethality by 67%; some *Δelav,fne*^*nFNE*^ flies even reached adulthood (Figure 2E).

**Figure 2:**
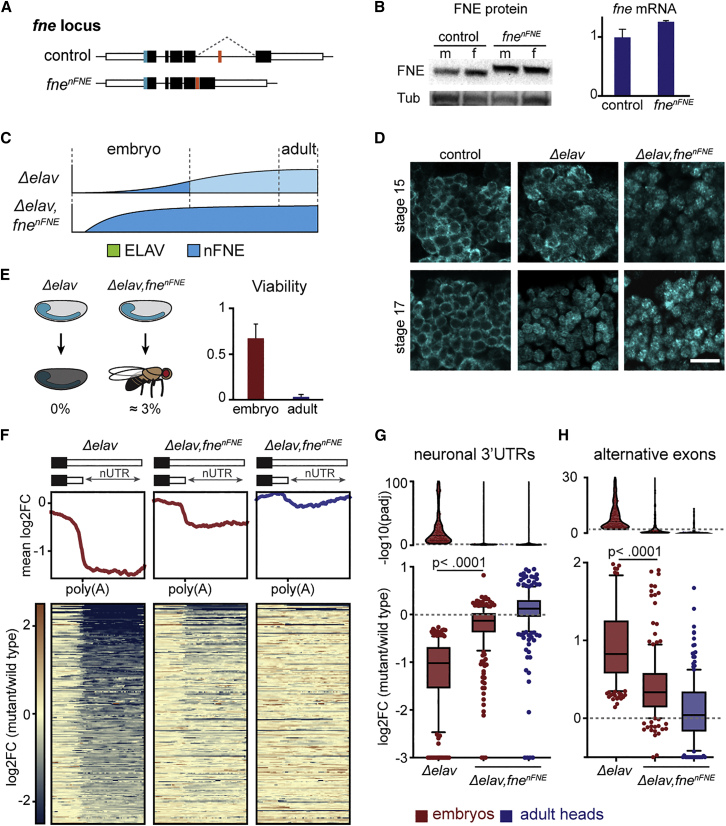
Precocious nFNE expression compensates for the complete absence of ELAV (A) Design of *fne*^*nFNE*^, a fly model expressing exclusively nuclear FNE. In control flies, the *fne* mini-exon is spliced out (dashed line). In *fne*^*nFNE*^, the deletion of flanking introns forces mini-exon inclusion. White, black, and orange boxes represent UTRs, constitutive coding exons, and the unannotated *n-fne* mini-exon, respectively. *fne* was endogenously FLAG tagged to allow for protein detection (blue box). (B) FNE protein and *fne* mRNA expression, in *fne*^*nFNE*^ and control (*fne*^*FLAG*^) fly heads. FNE expression, detected using a FLAG antibody, was comparable in males (m) and females (f). RNA levels were normalized to *RpL32* mRNA. Error bars indicate mean ± SD of four (embryos) or three (adult heads) biological replicates. (C) Schematic representation showing, in each genotype, the progression of ELAV (green) and nFNE (blue) protein expression levels across the developmental trajectory. Light blue indicates predicted nFNE levels in the lethal *Δelav* genotype. (D) Induced FNE nuclear localization in *fne*^*nFNE*^ neurons. Images are single confocal sections of the developing CNS in stage 15 (11–12 h AEL) and stage 17 (18–20 h AEL) embryos of the indicated genotypes. FNE was detected using an anti-FLAG antibody. Scale bar: 10 μm. (E) *fne*^*nFNE*^ partially rescues *elav* embryonic (red) and adult (blue) lethality. Viability was measured as the fraction of individuals that hatched into L1 (embryo) or eclosion rate compared with expected Mendelian ratios (adult). Eclosion rates were normalized to that of WT control flies. Error bars indicate mean ± SD of four (embryo) or five (adult) biological replicates. 200 embryos and 21 (*Δelav,fne*^*nFNE*^) or 778 (WT) adult flies were measured for each genotype. (F) Heatmaps and profile plots centered around the proximal poly(A) site show deregulation of ELAV-dependent nUTRs in *Δelav* embryos and rescue in *Δelav*,*fne*^*nFNE*^ embryos (red) and fly heads (blue), compared with WT. (G and H) Global quantification (box plots) and corresponding padjs (violin plots) of ELAV-dependent 3′ UTRs (F) and exons (G) in embryos (red) and adult heads (blue) compared with WT using RNA extracted from stage 16 (14–16 h AEL) embryos or adult fly heads. Data points above the dotted lines in the violin plots represent significantly affected regions (padj < 0.01). Statistical significance between genotypes was calculated using Friedman’s test for multiple comparisons. See also Figure S2 and Table S1.

Next, we tested nFNE’s capacity to perform ELAV’s molecular functions when activated early by analyzing ELAV target mRNAs in *Δelav,fne*^*nFNE*^ embryos and adult heads. 

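*Δelav,fne* nFNE embryos at 14–16 h AEL had 4 biological replicates and *Δelav,fne* nFNE adult heads had 3, sequenced and counted as the other genotypes of these stages and compared with the same wild-type libraries. In this genotype the ELAV protein is absent and the *fne* gene can make only the nuclear protein nFNE. Counts on bins summed to between 26784058 and 35165684 per embryo library and between 19596555 and 34743848 per head library. Counted over all its bins, *elav* reached 605 ± 50.9 CPM (SD, n = 4) in embryos and 966 ± 141 (SD, n = 3) in heads, against 208 ± 15.5 in wild-type heads. Its log2 fold change was 1.80 in embryos (standard error 0.0657, edgeR adjusted p = 2.21e-08) and 2.22 in heads (standard error 0.120, edgeR adjusted p = 1.78e-06). The share of *elav* counts in its coding bin was 16.9% ± 1.67 in these embryos. Expression of *fne* rose in embryos from 256 ± 9.30 to 413 ± 50.2 CPM, a log2 fold change of 0.69 (standard error 0.0771, edgeR adjusted p = 7.74e-05), and changed by 0.17 in heads (edgeR adjusted p = 0.590).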

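Against wild type, *Δelav,fne* nFNE embryos had 25 of 241 tested 3′ UTRs called, or 40 adjusted over the list alone, and 25 of 218 exons, or 41 adjusted over the list alone. In *Δelav,fne* nFNE heads, 3 of 235 3′ UTRs were called with lower and 9 with higher usage, with 4 lower adjusted over the list alone, and 14 of 211 exons were called, or 18 adjusted over the list alone. The 3 with lower usage, named here after their values had been seen, were in *gol* (FBgn0004919), *DIP1* (FBgn0024807) and *RhoGAP18B*. With 1 library left out, these head counts ran from 3 to 9 for 3′ UTRs and from 8 to 19 for exons. The median log2 fold change of the 14–16 h list was −0.10 in embryos (quartiles −0.35 and 0.06) and 0.24 in heads (quartiles 0.09 and 0.41) for 3′ UTRs. Exons changed by 0.33 in embryos (quartiles 0.14 and 0.58) and 0.08 in heads (quartiles −0.13 and 0.36). In embryos 155 of 173 exons and 124 of 188 3′ UTRs were still displaced in the direction of *Δelav*, which the shared wild-type libraries alone would favour. The 3′ UTR score of *Δelav,fne* nFNE embryos was −0.14 ± 0.34 (SD, n = 4), within the spread between libraries (two-sided exact permutation test against wild type, p = 0.486). In 2 of these libraries counts were shifted toward the 3′ ends of genes outside the list by 0.25 and 0.24, and after subtraction of this shift, chosen after seeing the data, the difference was −0.26 (exact p = 0.0286). The exon score was 0.34 ± 0.04 in *Δelav,fne* nFNE embryos and above every wild-type library (two-sided exact permutation test, p = 0.0286, adjusted 0.0429). In heads the exon score was 0.09 ± 0.01 and the 3′ UTR score 0.27 ± 0.54, the latter spread by 1 library whose coverage was shifted by 0.47. The change of the exons was smaller in heads than in embryos by 0.25 (two-sided exact permutation of the stages of the 7 *Δelav,fne* nFNE libraries, p = 0.0286). For exons listed at 7–8 h, the score was 0.22 in heads and 0.077 in embryos.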

We found that nearly all ELAV-dependent 3′ UTRs (Figures 2F, 2G, S2C, and S2F) and AS exons (Figures 2H, S2D, S2E, and S2G) were restored to wild-type levels in both embryos and adult flies, indicative of highly effective EXAR. 

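Compared directly with *Δelav* embryos, 14–16 h *Δelav,fne* nFNE embryos had higher usage of 128 of 234 tested 3′ UTRs, or 165 adjusted over the list alone, and a different usage of 34 of 211 exons, or 73 adjusted over the list alone. Without 1 library the exon count went as low as 20. Their 3′ UTR score was higher than that of *Δelav* by 0.83 and their exon score lower by 0.48 (two-sided exact permutation test, p = 0.0286 for both, adjusted 0.0429). Relative to *elav* min embryos, the exon score differed by −0.14 (exact p = 0.0286), and the 3′ UTR score by 0.64, which did not exceed the spread between libraries (exact p = 0.0571, adjusted 0.0816). Under alternatives chosen after seeing the data, this difference was 0.67 with means over targets, 0.76 with 3′ UTRs listed at 7–8 h and 0.52 after subtraction of the coverage shift (exact p = 0.0286 for each). With exons listed at 7–8 h, the difference of the exon score fell to −0.050 (exact p = 0.343). As a share of the loss in *Δelav*, *Δelav,fne* nFNE restored 86.0% ± 34.9 of the 3′ UTR score (SD, n = 4) and 58.8% ± 4.82 of the exon score. The 3′ UTR share ranged from 41.6% to 114%. Replicates 3 and 4, whose coverage was shifted toward 3′ ends, had the highest 3′ UTR scores, 0.13 and 0.14. Replicates 1 and 2 had −0.25 and −0.57. These shares therefore do not show that 3′ UTRs were restored more than exons. The *fne* 3′ UTR was still lower than in wild type in *Δelav,fne* nFNE embryos, with a log2 fold change of −2.26 (edgeR adjusted p = 3.23e-29), but higher than in *Δelav* by 1.63 (edgeR adjusted p = 3.77e-16). That of *RhoGAP18B* changed by −3.82. Another large change was that of an exon of the gene FBgn0058178 (3L, 26010107 to 26010354, minus strand), at −2.57 (standard error 0.434, edgeR adjusted p = 2.28e-05). In heads the largest were *RhoGAP18B* at −4.61, a single bin (7695376 to 7695654) within the 3′ UTR region of *Ank2* (FBgn0261788, 3L, 7655390 to 7708820, minus strand), at −5.63 (standard error 0.485, edgeR adjusted p = 1.24e-18), and the 3′ UTR of *Galphaq* (FBgn0004435, 2R, 12620932 to 12623197, plus strand), at 2.85 (standard error 0.186, edgeR adjusted p = 5.69e-23). The direction of a call follows the length-weighted mean of all bins of the 3′ UTR. The region of *Ank2* was thereby counted among the 9 with higher usage, although this bin fell. From the restoration of 3′ UTRs and exons in embryos and adult flies, the paper concludes that EXAR is highly effective in this genotype.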

Taken together, our results show that the progression of neurogenesis is directly dependent on ELAV function: higher levels of nuclear nFNE compensate for ELAV loss and result in significantly enhanced neuronal transcriptome signatures and developmental success.

### Impaired neuronal differentiation despite proper neuronal signatures

When we compared our EXAR fly models side by side, we noted a surprising disconnect between levels of neuronal signatures (represented schematically in Figure 3A) and physiological outcome: *Δelav,fne*^*nFNE*^ flies, despite carrying the full complement of neuronal signatures as embryos, were significantly developmentally delayed with reduced viability compared with *elav*^*min*^ (Figures 3B and 3C). Moreover, *Δelav,fne*^*nFNE*^ flies suffered very severe morphological phenotypes typical of impaired neuronal differentiation. The eyes of adult *Δelav,fne*^*nFNE*^ flies were dramatically reduced in size (Figure S3A); most notably, *Δelav,fne*^*nFNE*^ displayed the disorganization and reduced number of commissural axons characteristic for *Δelav* (Simionato et al., 2007; Zaharieva et al., 2015), while commissural axon guidance appeared normal in *elav*^*min*^ (Figures 3D and S3B).

**Figure 3:**
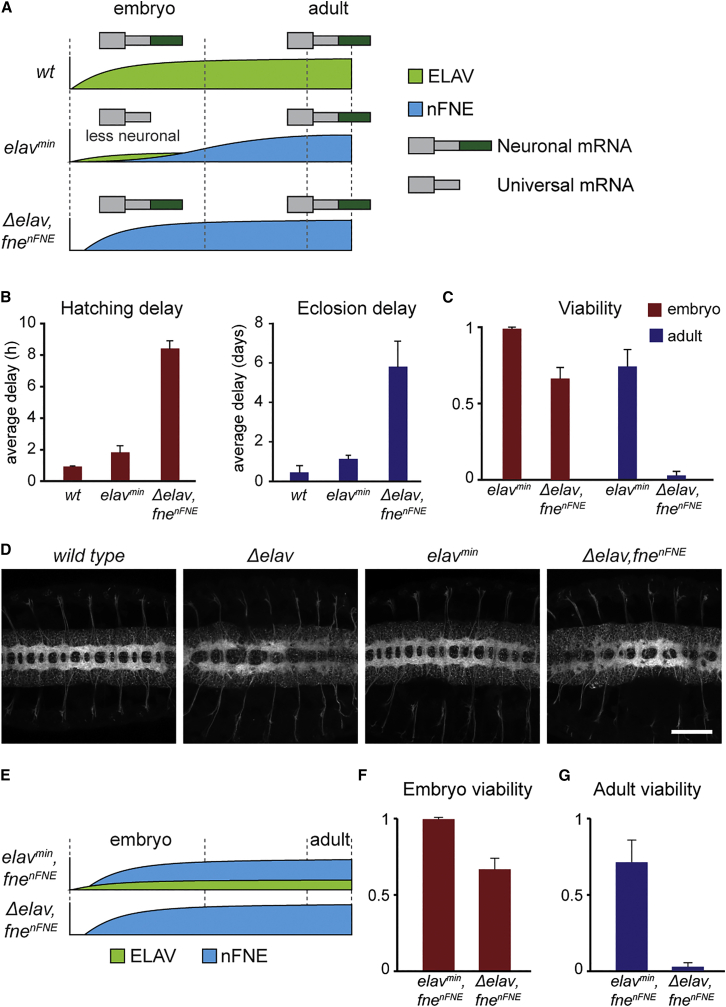
Impaired neuronal differentiation despite proper neuronal signatures (A) Schematic representation of the neuronal transcriptome and of the progression of ELAV (green) and nFNE (blue) protein expression levels across the developmental trajectory. Two models of EXAR are shown: endogenous (as in *elav*^*min*^ flies) and precocious (forced nuclear nFNE expression in *Δelav,fne*^*nFNE*^ flies). (B) Average delay in completing the indicated developmental transitions in each genotype compared with the median in the WT control. (C) Viability of each indicated genotype, measured as the fraction of individuals that hatched into L1 (embryo) or eclosion rate compared with expected Mendelian ratios (adult). Eclosion rates were normalized to those of WT control flies. Error bars indicate mean ± SD of four (embryos) and five (adult flies) biological replicates. 200 embryos and 515 (*elav*^*min*^), 21 (*Δelav,fne*^*nFNE*^), or 778 (WT) adult flies were measured for each genotype. Viability data for *elav*^*min*^ and *Δelav,fne*^*nFNE*^ are from Figures 1 and 2, respectively, and reproduced here for side-by-side comparison. (D) Axon scaffolds in the developing CNS of stage 16 (14 h AEL) embryos of the indicated genotypes, visualized by HRP immunohistochemistry. Shown are z stacks of multiple confocal sections. Scale bars: 50 μm. (E) Schematic representation of ELAV and nFNE levels across the developmental trajectory, in the flies shown in (F) and (G). (F and G) Viability in the indicated genotypes, measured as the fraction of individuals that hatched into L1 (F), and eclosion rate compared with expected Mendelian ratios (G). Eclosion rates were normalized to those of WT control flies. Error bars indicate mean ± SD of four (embryos) and five (adult flies) biological replicates. 200 embryos and 856 adult flies were measured for *elav*^*min*^*,fne*^*nFNE*^. Viability data for *Δelav,fne*^*nFNE*^ are from Figure 2 and reproduced here for side-by-side comparison with *elav*^*min*^*,fne*^*nFNE*^. See also Figure S3.

We considered several possibilities to explain this apparent discrepancy between the molecular phenotype and the organismal-level physiological phenotype. By design, *Δelav,fne*^*nFNE*^ flies lack cytoplasmic FNE. Although endogenous FNE expression contributes to dendrite arborization in early larval stages (Alizzi et al., 2020), *fne* null mutants are homozygous viable and display much milder phenotypes than *Δelav,fne*^*nFNE*^ (Zanini et al., 2012). Thus, depletion of cytoplasmic FNE is unlikely to constitute a major determinant for the observed defects. Moreover, commissural axon patterning was normal in *elav*^*min*^*,fne*^*nFNE*^ embryos (Figure S3C), excluding a possible toxicity or other deleterious effect caused by the *fne*^*nFNE*^ allele or its protein product. Instead, we found that the ELAV^min^ protein critically contributes to neuronal differentiation: viability and development were restored in *elav*^*min*^,*fne*^*nFNE*^ flies compared with *Δelav,fne*^*nFNE*^ (Figures 3E and 3F). Therefore, residual truncated ELAV protein in *elav*^*min*^ executes a task that nFNE cannot: a cellular function essential for embryonic neuronal differentiation.

### ELAV activity is essential at the onset of neuronal differentiation

Our results above indicate that ELAV performs an essential function that cannot be compensated by nFNE—however, the inability of nFNE to fully rescue loss of ELAV is not intrinsic to the protein, since it seems to be able to act on most, if not all, targets of ELAV (Figure 1, adult neuronal signatures). Therefore, we reasoned that different developmental timing of ELAV activity versus nFNE expression may explain the incomplete rescue of *Δelav* mutants by nFNE. ELAV expression occurs as soon as post-mitotic neurons are born during the first wave of neurogenesis (Bier et al., 1988; Robinow and White, 1991) and precedes FNE expression in all neurons of the central and peripheral nervous system (Samson and Chalvet, 2003). In a time course experiment combining western blot and immunohistochemistry in developing *Drosophila* embryos, we detected ELAV in stage 10 embryos; expression rapidly increased to abundance by late stage 11. By contrast, FNE was undetectable until late stage 12 and was abundant in neurons only by stage 14 (Figures 4A, 4B, and S4A). Importantly, midline neuron axonogenesis begins during stage 13 (Jacobs and Goodman, 1989), while FNE expression is still low or absent (Figure 4B, top panels). This led us to hypothesize that lack of the earliest ELAV functions, at the onset of neuronal differentiation, causes permanent developmental defects and lethality.

**Figure 4:**
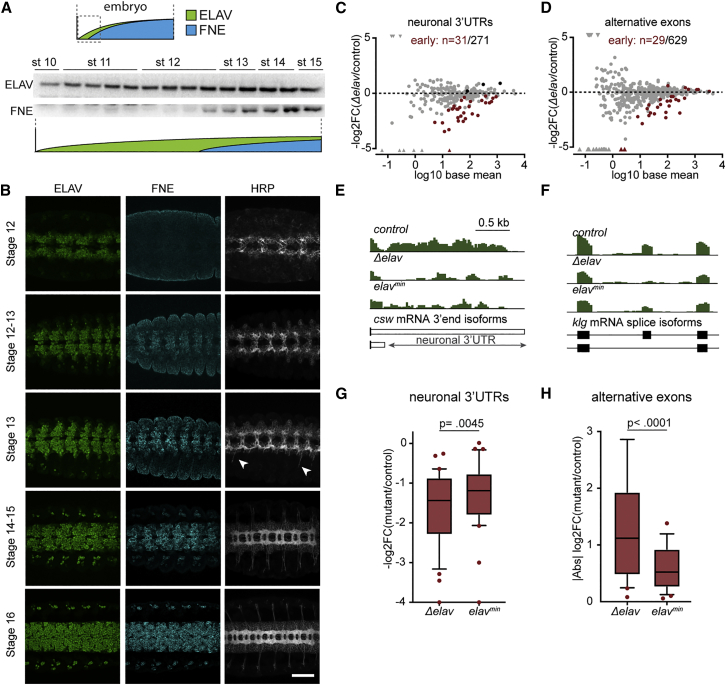
ELAV performs essential functions at the onset of neuronal differentiation (A and B) FNE expression is delayed compared with ELAV in the course of embryogenesis. (A) Time course western blot performed in 30-min intervals starting at 4:50 h AEL. 40 embryos (genotype *fne*^*nFNE*^) were used for each timepoint. ELAV (green) and nFNE (blue) protein expression levels across the developmental trajectory are represented schematically. (B) Single confocal sections (ELAV, FNE) or z stacks of multiple confocal sections (HRP) of the developing CNS in control embryos at the indicated developmental stages. White arrowheads indicate the emergence of motor neuron axons at stage 13. FNE was detected with an anti-FLAG antibody. Scale bars: 50 μm. The stage 16 HRP panel is reproduced from Figure 3D (WT). (C and D) Identification of differentiation-onset ELAV targets in stage 11–12 (7–8 h AEL) embryos. The MA plots represent the differential expression of ELAV-dependent 3′ UTRs (C) and alternatively spliced exons (D) in *Δelav* embryos compared with WT. Gray dots indicate all ELAV/FNE-dependent 3′ UTRs described in Carrasco et al. (2020) (C) and ELAV/FNE-regulated exons described in Carrasco et al. (2020) and Lee et al. (2021) (D). In red, targets significantly deregulated (padj < 0.01) in *Δelav* mutant embryos at 7–8 h AEL. (E and F) Representative examples (mRNA-seq tracks) of early ELAV-dependent targets, in which 3′ UTR (E) and exon (F) expression was rescued in *elav*^*min*^ compared with *Δelav* stage 11–12 embryos (7–8 h AEL). (G and H) Global quantification of early ELAV-dependent 3′ UTRs (E) and exons (F) in *elav*^*min*^ and *Δelav* compared with control (co; genotype: *fne*^*nFNE*^). To exclude confounding effects from the endogenous *fne* gene, *Δelav* and *elav*^*min*^ also carry the *fne*^*nFNE*^ allele, which is not expressed yet at 7–8 h AEL. Statistical significance between genotypes (stage 11–12 embryos, 7–8 h AEL) was calculated using Friedman’s test for multiple comparisons. See also Figure S4 and Table S2.

To test this hypothesis, we characterized the molecular output of early-onset ELAV expression by comparing mRNA profiles of *Δelav,fne*^*nFNE*^ and *elav*^*min*^ embryos at stages 11–12 (7–8 h AEL), before FNE expression begins. 

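The 7–8 h AEL samples held 15 embryos each, with 4 biological replicates per genotype, read with 100 bp reads. The genotypes were the *fne* nFNE control, *elav* min*,fne* nFNE, *Δelav,fne* nFNE and *elav* nFNE. As in the paper, the second and the third are called *elav* min and *Δelav* at this age, which the paper places before FNE expression begins. All were compared with the *fne* nFNE control by the same counting and tests as the later stages. Counts on bins summed to between 23928300 and 51377771 per control library, with 1 library at the highest value and the other three at no more than 25810527. They summed to between 20720827 and 30014418 for *elav* min, 19979088 and 25161762 for *Δelav*, and 21700843 and 27516878 for *elav* nFNE. The *elav* gene reached 673 ± 67.3 CPM (SD, n = 4) in the control, 824 ± 108 in *Δelav*, a log2 fold change of 0.29 (edgeR adjusted p = 0.173), and 530 ± 15.6 in *elav* min, a change of −0.32 (standard error 0.0626, edgeR adjusted p = 0.0121). Its coding bin took 42.9% ± 1.72 of *elav* counts in the control, 42.9% ± 1.73 in *elav* min and 20.1% ± 0.960 in *Δelav*. Expression of *fne* was 117 ± 18.7 CPM in the control and 74.6 ± 13.1 in *elav* min, a change of −0.63 (standard error 0.149, edgeR adjusted p = 0.0439, up to 0.124 without 1 library).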

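In *Δelav* embryos at 7–8 h AEL, 21 of 185 tested 3′ UTRs were called with lower usage and 7 with higher, and 18 of 124 exons were called. Adjusted over the list alone, 35 3′ UTRs and 27 exons were called, and the study chose both lists on these libraries. Of the regions listed for this age, 19 of 29 tested 3′ UTRs and 17 of 26 exons were among them. The 29 3′ UTRs changed by a median log2 fold change of −1.23 (quartiles −2.06 and −0.70), and the exons, oriented by their direction in *Δelav*, by 0.82 (quartiles 0.45 and 1.74). Without the deepest control library, 20 3′ UTRs were called. The 3′ UTRs listed at both ages were lower in 7–8 h *Δelav,fne* nFNE than in 14–16 h *Δelav,fne* nFNE embryos by −1.18, each relative to its control (two-sided exact permutation of the ages of the 8 *Δelav,fne* nFNE libraries, p = 0.0286). With 3′ UTRs listed at 14–16 h, the difference was 0.060 (exact p = 0.714). The distal 3′ UTR of *Dscam1* (FBgn0033159, 2R, 7317924 to 7319553, minus strand) changed by −1.87 in *Δelav* (standard error 0.161, edgeR adjusted p = 2.20e-22). An exon of *rhea* (FBgn0260442, 3L, 8563882 to 8563907, plus strand) changed by −2.79 (standard error 0.393, edgeR adjusted p = 3.63e-07). The 3′ UTR of *hth* fell from a mean of 41.8 counts to 1, a change of −5.03 (standard error 0.781, edgeR adjusted p = 2.16e-06). From these changes, the paper concludes that ELAV directs neuronal APA and AS from the time neurons are specified.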

We detected 31 neuronal 3′ UTRs (Figures 4C and 4E) and 29 alternative exons (Figures 4D and 4F) significantly affected in *Δelav* embryos, demonstrating that ELAV mediates neuronal APA and AS as soon as neurons are specified. 

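In *elav* min embryos at 7–8 h AEL, 16 of 184 tested 3′ UTRs were called, 15 of them also in *Δelav*, and 2 of 125 exons. Adjusted over the list alone, these counts were 31 and 10. Both exons, in *Eps-15* (FBgn0035060) and *pod1* (FBgn0029903), were named after their values had been seen. The median log2 fold change of the 7–8 h list was −1.03 in *elav* min for 3′ UTRs (quartiles −1.59 and −0.23) and 0.45 for exons (quartiles 0.26 and 0.70). Compared directly with *Δelav*, *elav* min had higher usage of 2 of 179 3′ UTRs and lower usage of 3, and a different usage of 2 of 117 exons, or 8 adjusted over the list alone. Again named afterwards, the higher 3′ UTRs were those of *ctp* (FBgn0011760) and *eRF1* (FBgn0036974), the lower those of *CG3262* (FBgn0032986), *CG42748* (FBgn0261802) and *CaMKII* (FBgn0264607), and the exons those of *Fur1* and *pod1*. Leaving out 1 library moved the first of these direct counts to between 0 and 3, and the exons called against the control to between 1 and 4. The exon score was 0.85 ± 0.16 (SD, n = 4) in *Δelav* and 0.44 ± 0.06 in *elav* min, a difference of −0.41 (two-sided exact permutation test, p = 0.0286, adjusted 0.0429). The 3′ UTR score was −1.18 ± 0.36 in *Δelav* and −0.99 ± 0.20 in *elav* min, and the difference of 0.19 did not exceed the spread between libraries (two-sided exact permutation test, p = 0.4). With regions listed at 14–16 h, it was −0.077 (exact p = 0.457). The exon scores with such regions lay closer together, at 0.16 ± 0.06 in *Δelav* and 0.11 ± 0.02 in *elav* min. The largest changes in *elav* min were those of the 3′ UTRs of *hth*, at −4.07 (standard error 0.494, edgeR adjusted p = 7.07e-10), *Khc-73* (FBgn0019968, 2R, 15515778 to 15517706, minus strand), at −2.04 (standard error 0.187, edgeR adjusted p = 7.18e-13), and *stx* (FBgn0052676, X chromosome, 10711163 to 10713114, minus strand), at −1.98 (standard error 0.231, edgeR adjusted p = 3.64e-07).

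**Figure D2:**
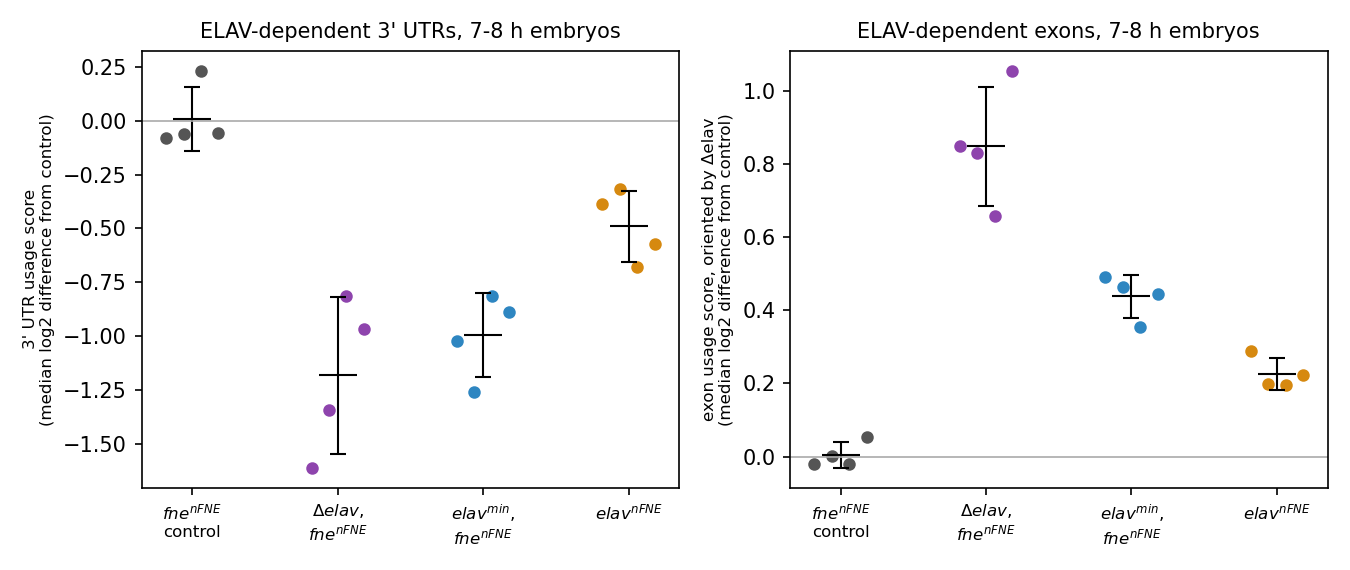
Library scores (log2, relative to the mean of the *fne* nFNE control) of the target 3′ UTRs and the target exons in 7–8 h embryos, by genotype. Points are libraries and bars are means with SD. The exon scores of *elav* min (0.44) and *Δelav* (0.85) do not overlap, while their 3′ UTR scores do.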

In *elav*^*min*^ embryos, which only differ from *Δelav* in the expression of minute amounts of (truncated) ELAV, the expression of these early transcript signatures was significantly improved (Figures 4E–4H and S4B–S4E). 

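For each region listed at 7–8 h AEL, the share of its change in *Δelav* that was absent in *elav* min was taken as the restored share. Its median was 0.461 over 26 exons (quartiles 0.33 and 0.626) and 0.192 over 29 3′ UTRs (quartiles 0.0604 and 0.474), a difference of 0.269 (two-sided permutation of region types, p = 0.00336). The alternative that moved it most was the use of regions listed at 14–16 h, with a difference of 0.107 (permutation p = 0.394). With the authors' own log2 fold changes for that list, chosen after seeing the data, it was 0.209 (permutation p = 0.0152). Regions are not independent replicates, and all of them share the same libraries. At 14–16 h AEL the medians were 0.384 for exons and 0.221 for 3′ UTRs (permutation p = 1e-05, the smallest that 100000 permutations can give). With regions listed at 7–8 h, they were 0.361 and 0.277, a difference of 0.0834 (permutation p = 0.243).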

Interestingly, restoration of early neural splicing patterns was more pronounced than that of APA patterns (Figures S5A–S5D). 

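Whole embryos at 7–8 h AEL yielded 44606 testable bins in the comparison of *Δelav* with its control, against 58400 at 14–16 h AEL, and 185 against 240 testable 3′ UTRs. In simulated data with the counts and replicate spread of these libraries, 200 bins were given a known change. The exon usage test called 92.5% of them at 7–8 h and 99.5% at 14–16 h, with 3 false calls at each age. The changed bins were drawn only from bins with higher counts, and false calls were counted outside their genes. These shares therefore do not give the sensitivity for neuronal regions with low counts.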

Considering the limitations in detecting neuron-specific RNAs in whole embryos at this early stage of development, we may be underestimating the actual number of early-onset ELAV-dependent RNA isoforms. In any case, the restoration of even very low levels of early ELAV expression in *elav*^*min*^ flies was sufficient to partially rescue molecular (neuronal APA and AS; Figures 4G and 4H) features, which then had an outsized impact on ameliorating the physiological (midline axonogenesis, developmental progression, and viability; Figures 3B–3D) phenotypes of ELAV loss.

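As a share of the loss in *Δelav* at 7–8 h AEL, the library scores of *elav* min restored 15.9% ± 16.6 for 3′ UTRs (SD, n = 4) and 48.3% ± 7.00 for exons, and the share for exons was the higher in 4 of 4 libraries. At 14–16 h AEL the same shares in *elav* min were 20.1% ± 15.9 and 41.3% ± 6.09. From the partial restoration at 7–8 h, the paper concludes that very low levels of early ELAV are sufficient to rescue neuronal APA and AS in part.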

Importantly, adult *elav*^*min*^ flies were short lived and displayed motor function defects (Figures S5E–S5G), suggesting that these flies suffered defects during development that manifested later. We infer that the improvement of differentiation-onset neuronal signatures in *elav*^*min*^ rescued gross morphological defects and embryonic viability but were insufficient to promote the formation of a fully functional nervous system. To challenge this hypothesis, we tested the possibility that adult *elav*^*min*^ phenotypes originated later than the early window of ELAV activity and dissected the contribution of early neuronal signatures from those rescued by nFNE in subsequent stages of embryogenesis. We supplemented *elav*^*min*^ flies with the *fne*^*nFNE*^ allele, which endows embryos with strong, precocious EXAR (Figure 2). Remarkably, *elav*^*min*^,*fne*^*nFNE*^ flies displayed defects of severity equal to those seen in *elav*^*min*^ (Figures S5E–S5G), showing that adult neurological defects were caused by lack of ELAV function at differentiation onset and not later.

### Full restitution of RNA signatures by nFNE restores neuron differentiation and function

To test if restoration of early-onset signatures could rescue all neurological phenotypes, we created a fly model in which EXAR occurred at differentiation onset. We generated the allele *elav*^*nFNE*^, in which we endogenously replaced the *elav* protein-coding region with that of *nFne*. To preserve cytoplasmic FNE expression, we replaced the endogenous *fne* allele with *fne*^*n*^, which encodes a nuclear translocation-deficient FNE (Figure 5A). Of note, these flies are entirely devoid of ELAV protein. Endowing *nFne* with *elav* transcriptional and post-transcriptional regulatory properties enabled early-onset nFNE expression, abundant by stages 11–12 (Figure 5B). This led to efficient expression of early-onset neuronal 3′ UTRs (Figures 5C and 5D) and alternative exons (Figures 5E and 5F); importantly, the molecular rescue was more successful than in *elav*^*min*^ (Figures S5A–S5D). 

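Against the *fne* nFNE control at 7–8 h AEL, *elav* nFNE embryos had 10 of 187 tested 3′ UTRs called with lower and 6 with higher usage, and 4 of 123 exons. Adjusted over the list alone, these were 17 3′ UTRs with lower usage and 6 exons. The 4 exons, named after their values had been seen, lie in *CG8671* (FBgn0032938), *Eps-15* (FBgn0035060), *shep* (FBgn0052423) and *Alh* (FBgn0261238). The median log2 fold change of the 7–8 h list was −0.50 for 29 3′ UTRs (quartiles −0.96 and −0.09) and 0.22 for 26 exons (quartiles 0.13 and 0.56). In the direct comparison with *elav* min, 12 of 182 3′ UTRs had higher usage in *elav* nFNE, or 18 adjusted over the list alone, and 1 of 121 exons, in *pod1* (FBgn0029903), differed, or 3 adjusted over the list alone. That single exon count lay between 0 and 2 when 1 library was left out, and the counts against the control between 4 and 10 3′ UTRs and between 2 and 7 exons. Expression of *fne* rose to 232 ± 30.8 CPM (SD, n = 4), a log2 fold change of 0.99 (standard error 0.123, edgeR adjusted p = 0.00106). In these flies the *nFne* coding sequence lies in the *elav* locus and the *fne* locus carries *fne* n. The coding bin of *elav* took 12.3% ± 0.544 of its counts. The 3 largest changes were all in 3′ UTRs. That of *Btk29A* (FBgn0003502, 2L, 8258755 to 8259504, minus strand) changed by −1.47 (standard error 0.138, edgeR adjusted p = 1.74e-13). *DIP1* (FBgn0024807, X chromosome, 21624796 to 21625149, minus strand) rose by 2.07 (standard error 0.121, edgeR adjusted p = 1.04e-24) and *RhoGAP18B* by 8.20. In this comparison 45 of the 71 genes with called bins outside the target genes also lay on the X chromosome. The paper states that the molecular rescue was more successful than in *elav* min.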

In *elav*^*nFNE*^ embryos, axon patterns were fully restored (Figure 5G). Strikingly, not only were *elav*^*nFNE*^ flies 100% viable (Figure 5H), but we also discerned no morphological or behavioral phenotypes into adulthood. Lifespan and locomotor function of *elav*^*nFNE*^ flies were indistinguishable from wild type (Figures 5I and 5J). Taken together, our results demonstrate that the early establishment of the full complement of neuronal transcript signatures is crucial not only for the completion of embryogenesis but has far-reaching consequences long into adulthood. We also show that when expressed at the right time, nFNE can fully assume all physiological functions of ELAV. In situations where ELAV is depleted but not completely absent, EXAR plays an important physiological compensatory role—however, it cannot rescue complete loss of ELAV due to different developmental expression timelines.

**Figure 5:**
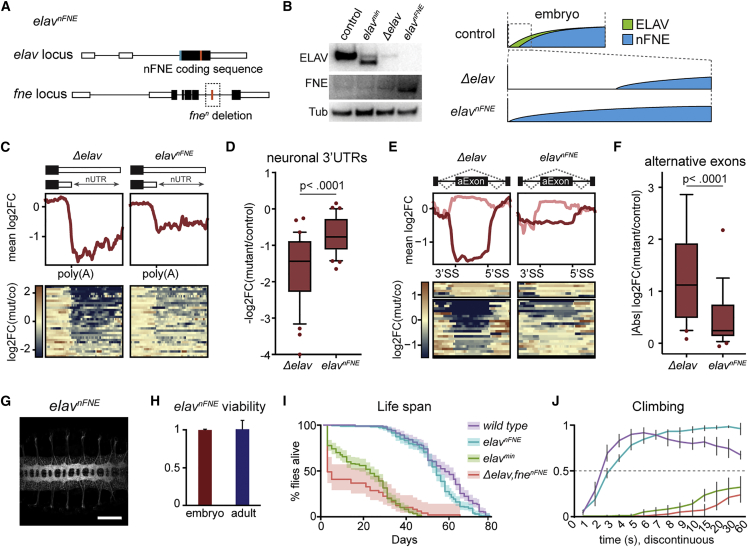
Early expression of nFNE rescues ELAV molecular and physiological function (A) Design of the *elav*^*nFNE*^ fly. The *nFNE* coding sequence was inserted into the *elav* locus, effectively replacing the *elav* coding sequence while preserving all *elav* regulatory elements; the endogenous *fne* gene lacks the mini-exon (*fne*^*n*^). White, black, and orange boxes represent UTRs, constitutive coding exons, and the *n-fne* mini-exon, respectively. *nFNE* was endogenously hemagglutinin (HA)-V5 tagged to allow for protein detection (blue box). (B) Western blot showing nFNE expression from the *elav* locus in *elav*^*nFNE*^ stage 11–12 (7–8 h AEL) embryos. FNE was detected with an anti-V5 antibody. 60 embryos were used for protein preparation for each genotype. ELAV (green) and nFNE (blue) protein expression levels across embryonic developmental time are represented schematically. The zoomed-in region represents the critical window of early-onset neuronal differentiation. Control genotype: *fne*^*nFNE*^. (C–F) Heatmaps and profile plots (C and E) and global quantification (D and F) of early-onset ELAV-dependent 3′ UTRs (C and D) and exons (E and F), showing deregulation in *Δelav* embryos and rescue of their expression in *elav*^*nFNE*^ embryos (stage 11–12, 7–8 h AEL). Light red and dark red lines represent up- and down-regulated 3′ UTRs and exons, respectively, compared with control (co; genotype: *fne*^*nFNE*^). To exclude confounding effects from the endogenous *fne* gene, *Δelav* and *elav*^*min*^ also carry the *fne*^*nFNE*^ allele, which is not expressed yet at 7–8 h AEL. Statistical significance between genotypes was calculated using Friedman’s test for multiple comparisons. (G) Axon scaffold in the CNS of a stage 15 (12 h AEL) embryo, visualized by HRP immunohistochemistry. Shown are z stacks of multiple confocal sections. Scale bar: 50 μm. (H) *elav*^*nFNE*^ flies displayed normal embryonic and adult viability. Viability was measured as the fraction of individuals that hatched into L1 (embryo) and eclosion rate compared with expected Mendelian ratios (adult). Eclosion rates were normalized to that of WT control flies. Error bars indicate mean ± SD of four (embryos) and five (adult flies) biological replicates. 200 embryos and 890 adult flies were measured. (I) Lifespan measurement in adult flies of the indicated genotypes. The percentage of live flies is represented as a function of time after eclosion (solid line) with associated confidence intervals (shaded area). Flies scored: n = 51 (*Δelav,fne*^*nFNE*^), 200 (*elav*^*min*^), 200 (*elav*^*nFNE*^), and 200 (WT). (J) Measurement of climbing performance in adult flies of each genotype shown as the fraction of flies found above the 5 cm mark at the indicated time points following startling. Error bars indicate mean ± SD of five biological replicates with 50 measurements each. Flies scored: n = 18 (*Δelav,fne*^*nFNE*^), 50 (*elav*^*min*^), 50 (*elav*^*nFNE*^), and 50 (WT). See also Figure S5 and Table S2.

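Table S1 lists 59 genes or merged genes with an ELAV-dependent region at 7–8 h AEL, 49 of which also have one at 14–16 h. A merged gene was counted apart from the single genes in it, so there are fewer distinct genes. For 30 3′ UTRs and 15 exons the region itself is listed at both ages, whereas 1 3′ UTR and 14 exons are listed at 7–8 h alone. That 3′ UTR belongs to *ewg* (FBgn0005427, X chromosome, 268842 to 269366, minus strand). In *Δelav* it changed by a log2 fold change of −0.84 at 7–8 h (standard error 0.0883, edgeR adjusted p = 2.21e-12) and −0.28 at 14–16 h (edgeR adjusted p = 0.0942). It changed by −0.59 in 7–8 h *elav* min (edgeR adjusted p = 3.91e-06) and by −0.09 in *elav* nFNE of that age (edgeR adjusted p = 1).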

Notably, the 60 early-onset ELAV-dependent RNA isoforms we identified among ELAV’s AS and APA targets are highly enriched in genes required for axon guidance, cell adhesion, and neurite pathfinding (Tables S1 and S2). Many include genes whose neuron-specific protein-coding isoform depends on ELAV (Figures S5A and S5B; Carrasco et al., 2020; Koushika et al., 1996; Koushika et al., 2000; Lisbin et al., 2001; Soller and White, 2003; Yu et al., 2009; Zhang et al., 2019) and whose collective loss likely causes the observed irremediable axonal defects. We conclude that establishment of neuronal transcriptome signatures specifically at the time of neuronal differentiation onset is a critical, limiting step in neuronal development that, if disrupted, cannot later be rescued by subsequent gain of ELAV function through EXAR.

## Discussion

The importance of ELAV/Hu proteins for neuronal differentiation and physiology has been known for decades. In contrast to the majority of other key regulators that top the hierarchy of developmental programs—typically transcription factors—nuclear ELAV/Hu proteins exert their function in neurogenesis by mediating the production of neural mRNA isoforms not seen in other cell types. The recent characterization of ELAV-dependent signatures genome wide (Carrasco et al., 2020; Lee et al., 2021) has brought to light the extent of ELAV’s influence on the coding and non-coding neuronal transcriptome and raised the question of how alternative exons and 3′ UTRs impact neurogenesis and neuron physiology (Wei and Lai, 2022).

We show that the ELAV-dependent deployment of neuronal signatures is required at the critical developmental window in which the first post-mitotic neurons are born. ELAV expression is most crucial at this stage, since the robustness mechanism that preserves neuronal signatures in the absence of ELAV, EXAR, is not active yet. The loss of what we term differentiation-onset neuronal signatures irremediably results in severe axonal defects and lethality (Figures 3 and 4). These signatures include coding exons of multiple genes required for axon outgrowth, including the cell adhesion genes *Nrg*, *Fasciclin 1*, and *Dscam1* (Table S2). 

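An exon of *Nrg* (FBgn0264975, X chromosome, 8550083 to 8550375, plus strand) took 5.27% ± 0.220 of the gene's counts (SD, n = 4) in *Δelav* embryos at 7–8 h AEL and 4.56% ± 0.225 in the control, a log2 fold change of 0.21 (standard error 0.0728, edgeR adjusted p = 0.632). The 9 nt exon of *Fasciclin 1* (*Fas1*, FBgn0285925, 3R, 16634374 to 16634382, plus strand) changed by −1.88 in *Δelav* (standard error 0.276, edgeR adjusted p = 5.58e-06) and by −1.07 in *elav* min (standard error 0.214, edgeR adjusted p = 0.0678). *Dscam1* has 3 coding exons in the 14–16 h list, which lie on 2R from 7321583 to 7321649, 7323819 to 7323968 and 7344279 to 7344569. They rose by 0.84, 0.79 and 1.02 in 14–16 h *Δelav* embryos (edgeR adjusted p of 9.92e-08 or lower). None was called at 7–8 h, where the first changed by 0.38 (edgeR adjusted p = 0.652).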

Interestingly, deletion or suppression of the ELAV-dependent *Dscam1* isoform impairs axon projection (Yu et al., 2009; Zhang et al., 2019) but does not fully recapitulate the early loss of all neuronal signatures, indicating that *Dscam1* is an essential, but not exclusive, differentiation-onset target of ELAV. Some additional functional early targets likely went undetected. For example, we observed the neuronal 3′ UTR of the gene *commissureless* (*comm*) in late, but not early, embryos; however, the downregulation of Comm in *Δelav* mutants results in early differentiation defects (Simionato et al., 2007), indicating that *comm* may constitute a functional differentiation-onset APA target. 

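The neuronal 3′ UTR of *comm* (FBgn0010105, 3L, 15721511 to 15722327, minus strand) fell from a mean of 32.5 counts in wild type to 1.25 in *Δelav* at 14–16 h AEL, or from 2.66% ± 0.605 to 0.122% ± 0.123 of the gene's counts (SD, n = 4). Its log2 fold change was −4.28 (standard error 0.400, edgeR adjusted p = 8.62e-10) in *Δelav* and −3.71 in *elav* min. Its counts at 7–8 h were too low to be tested. In heads it changed by −1.23 in *elav* min (edgeR adjusted p = 0.000285) and by 0.50 in *Δelav,fne* nFNE (edgeR adjusted p = 0.754).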

Taken together, we propose that the cumulative deregulation of multiple early ELAV targets disrupts the initiation of the neuronal differentiation program.

Importantly, once the early, limiting step in neuronal differentiation is taken, ELAV-mediated AS and APA isoforms remain crucial for development and adult function. While low ELAV levels are sufficient to overcome differentiation onset in stages 11–12, soon high levels become necessary, as highlighted by the lethality of EXAR-deficient *elav*^*min*^*,fne*^*n*^ mutants (Figure 1). 

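Table S1 holds 405 genes or merged genes, of which 322 have a region listed at 14–16 h AEL. A merged gene was counted apart from the single genes in it, so there may be fewer distinct genes. Of its 3′ UTRs, 220 are of the class UTR-APA, in which the alternative poly(A) sites lie in one 3′ UTR, and 43 of the class CDS-APA, in which the coding sequence differs as well.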

Of note, this and our previous work (Carrasco et al., 2020) identified a total of ∼400 protein-coding genes (Table S1) with an ELAV-dependent AS and/or APA isoform, most of which are “late.” For example, restitution of the ELAV-dependent protein variant of the transcription factor Ewg can rescue multiple, mostly late-differentiation, phenotypes of *elav* hypomorphic mutants such as synaptic growth (Haussmann et al., 2008), indicating that the *ewg* neuronal isoform contributes substantially to the phenotypic rescue seen in models of induced post-onset EXAR, such as *Δelav,fne*^*nFNE*^ (Figure 2). Our study demonstrates the relevance of EXAR as an endogenous mechanism that maintains the integrity and function of the nervous system in the case of insufficient ELAV activity. Our findings also shed some light on puzzling results from early studies: the partial viability of *elav*^*ts1*^ flies despite the near depletion of ELAV during neurogenesis (Campos et al., 1985; Samson et al., 1995) suggested that very little ELAV expression was sufficient to overcome embryonic lethality. We now demonstrate that in fact, high levels of ELAV function are essential for neuronal development and are provided by nFNE through EXAR when ELAV is impaired. Starting at about embryonic stage 15 in *Δelav* mutants (Carrasco et al., 2020), stage 13 in our model of precocious EXAR (*Δelav,fne*^*nFNE*^; Figure 2), and stages 11–12 in our model of differentiation-onset EXAR (*elav*^*nFNE*^; Figure 5), the activation of nFNE can fully replace ELAV function and rescue neuronal signatures for the remainder of the fly’s life. It is important to note that the third *Drosophila* ELAV/Hu paralog, RBP9, starts expressing in neurons during late larval or pupal stages (Kim and Baker, 1993). Therefore, while we show that FNE plays a major role in rescuing inadequate ELAV expression, it is possible that RBP9 is also involved in ensuring nuclear ELAV/Hu function and contributes to the rescue of post-embryonic *elav* phenotypes.

Interestingly, in *elav*^*min*^ flies, a truncated ELAV protein missing most of RRM3 was able to carry out crucial functions, such as the rescue of differentiation-onset molecular signatures. Previous reports showed that RRMs 1 and 2 are sufficient to bind RNA (Chung et al., 1996; Lisbin et al., 2000; Park et al., 2000; Wang et al., 2013). RRM3, while also mediating canonical RNA interactions (Pabis et al., 2019), plays a more important role in protein multimerization (Toba and White, 2008). In the *elav*^*min*^ background, in which ELAV levels are severely limiting, we observe that early-onset AS targets are more efficiently processed than APA targets (Figure 4). It is possible that RRM3 is required for efficient APA but not AS. Alternatively, the suppression of proximal poly(A) sites, but not splice sites, may require a higher number of RNA-binding ELAV molecules or depend on ELAV multimerization. A role for dimerization in APA has been demonstrated in structural studies of the tetrameric cleavage factor I(m) (CFI_m_) complex CFI_m_25/68, in which the concomitant binding of two CFI_m_25 subunits to two separate UGUA motifs facilitates RNA looping and inhibits poly(A) site usage (Yang et al., 2011). It is tempting to speculate that ELAV multimerization promotes proximal poly(A) site suppression through a similar mechanism.

ELAV/Hu proteins share very high sequence similarity, with largely identical RNA-binding regions. However, it was shown that *in vitro*, FNE binds to *ewg* RNA with less affinity than ELAV (Zaharieva et al., 2015), raising the possibility that subtle differences in binding affinity could impact the ability of FNE to compensate for ELAV. While it is possible that nFNE binds to ELAV targets with reduced affinity *in vivo* as well, we demonstrated in our *elav*^*nFNE*^ fly model that all molecular (transcript signatures) and physiological (phenotypic outcomes) functions of ELAV were fully rescued by nFNE when it was expressed in the correct developmental window (Figure 5). Our data assert that ELAV/Hu proteins can interchangeably act on the same molecular targets and that observed differences in *elav* molecular and physiological phenotypes are due to distinct spatiotemporal expression patterns and subcellular localization.

### Limitations of the study

In whole-embryo mRNA-seq, the signal corresponding to cell-specific transcript isoforms can be diluted by that of more broadly expressed isoforms, which limits the sensitivity of the detection and quantification of neuron-specific sequences. This is particularly relevant for lowly expressed neuronal 3′ UTRs and for AS isoforms of widely expressed genes. Therefore, the actual number of ELAV targets, in particular of early-onset targets, is likely higher than that indicated in this study. In experiments that measured the viability of *Δelav,fne*^*nFNE*^ flies, the number of assessed animals was limited. Obtaining viable progeny from *Δelav,fne*^*nFNE*^ males proved difficult due to their low viability, short lifespan, and severe motor defects.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit polyclonal anti-ELAV	Carrasco et al. (2020)	N/A
Mouse anti-FLAG	Sigma-Aldrich	Cat#F1804; RRID:AB_262044
Mouse anti-V5	Thermo Fisher Scientific	Cat#MA5-15253; RRID:AB_10977225
Mouse anti-Tubulin	Developmental Studies Hybridoma Bank	Cat#4A1; RRID:AB_2732839
HRP-conjugated mouse anti-FLAG	Sigma-Aldrich	Cat#A8592; RRID:AB_439702
HRP-conjugated anti-rabbit	Cell Signaling Technology	Cat#7074; RRID:AB_2099233
HRP-conjugated anti-mouse	Sigma-Aldrich	Cat#A9044; RRID:AB_258431
Alexa Fluor® 488 goat anti-rabbit IgG	Invitrogen	Cat#A11008; RRID:AB_143165
Alexa Fluor® 555 goat anti-mouse IgG	Invitrogen	Cat#A28180; RRID:AB_2536164
Alexa Fluor® 647 goat anti-HRP	Jackson ImmunoResearch Labs	Cat#123-605-021; RRID:AB_2338967

**Critical commercial assays**		

Stranded mRNA Prep kit	Illumina	Cat#20040534

**Deposited data**		

Raw and analyzed sequencing data	This paper	GEO: (GSE199714)
Raw imaging data	This paper	Mendeley data: https://doi.org/10.17632/d96s2fxm5t.1

**Experimental models: Organisms/strains**		

*D. melanogaster:* wild type: w^118^	Bloomington Drosophila Stock Center	BDSC:5905; RRID:BDSC_5905
*D. melanogaster:* GFP-marked FM7 balancer: FM7i, P{w[+mC] = ActGFP} JMR3/C(1)DX, y[1] f[1]	Bloomington Drosophila Stock Center	BDSC:4559; RRID:BDSC_4559
*D. melanogaster:* GFP-marked FM7 balancer: y^1^ w^∗^ N^1^/FM7 c, P{w^+mC^ = GAL4-twi.G}108.4, P{UAS-2xEGFP}AX	Bloomington Drosophila Stock Center	BDSC:6873; RRID:BDSC_6873
*D. melanogaster: elav* deletion: elav^CDS20^	Carrasco et al. (2020)	N/A
*D. melanogaster: fne*^*n*^	Carrasco et al. (2020)	N/A
*D. melanogaster: fne*^*FLAG*^	Carrasco et al. (2020)	N/A
*D. melanogaster: elav*^*min*^	This paper	N/A
*D. melanogaster: fne*^*nFNE*^	This paper	N/A
*D. melanogaster: elav*^*nFNE*^	This paper	N/A

**Oligonucleotides**		

Oligonucleotides used for qRT-PCR	Table S3	N/A
Primer fne/nFne Forward: CGCCAACAA TCCGAGCAATA	Carrasco et al. (2020)	N/A
Primer fne/nFne Reverse: AGTCATGGCA TTTCCCGGTA	Carrasco et al. (2020)	N/A

**Recombinant DNA**		

Homology donor plasmid to generate *fne*^*nFNE*^ CRISPR flies	Table S3	pJet1.2-nFNE
Homology donor plasmid to generate *elav*^*nFNE*^ CRISPR flies	Table S3	pJet1.2-elav-nFNE
Guide RNA expression plasmid used to generate *elav*^*nFNE*^ CRISPR flies	Carrasco et al. (2020)	pCFD5-elav^CDS^gRNAs
Guide RNA expression plasmids	Port and Bullock (2016)	pCFD5; RRID:Addgene_73914

**Software and algorithms**		

R 4.1.1	R Core Team (2021)	https://CRAN.R-project.org
dplyr_1.0.7	Wickham et al. (2022)	https://dplyr.tidyverse.org
rtracklayer_1.44.2	Lawrence et al. (2009)	https://github.com/lawremi/rtracklayer
GenomicFeatures_1.36.4	Lawrence et al. (2013)	https://github.com/Bioconductor/GenomicFeatures
DEXSeq_1.38.0	Anders et al. (2012)	http://bioconductor.org/packages/release/bioc/html/DEXSeq.html
deeptools 3.5.0	Ramírez et al. (2016)	https://github.com/deeptools/deepTools
bedtools2	Quinlan and Hall (2010)	https://github.com/arq5x/bedtools2
snakePipes 2.5.1	Bhardwaj et al. (2019)	https://github.com/maxplanck-ie/snakepipes
featureCounts 2.0.0	Liao et al. (2019)	https://subread.sourceforge.net
HTSeq	Anders et al. (2015)	https://github.com/simon-anders/htseq
exaR	Carrasco et al. (2020)	https://github.com/hilgers-lab/apa_target_caller
survival 3.3-1	Therneau (2022)	https://CRAN.R-project.org/package=survival
GraphPad Prism (version 8)	N/A	https://www.graphpad.com

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Valérie Hilgers ().

#### Materials availability

The newly generated Drosophila strains are available from the lead contact on request.

### Experimental model and subject details

#### Drosophila melanogaster

Experiments in this study used male *Drosophila melanogaster*. For technical reasons, mutant males -but not females- could be obtained in sufficient amounts to perform experiments, thus the influence of sex could not be investigated. Experiments were performed in different stages of embryonic, larval and adult development; the exact stage is reported in each figure legend. Flies were raised and maintained at 25°C following standard fly husbandry protocols. *w*^*1118*^ control flies and GFP-marked balancer chromosomes were obtained from the Bloomington stock center (lines 5905, 4559, and 6873, respectively). Flies denoted as *Δfne* are of the genotype *Df(1)fne* and were obtained from Matthias Soller (Zaharieva et al., 2015). CRISPR-Cas9 genome editing followed the procedure described in (Port and Bullock, 2016). Embryo injections were performed by Bestgene, Inc. To generate the *elav*^*min*^ mutant, one guide RNA (GCTGCCCTGTGGCAGCTGTT) targeted the *elav* coding region and non-homologous end joining repair introduced an indel at Q420, resulting in a shift in the ELAV ORF (ORF +2). To generate the *fne*^*nFNE*^ fly, two guide RNAs (TAATACGAACCTAATGCGAC, GCACTTTAGGTACTCACCGC) and a template sequence were designed to replace the endogenous intron containing the n-fne mini-exon, by the n-fne mini-exon without the adjacent intronic sequence; the two guide RNAs, the 1.09-kb donor homology sequence and DNA encoding Cas9 were co-injected into *fne*^*FLAG*^ (Carrasco et al., 2020) embryos to produce an N-terminally FLAG-V5 tagged protein. To generate *elav*^*nFNE*^, in which the *elav* coding region was replaced by the nFNE coding region, two guide RNAs previously used to generate an *elav* protein null mutant (TCCATTTGGGCCGCTCTACT, GTCTACTCCGCCGCCAGCTC, (Carrasco et al., 2020)) were co-injected with 2.57 kb of template sequence containing the upstream *elav* intronic region, the first 12 nt of the *elav* coding exon in frame with an HA-V5 tag sequence, the nFNE cDNA and the proximal region of *elav* 3′ UTR. The same guide RNAs and donor sequence were also injected into *fne*^*n*^ embryos (Carrasco et al., 2020) to generate *elav*^*nFne*^*, fne*^*n*^. Sequences used as template for genome editing can be found in Table S3.

### Method details

#### Embryo collection

All flies used in this study were raised in heterozygosis with GFP-marked balancer chromosomes. Embryos were collected on agar plates and aged for the appropriate time at 25°C. Embryos were dechorionated following standard procedures and placed on a plate containing halocarbon oil. Male mutant embryos were selected according to embryonic age, morphology, and against GFP signal.

#### Quantification of developmental transitions

Embryonic viability was calculated as the fraction of embryos that successfully completed embryogenesis and hatched into first instar larvae. Dechorionated embryos coated with halocarbon oil were placed on agar plates. Starting at 20–22 h AEL, the count of unhatched embryos was recorded every two hours for fourteen hours and one last time at 46–48 h AEL. Hatching delay was calculated as the difference in hatching time between a given embryo and that of the median time in the control (wild type) group.

Recently-hatched L1 larvae were transferred to agar plates containing yeast paste (2:3 ratio reconstitution of dry yeast in water). Larvae were kept at 25°C for 48 h, after which the survival and developmental stage of each larva was assessed visually using a stereoscope. To measure larval growth, recently-hatched L1 larvae were placed in agar plates coated with a fine layer of yeast solution (2:4 ratio reconstitution of dry yeast in water) and allowed to age in a humid chamber at 25°C. Images of crawling or dead larvae were captured using a Leica M165FC stereoscope and head-to-tail length was measured using *ImageJ*.

Adult viability was calculated as the fraction of mutant flies from a heterozygous stock compared to expected Mendelian ratios and normalized to ratios in the control (wild type) group. Virgin females heterozygous for a given mutation were crossed with males hemizygous for a balancer chromosome and were allowed to lay eggs for 24 h. Afterward, flies were discarded and eggs were allowed to develop for ten days at 25°C. The genotypes of eclosed flies - including those dead shortly after eclosion - were recorded every day for ten days. Hence, for genotypes with very low viability, like *Δelav,fne*^*nFNE*^, the number of scored adult flies appears very low. Eclosion delay was calculated as the difference in eclosion time between a given fly and that of the median time in the control group.

#### Adult life span measurement

For each genotype, 200 males were collected 48 h after eclosion and equally distributed into four large vials with food. For *Δelav,fne*^*nFNE*^ flies, due to very low viability that precludes harvesting high numbers of age-matched flies, 49 males were collected and distributed in three vials. Flies were transferred to fresh food and the number of dead flies was recorded every 48 h until all flies had died. Survival probability was calculated using the *survival* package in R and plotted using the *ggsurvplot* function from *survminer* (Therneau, 2022).

#### Negative geotaxis assay

Flies 3–5 days after eclosion were transferred to empty vials at a density of ten flies per vial. Flies were tapped down to the bottom of the vial for 3 s and allowed to freely move during 2 min. Movement was video recorded and the position of each fly with respect to the 5 cm line was determined at sequential timepoints. Each biological replicate was tapped 5 times separated by 2 min of climbing and recovery time.

#### Western blot

Protein detection was carried out using rabbit anti-ELAV (Carrasco et al., 2020), mouse anti-Tubulin (DSHB 4A1), mouse anti-V5 (Thermo Fisher Scientific MA5-15253) and peroxidase-conjugated mouse anti-FLAG (Sigma A8592) at concentrations 1:1000, 1:100, 1:8000 and 1:10000, respectively. Secondary peroxidase-conjugated antibodies (anti-rabbit (Cell Signaling Technology, #7074) and anti-mouse (Sigma A9044)) were used at 1:5000. For each sample, 12 heads or 40 embryos were homogenized in 50 μL PBS, subsequently mixed with 4xLDS sample buffer (Invitrogen NP0007) 0.2 M DTT and boiled 5 min at 95°C.

#### Immunohistochemistry

Staged sorted or unsorted embryos were fixed following standard protocols. Briefly, dechorionated embryos were fixed in 1:1 solution of heptane and 1× PBS, 50 mM EGTA, 4% PFA for 20 min. They were subsequently devitallinized, extensively washed from residual fixative and rehydrated. Prior to immunostaining, embryos were incubated for an hour in blocking solution (PBS 0.2% triton X-100, 5% BSA). Primary antibodies were used at concentration of 1:200 (rabbit anti-ELAV and mouse anti-FLAG (Sigma F1804)) and incubated together with fluorophore-conjugated anti-HRP 1:100 (Jackson ImmunoResearch Laboratories, Inc 123-605-021) overnight at 4°C. Other fluorophore conjugated secondary antibodies were used at concentrations 1:500 and incubated for 1 h at room temperature. Confocal imaging was performed on a Zeiss LSM 780 microscope.

#### RNA extraction and RT-PCR

Total RNA was extracted from biological samples using 12 heads or 15 embryos per condition in biological triplicates and quadruplicates, respectively. Samples were homogenized directly in TRIzol (Invitrogen) and RNA was extracted following the manufacturer’s instructions. RNA integrity was assessed using the 2100 Bioanalyzer (Agilent Technologies). 300 ng of total RNA was used for reverse transcription using iScript gDNA Clear cDNA Synthesis Kit (Bio-Rad). qRT-PCR was performed in a LightCycler 480 II instrument using FastStart SYBR Green Master (Roche). qRT-PCR primer sequences are listed in Table S3. For RT-PCR, cDNA was used as template for PCR amplification using GoTaq Hot Start Polymerase (Promega) following the manufacturer’s instructions. Primers against exons 5 and 6 (CGCCAACAATCCGAGCAATA, AGTCATGGCATTTCCCGGTA) of *fne-RA* were used to detect *fne* alternative splicing. DNA fragments were resolved in a 2% agarose gel.

#### mRNA sequencing and data processing

100 ng of total RNA were used to prepare mRNA-seq libraries using the Stranded mRNA Prep reagents (Illumina, 20040534) according to the manufacturer’s instructions. Paired-end sequencing was performed using the NovaSeq6000 (Illumina) and 150-bp or 100-bp reads for data shown in Figures 1 and 2, and Figures 4 and 5, respectively. Sequencing data were processed using the RNA-seq module from snakePipes (Bhardwaj et al., 2019) with default parameters. Quality control of mRNA-seq reads was done using FASTQC (Andrews, 2010).

#### 3′ UTR quantification

Differential expression of neuronal 3′ UTRs was carried out as in (Carrasco et al., 2020). Briefly, *featurecount* (Liao et al., 2019) was used to count the number of reads overlapping each of the previously re-annotated neuronal-isoform-aware 3′ UTR nodes and differential expression changes were subsequently quantified using DEXSeq (Anders et al., 2012). Nodes extracted from unique neuronal 3′ UTRs were merged and their fold change averaged following length normalization. Significance cut-offs of padj <0.01 and negative fold change were used to define neuronal 3′ UTRs affected in *elav* mutants in the different developmental timepoints. Seven previously identified ELAV 3′ UTR targets - *FBgn0037698*, *FBgn0003175*, *FBgn0001122*, *FBgn0264001*, *FBgn0261822*, *FBgn0053100*, *FBgn0031100* - were found to be false-positives due to variable genetic background in different fly strains and were thus excluded from this analysis.

#### Quantification of alternative exon usage

Reads mapping exons in the reference transcriptome (dm6, Ensembl release 96) were counted using HTSeq (Anders et al., 2015). Potential ELAV-dependent exons were obtained by combining exon regions from (Carrasco et al., 2020) and (Lee et al., 2021) and subsetting unique regions overlapping annotated exon nodes. In total, 629 exon regions were considered. Significance cut-offs of padj <0.01 were used to define ELAV-dependent 3′ UTRs affected in *elav* mutants in the different developmental timepoints.

#### Heatmaps

Fold change expression in ELAV-dependent neuronal 3′ UTRs and alternatively spliced exons were visualized using *plotHeatmap* from deepTools (Ramírez et al., 2016). Exons smaller than the visual resolution limit (bin size = 10 nt) were excluded from heatmaps.

### Quantification and statistical analysis

Statistical parameters and tests, sample sizes and number of biological and/or technical replicates are reported in the respective figure legends. Boxplots display boxes with interquartile ranges from first to third quartile; whiskers represent the 10^th^ and 90^th^ percentiles. Statistical tests and data visualization were performed, unless otherwise indicated in the respective methods section, using GraphPad Prism 8 for macOS.

## Data Availability

• mRNA sequencing data generated during this study have been deposited at NCBI Gene Expression Omnibus and are publicly available as of the date of publication. Accession numbers are listed in the Key resources table. Original western blot images and raw microscopy data have been deposited in Mendeley Data and are publicly available as of the date of publication. The DOI is listed in the Key resources table. • This paper does not report original code. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: A critical developmental window for ELAV/Hu-dependent mRNA signatures at the onset of neuronal differentiation
**Source:** Cell Rep. 2022 Oct 25;41(4):111542. doi: 10.1016/j.celrep.2022.111542
**Supplement:** Document S1. Figures S1–S5 and Table S2

**Cell Reports, Volume 41**

**Supplemental information**

**A critical developmental window  
for ELAV/Hu-dependent mRNA signatures  
at the onset of neuronal differentiation**

**Judit Carrasco, Fernando Mateos, and Valérie Hilgers**

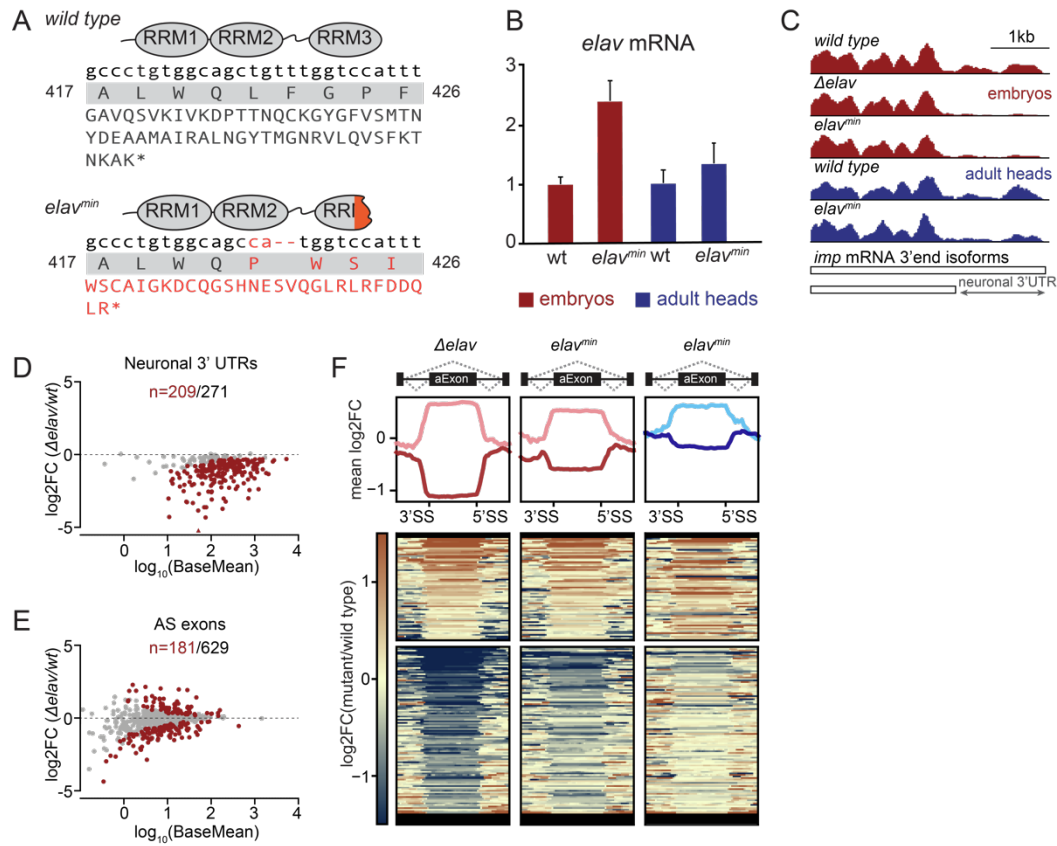

**Figure S1. nFNE rescues neuronal RNA signatures in an extreme *elav* hypomorph. Related to Figure 1.**

(A) Design of the new hypomorphic allele *elav<sup>min</sup>*. Schematic representation of the ELAV protein, nucleotide sequence, and amino acid sequence in wild-type and *elav<sup>min</sup>* flies. Sequences differing from wild type are in red. Four nucleotides are mutated in *elav<sup>min</sup>*: a two-nucleotide substitution (TG to CA) followed by a two-nucleotide deletion (TT). The deletion in the *elav* open reading frame causes a frame-shift and premature stop codon, resulting in a truncation of the third RNA recognition motif (RRM3) of ELAV.

(B) *elav* is not downregulated at the mRNA level in *elav<sup>min</sup>* compared to wild-type flies. Shown is the qRT-PCR quantification of *elav* mRNA expression in the indicated genotypes and developmental stages. Error bars indicate mean  $\pm$ SD of four and three biological replicates of stage 16 (14-16h AEL) embryos (red) or adult fly heads (blue), respectively.

(C) Representative example (mRNA-seq tracks) of an ELAV target gene, *imp*, in which neuronal 3' UTR expression was rescued by EXAR in *elav<sup>min</sup>* adult flies, but not in embryos.

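The neuronal 3′ UTR of *Imp* (FBgn0285926, X chromosome, 10787869 to 10789349, minus strand) took 20.7% ± 0.678 of the gene's counts (SD, n = 4) in wild-type embryos at 14–16 h AEL and 16.2% ± 1.09 in *Δelav*. This was a log2 fold change of −0.35 in *Δelav* (standard error 0.0895, edgeR adjusted p = 0.00909, up to 0.11 without 1 library). In *elav* min it changed by −0.25 in embryos (standard error 0.0890, edgeR adjusted p = 0.168) and by −0.16 in heads (standard error 0.124, edgeR adjusted p = 1). Embryos of *elav* min and *Δelav* differed by 0.10 (edgeR adjusted p = 1). The bin that covers the region extends to 10790804 and so includes sequence upstream of it.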

(D, E) Identification of 209 ELAV-dependent 3' UTRs (D) and 181 alternatively spliced exons (E) in stage 16 (14-16h AEL) embryos. 

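Of the 209 3′ UTRs listed at 14–16 h AEL, 188 contain exon bins, and 165 of these were called in *Δelav* embryos against wild type. Their change was negative in 187. Of the 181 listed exons, 174 had counts enough to be tested and 128 were called.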

The MA plots represent the differential expression in *Δelav* embryos compared to wild type (wt). Grey dots indicate all ELAV/FNE-dependent 3' UTRs described in Carrasco et al., 2020 (D) and ELAV/FNE-regulated exons described in Carrasco et al., 2020 and Lee et al., 2021 (E). In red, targets

significantly deregulated ( $\text{padj} < 0.01$ ) in *Δelav* mutant embryos at 14-16h AEL. These targets are used in Fig. 1 and Fig. 2 as ELAV-dependent targets.

(F) Rescue of ELAV activity in *elav<sup>min</sup>* flies. Heatmaps and profile plots of ELAV-dependent exons in *elav<sup>min</sup>* embryos (red) and fly heads (blue). Light and dark color lines represent up- and down-regulated exons, respectively. RNA was extracted from adult 3-day-old flies and stage 16 (14-16h AEL) embryos.

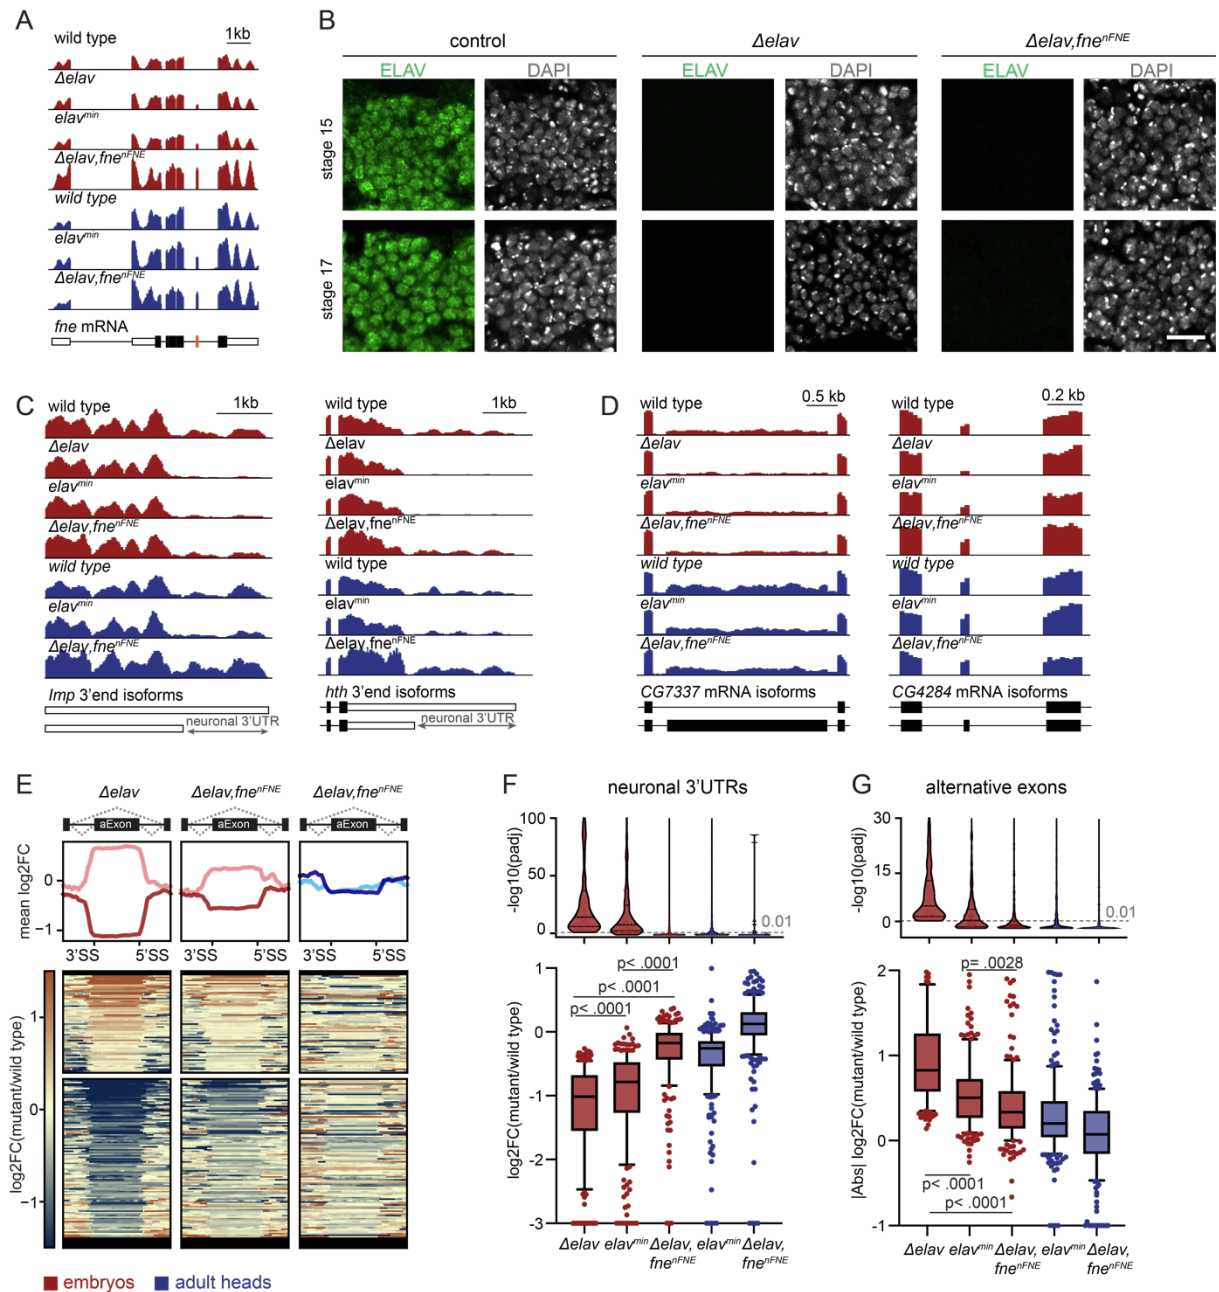

**Figure S2. Induced EXAR can rescue ELAV molecular function. Related to Figure 2.**

(A) mRNA-seq tracks showing *n-fne* mini-exon inclusion in stage 16 (14-16h AEL) embryos (red) and adult heads (blue) of the indicated genotypes. The orange box in the gene model represents the *n-fne* mini-exon.

(B) Additional imaging channels, corresponding to ELAV immunostaining and DAPI staining, of the confocal sections shown in Fig. 2D. Images are of the developing CNS in stage 15 (11-12h AEL) and stage 17 (18-20h AEL) embryos of the indicated genotypes. Scale bar: 10  $\mu m$ .

(C, D) Representative examples of genes showing ELAV-dependent 3' UTR expression (C) and alternative exon inclusion (D) in stage 16 (14-16h AEL) embryos (red) and adult heads (blue) of the indicated genotypes.

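The 3′ UTR of *hth* had a log2 fold change of −3.06 in 14–16 h *Δelav* embryos (standard error 0.106, edgeR adjusted p = 1.09e-57), of −0.15 in *Δelav,fne* nFNE embryos (edgeR adjusted p = 1) and of 0.53 in *Δelav,fne* nFNE heads (edgeR adjusted p = 0.659). An exon of *CG7337*, listed as *Wdr62* (FBgn0031374, 2L, 1938865 to 1941393, plus strand), changed by −1.15 in *Δelav* embryos (standard error 0.0933, edgeR adjusted p = 9.17e-23). In *Δelav,fne* nFNE it changed by −0.35 in embryos (standard error 0.115, edgeR adjusted p = 0.152) and −0.33 in heads (edgeR adjusted p = 1). In *elav* min embryos its change was also −0.35 (standard error 0.0758, edgeR adjusted p = 0.00491, up to 0.044 without 1 library), and in a direct comparison its usage was higher in *elav* min than in *Δelav* by 0.80 (edgeR adjusted p = 1.48e-10).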

E) Heatmaps and profile plots showing de-regulation of ELAV-dependent exons in *Δelav* embryos, and rescue in *fne<sup>nFNE</sup>* embryos (red) and adult heads (blue). Light and dark color lines represent up- and down-regulated exons, respectively.

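The log2 fold changes of the 14–16 h list in *Δelav*, *elav* min and *Δelav,fne* nFNE embryos differed by Friedman's test over 3′ UTRs (n = 188, p = 4.81e-67) and over exons (n = 173, p = 1.89e-43). By Dunn's post hoc test on the 3′ UTRs (n = 188), usage was higher in *elav* min than in *Δelav* by a median of 0.19 (165 of 188, p = 6.91e-14), higher in *Δelav,fne* nFNE than in *Δelav* by 0.74 (185 of 188, p = 1.44e-67) and higher in *Δelav,fne* nFNE than in *elav* min by 0.54 (179 of 188, p = 3.43e-22). Exons oriented by *Δelav* (n = 173) differed by −0.30 (p = 1.68e-24), −0.47 (p = 2.18e-40) and −0.09 (p = 0.00654) in the same pairs. With exons listed at 7–8 h (n = 29), they were −0.11 (p = 0.00192), −0.28 (p = 3.55e-06) and −0.057 (p = 0.446). All fold changes share the wild-type libraries, and genes are not independent replicates.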

(F, G) Global quantification (box plots) and corresponding adjusted *p*-values (violin plots) of ELAV-dependent 3' UTRs (F) and exons (G) in embryos (red) and adult heads (blue) of the indicated genotypes compared to the wild-type control (wt). Statistical significance between genotypes was calculated using Friedman's test for multiple comparisons. Data are from Fig. 1F-G and Fig. 2G-H and shown side-by-side to allow for direct comparison. RNA was extracted from adult 3-day-old flies and stage 16 (14-16h AEL) embryos.

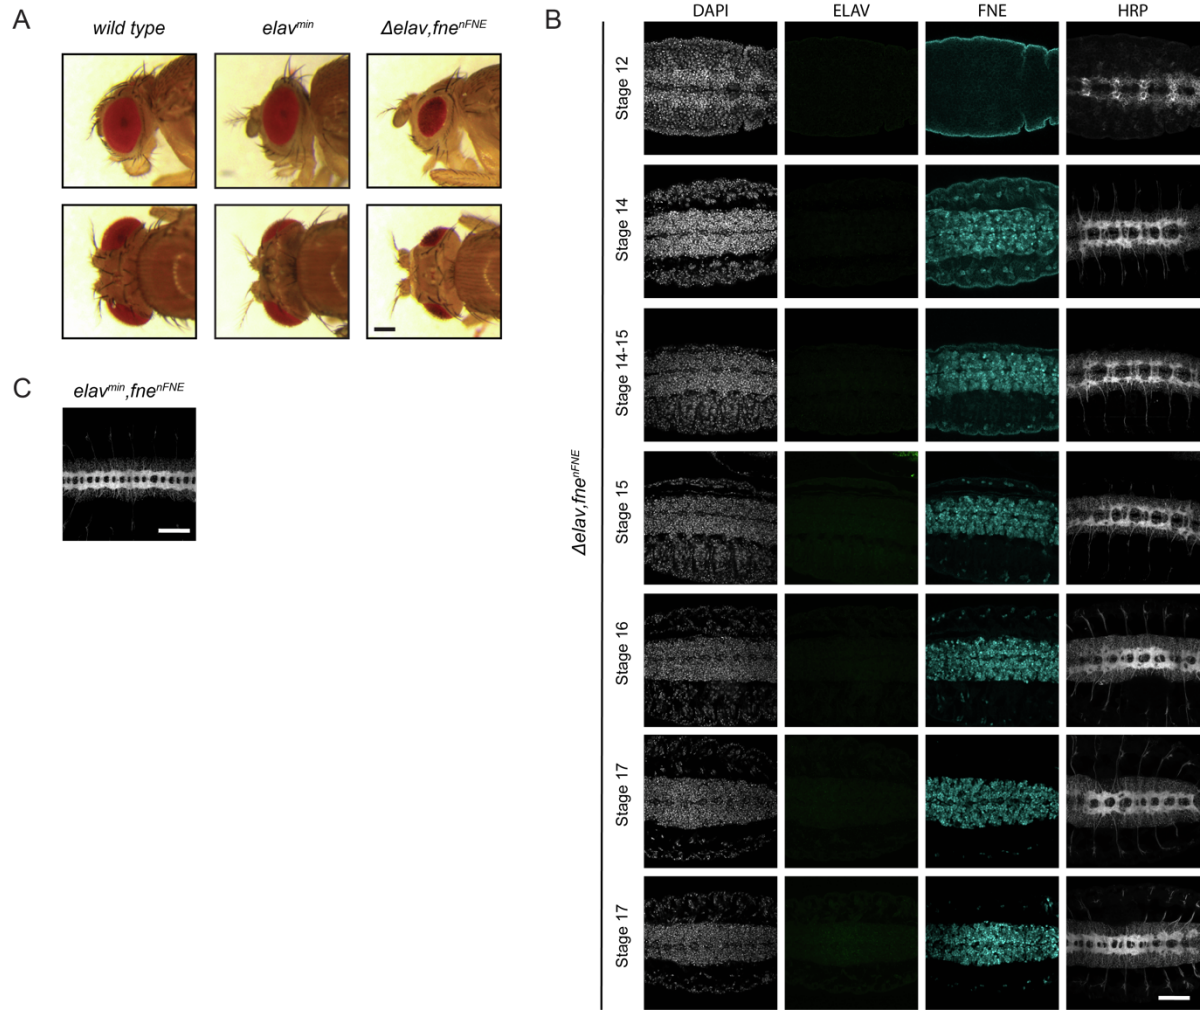

**Figure S3. Impaired neuronal differentiation despite proper neuronal signatures. Related to Figure 3.**

(A) Representative images of adult flies of the indicated genotypes.  $\Delta elav, fne^{nFNE}$  flies display a fully penetrant rough-eye phenotype, while wild-type control and *elav<sup>min</sup>* flies do not. Scale bar: 200  $\mu$ m.

(B) Axonal phenotype in the developing nervous system of  $\Delta elav, fne^{nFNE}$  flies. Shown are single confocal sections (DAPI, ELAV, FNE) or Z-stacks of multiple confocal sections (HRP) of the developing CNS at the indicated embryonic stages. FNE was detected with an anti-FLAG antibody. Scale bar: 50  $\mu$ m. The stage 16 HRP panel is reproduced from Fig. 3D ( $\Delta elav, fne^{nFNE}$ ).

(C) Axon scaffold in the developing CNS of a representative *elav<sup>min</sup>, fne<sup>nFNE</sup>* embryo at stage 16 (14-16h AEL), visualized by HRP immunochemistry. Shown is a Z-stack of multiple confocal sections. Scale bar: 50  $\mu$ m.

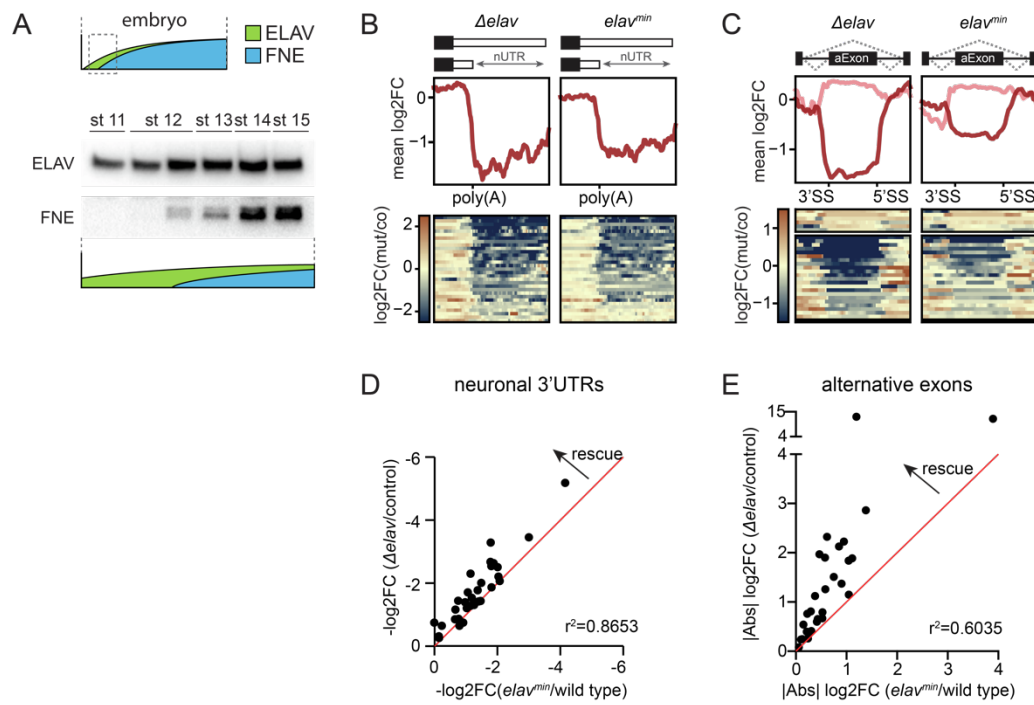

**Figure S4. Rescue of early ELAV molecular signatures in *elav<sup>min</sup>*. Related to Figure 4.**

(A) Time-course Western Blot performed in 60-minute intervals starting at 6:20 h AEL. 40 embryos (genotype *fne<sup>FLAG</sup>*) were used for each timepoint. ELAV (green) and nFNE (blue) protein expression levels across the developmental trajectory are represented schematically. FNE was detected with an anti-FLAG antibody.

(B, C) Heatmaps and profile plots of early-onset ELAV-dependent 3' UTRs (B) and alternative exons (C) showing deregulation in *Δelav*, and rescue of their expression in *elav<sup>min</sup>* embryos compared to the wild-type control (stage 11-12, 7-8h AEL). Light red and dark red lines represent up- and down-regulated 3' UTRs and exons, respectively, compared to control (co; genotype: *fne<sup>nFNE</sup>*). To exclude confounding effects from the endogenous *fne* gene, the genotypes *Δelav* and *elav<sup>min</sup>* also carry the *fne<sup>nFNE</sup>* allele, which is not expressed yet at 7-8h AEL.

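Across the regions listed at 7–8 h AEL, the log2 fold changes in *elav* min and *Δelav*, each against the same control libraries, correlated with Pearson's r = 0.938 and Spearman's rho = 0.928 over 29 3′ UTRs and with r = 0.884 and rho = 0.886 over 26 exons (two-sided permutation, p = 1e-05 for each, the smallest they can give). Genes are not independent replicates, and the shared control alone gives a correlation. In data simulated without any change between the genotypes, the median r was 0.484 for 3′ UTRs (from 0.0894 to 0.751 in 20 draws) and 0.509 for exons (from 0.162 to 0.743). Without the 2 regions farthest from the median in *elav* min, r was 0.912 and 0.886. The slope of the change in *elav* min on that in *Δelav* was 0.757 for 3′ UTRs and 0.444 for exons. With the authors' own log2 fold changes, chosen after seeing the data, it was 0.775 over 31 3′ UTRs and 0.203 over 29 exons.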

(D, E) Scatter plots showing the differential expression of ELAV-dependent 3' UTRs (D) and alternative exons (E) in *elav<sup>min</sup>* (x axis) and *Δelav* (y axis) stage 11-12 (7-8 h AEL) embryos compared to the wild-type control (wt). The shift towards the y axis indicates rescue of neuronal signatures in *elav<sup>min</sup>*. For visualization purposes, fold-changes in down-regulated exons were transformed to absolute values and represented together with up-regulated exons.

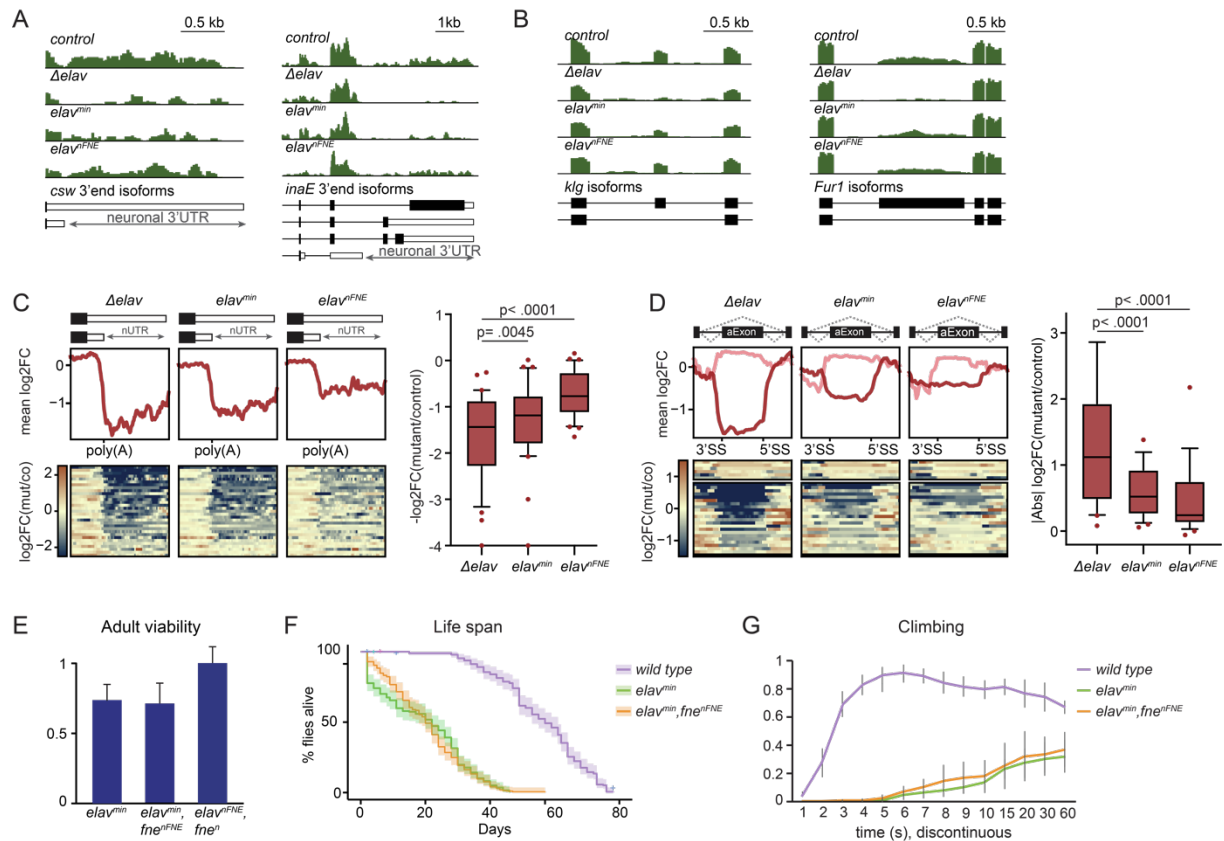

**Figure S5. Early expression of nFNE rescues ELAV molecular and physiological function. Related to Figure 5.**

(A, B) Representative examples of ELAV-dependent 3' UTRs (A) and exons (B) whose expression was partially (*csw*, *inaE*, *klg*) or fully (*Fur1*) restored in stage 11-12 (7-8h AEL)  $elav^{min}$  embryos.

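The 3′ UTR of *csw* (FBgn0000382, X chromosome, 2113665 to 2115597, plus strand) took 2.90% ± 0.954 of the gene's counts (SD, n = 4) in the 7–8 h control and 0.459% ± 0.171 in *Δelav*. This was a log2 fold change of −2.57 (standard error 0.382, edgeR adjusted p = 1.72e-06), and the change in *elav* min was −1.59 (standard error 0.314, edgeR adjusted p = 0.00202, up to 0.11 without 1 library). The 3′ UTR of *inaE* (FBgn0261244, X chromosome, 13809281 to 13811493, plus strand) fell from a mean of 42.2 counts to 2 in *Δelav*, a change of −3.04 (standard error 0.570, edgeR adjusted p = 0.000541, up to 0.016 without 1 library), and by 1.60 on the log2 scale in *elav* min (standard error 0.430, edgeR adjusted p = 0.13). An exon of *klg* (FBgn0017590, 3R, 22956590 to 22956687, plus strand) took 3.42% ± 0.212 of the gene's counts in the control, 0.904% ± 0.320 in *Δelav* and 2.47% ± 0.679 in *elav* min. It changed by −1.96 in *Δelav* (standard error 0.290, edgeR adjusted p = 2.55e-06) and by −0.47 in *elav* min (edgeR adjusted p = 1). An exon of *Fur1* (FBgn0004509, 3R, 25354948 to 25356078, minus strand) took 5.00% ± 0.798 in the control, 1.01% ± 0.297 in *Δelav* and 3.25% ± 0.491 in *elav* min. Its change of −2.31 in *Δelav* (standard error 0.196, edgeR adjusted p = 6.28e-17) was −0.60 in *elav* min (standard error 0.133, edgeR adjusted p = 0.0297, from 0.0068 to 0.43 without 1 library). In the direct comparison of *elav* min with *Δelav*, *Fur1* differed by 1.71 (standard error 0.227, edgeR adjusted p = 2.27e-07) and *klg* by 1.49 (edgeR adjusted p = 0.0623).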

(C, D) Heatmaps and profile plots, and global quantification (box plots) of early-onset ELAV-dependent 3' UTRs (C) and exons (D), showing deregulation in  $\Delta elav$ , partial rescue of their expression in  $elav^{min}$ , and full rescue in  $elav^{nFNE}$  embryos (stage 11-12, 7-8h AEL), compared to control (co; genotype:  $fne^{nFNE}$ ). 

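The 3′ UTR score of *elav* nFNE embryos at 7–8 h AEL was −0.49 ± 0.17 (SD, n = 4) and their exon score 0.23 ± 0.04. Relative to *elav* min the scores differed by 0.50 and −0.21, and relative to *Δelav* by 0.69 and −0.62 (two-sided exact permutation tests, p = 0.0286 for all 4, adjusted 0.0429). As a share of the loss in *Δelav*, *elav* nFNE restored 58.6% ± 14.0 of the 3′ UTR score and 73.3% ± 5.11 of the exon score. Over the listed 3′ UTRs (n = 29), Dunn's test after Friedman's test (p = 3.92e-06) gave median differences of 0.19 between *elav* min and *Δelav* (p = 0.0378), 0.67 between *elav* nFNE and *Δelav* (p = 1.81e-06) and 0.27 between *elav* nFNE and *elav* min (p = 0.0378). Over the exons (n = 26, Friedman p = 2.90e-10) these were −0.46 (p = 5.15e-05), −0.53 (p = 2.14e-10) and −0.16 (p = 0.0795). With 3′ UTRs listed at 14–16 h, the difference between *elav* min and *Δelav* was reversed, at −0.084 (n = 147, p = 0.00491), and that between *elav* nFNE and *Δelav* was 0.012 (p = 0.881). A signed-rank test in place of Dunn's gave p = 0.00117 for the exons of *elav* nFNE and *elav* min (n = 26). For that pair, Dunn's test gave p = 0.137 with a recomputed exon list (n = 18). With exons listed at 14–16 h (n = 88), the pair differed by −0.062 (Dunn's p = 0.775), and *elav* min and *Δelav* by −0.098 (Dunn's p = 1.72e-07).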

To exclude confounding effects from the endogenous *fne* gene, the genotypes  $\Delta elav$  and  $elav^{min}$  also carry the  $fne^{nFNE}$  allele, which is not expressed yet at 7-8h AEL. Light red and dark red lines represent up- and down-regulated 3' UTRs and exons, respectively. Statistical significance between genotypes was calculated using Friedman's test for multiple comparisons. Profile plots, heatmaps and box plots are also shown in Fig. 4G-H, S4A-B, and 5C-F, and reproduced here for side-by-side comparison.

(E) Adult viability in flies of the indicated genotypes, measured as eclosion rate compared to expected Mendelian ratios. Eclosion rates were normalized to that of wild-type control flies. Error bars indicate mean  $\pm$  SD of five biological replicates. At least 500 flies were measured for each genotype. Viability data for  $elav^{min}$ ,  $elav^{min}, fne^{nFNE}$  and  $elav^{nFNE}, fne^n$  are from Fig. 1C, 3G and 5H, respectively, and reproduced here for side-by-side comparison.

(F) Life span measurement in adult flies of the indicated genotypes. The percentage of live flies is represented as a function of time after eclosion (solid line) with associated confidence intervals (shaded area). Flies scored: n=200 (wild type), n=200 (*elav<sup>min</sup>*), n=200 (*elav<sup>min</sup> fne<sup>nFNE</sup>*). Data for wild type and *elav<sup>min</sup>* are from Fig. 5I and reproduced here for side-by-side comparison with *elav<sup>min</sup> fne<sup>nFNE</sup>*.

(G) Measurement of climbing performance in adult flies of the indicated phenotypes, shown as the fraction of flies found above 5 cm at the indicated time points following startling. Error bars indicate mean  $\pm$ SD of five biological replicates with 50 measurements each. Flies scored: n=50 (wild type), n=50 (*elav<sup>min</sup>*), n=50 (*elav<sup>min</sup> fne<sup>nFNE</sup>*). Data for wild type and *elav<sup>min</sup>* are from Fig. 5J and reproduced here for side-by-side comparison with *elav<sup>min</sup> fne<sup>nFNE</sup>*.

**Table S2. Early-onset targets of ELAV are enriched in genes required for axonogenesis. Related to Figures 4, 5, S4 and S5.**

31 APA and 29 AS early-onset ELAV targets are listed. APA type indicates whether ELAV is required for the expression of a neuronal protein-coding region (CDS) or a non-coding region (UTR). The reported function in neurogenesis is indicated for each gene based on the following Gene Ontology (GO) terms: neuronal cell adhesion (A), axon guidance (G) and nerve maturation (N).

| APA targets    |          |          | AS targets      |         |          |
|----------------|----------|----------|-----------------|---------|----------|
| Gene           | APA Type | Function | Gene            | AS Type | Function |
| <i>br</i>      | CDS/UTR  |          | <i>Alh</i>      | CDS     |          |
| <i>brat</i>    | UTR      |          | <i>arm</i>      | CDS     | A        |
| <i>Btk29A</i>  | UTR      |          | <i>CadN</i>     | CDS     | A/G      |
| <i>CASK</i>    | UTR      | N        | <i>CG8671</i>   | CDS     |          |
| <i>CG12004</i> | CDS/UTR  |          | <i>chn</i>      | CDS/UTR |          |
| <i>CG18265</i> | UTR      |          | <i>cic</i>      | CDS     |          |
| <i>CG34401</i> | UTR      |          | <i>Eps-15</i>   | UTR     |          |
| <i>csw</i>     | UTR      |          | <i>Fak</i>      | CDS     | N        |
| <i>ctp</i>     | UTR      | G        | <i>Fas1</i>     | CDS     | A/G      |
| <i>Dscam1</i>  | UTR      | G        | <i>Fur1</i>     | CDS     |          |
| <i>eRF1</i>    | CDS/UTR  |          | <i>klg</i>      | CDS     | A        |
| <i>ewg</i>     | CDS/UTR  | N        | <i>mim</i>      | CDS     |          |
| <i>fz2</i>     | UTR      | G        | <i>Nrg</i>      | CDS/UTR | A/G/N    |
| <i>gpp</i>     | UTR      |          | <i>Nrx-IV</i>   | CDS     | A/N      |
| <i>Hers</i>    | UTR      |          | <i>osa</i>      | CDS     |          |
| <i>HIP-R</i>   | UTR      |          | <i>Patronin</i> | CDS     |          |
| <i>hth</i>     | UTR      |          | <i>pod1</i>     | CDS     | G        |
| <i>Imp</i>     | UTR      |          | <i>Ptp10D</i>   | CDS     | G        |
| <i>inaE</i>    | CDS/UTR  |          | <i>rg</i>       | CDS     |          |
| <i>jing</i>    | UTR      | G        | <i>rhea</i>     | CDS     | A        |
| <i>Khc-73</i>  | UTR      |          | <i>Sec16</i>    | CDS     |          |

|              |         |       |                |         |   |
|--------------|---------|-------|----------------|---------|---|
| <i>mim</i>   | UTR     |       | <i>sgg</i>     | CDS/UTR |   |
| <i>nmo</i>   | UTR     |       | <i>shep</i>    | CDS     |   |
| <i>Nrg</i>   | UTR     | A/G/N | <i>Sin3A</i>   | CDS/UTR |   |
| <i>sgg</i>   | CDS/UTR |       | <i>Slik</i>    | CDS     |   |
| <i>sm</i>    | UTR     | G     | <i>sqd</i>     | CDS     |   |
| <i>Spn</i>   | UTR     |       | <i>Srrm234</i> | CDS     |   |
| <i>stx</i>   | UTR     |       | <i>tutl</i>    | CDS     | G |
| <i>Tm1</i>   | CDS/UTR |       | <i>β-Spec</i>  | CDS     | G |
| <i>Trl</i>   | UTR     |       |                |         |   |
| <i>Trx-2</i> | UTR     |       |                |         |   |

# Supplementary material for: A critical developmental window for ELAV/Hu-dependent mRNA signatures at the onset of neuronal differentiation
**Source:** Cell Rep. 2022 Oct 25;41(4):111542. doi: 10.1016/j.celrep.2022.111542
**Supplement:** Document S2. Article plus supplemental information

# A critical developmental window for ELAV/Hu-dependent mRNA signatures at the onset of neuronal differentiation

## Graphical abstract

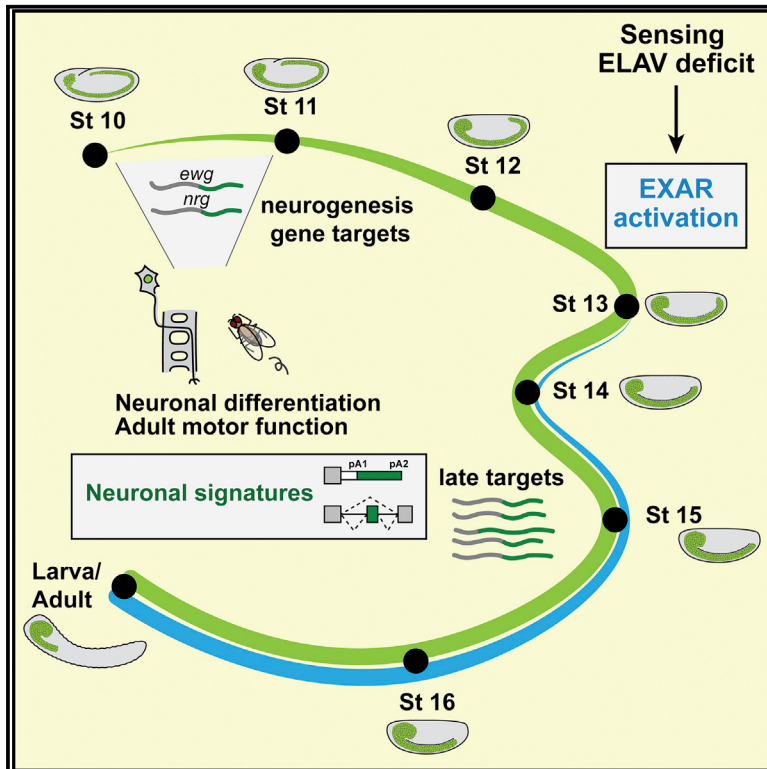

## Authors

Judit Carrasco, Fernando Mateos, Valérie Hilgers

## In brief

Carrasco et al. show that neuronal differentiation depends on the establishment of a subset of alternative mRNA isoforms by one single effector, ELAV, as soon as the first post-mitotic neurons are born. Outside of this developmental window, nuclear activation of the paralog FNE fully rescues neuronal RNA signatures and neurogenesis.

## Highlights

- *Drosophila* ELAV establishes alternative mRNAs at the onset of neuronal differentiation
- Loss of early neuronal mRNA isoforms irretrievably impairs neurogenesis
- After the critical time window, nuclear activation of FNE rescues ELAV loss *in vivo*
- If activated at differentiation onset, FNE fully restores neuronal RNAs and development

## Article

# A critical developmental window for ELAV/Hu-dependent mRNA signatures at the onset of neuronal differentiation

Judit Carrasco,<sup>1,2,3</sup> Fernando Mateos,<sup>1</sup> and Valérie Hilgers<sup>1,4,\*</sup>

<https://doi.org/10.1016/j.celrep.2022.111542>

## SUMMARY

Cell-type-specific gene regulatory programs are essential for cell differentiation and function. In animal neurons, the highly conserved ELAV/Hu family of proteins promotes alternative splicing and polyadenylation of mRNA precursors to create unique neuronal transcript isoforms. Here, we assess transcriptome profiles and neurogenesis success in *Drosophila* models engineered to express differing levels of ELAV activity in the course of development. We show that the ELAV-mediated establishment of a subset of neuronal mRNA isoforms at the onset of neuron differentiation constitutes a developmental bottleneck that cannot be overcome later by the nuclear activation of the paralog found in neurons (FNE). Loss of ELAV function outside of that critical time window results in neurological defects. We find that FNE, when activated early enough, can restore ELAV-dependent neuronal mRNA isoforms and fully rescue development. Our findings demonstrate the essential role of robust cellular strategies to maintain ELAV activity and intact neuronal signatures in neurogenesis and neuronal function.

## INTRODUCTION

Cells adopt many strategies to increase the coding and regulatory potential of their genetic content. In the nervous system, a tissue displaying an astonishing transcriptome diversity, the production of multiple mRNA isoforms from a single protein-coding gene is particularly prevalent (Andreassi et al., 2018; Lianoglou et al., 2013). Hundreds of genes undergo neuron-specific processing of mRNA precursors, in the form of differential inclusion of exons through alternative splicing (AS), and the alternative use of transcription end sites through alternative polyadenylation (APA). While in other tissues APA can generate shorter or longer transcripts, neuronal APA is characterized by a consistent shift toward distal sites. Depending on the location of the polyadenylation site, neuronal APA results in neuron-specific alternative coding regions or, more commonly, longer 3' untranslated regions (3' UTRs) (reviewed in Mitschka and Mayr, 2022). The neural-enriched exons and ultra-long 3' UTRs, herein referred to as "neuronal RNA signatures," are a conserved feature of animal neurogenesis and have been found in animals from flies to humans (Barbosa-Morais et al., 2012; Brown et al., 2014; Hilgers et al., 2011; Miura et al., 2013; Smibert et al., 2012; Ulitsky et al., 2012). By increasing genetic versatility in cells that are particularly morphologically and functionally complex, neuronal RNA isoforms are thought to contribute to the robust coordination of neuronal processes (Hilgers, 2015; Miura et al., 2014;

Pereira-Castro and Moreira, 2021; Turner et al., 2018). For example, dysregulation of neural splicing programs causes widespread neurological alterations in animal models and has been associated with human neurological conditions including autism spectrum disorder, intellectual disability, and neurodegenerative diseases (Furlanis and Scheiffele, 2018; Irimia et al., 2014; Nik and Bowman, 2019; Torres-Méndez et al., 2022).

The synthesis of neuronal RNA signatures depends on ELAV/Hu proteins (reviewed in Hilgers, 2022; Wei and Lai, 2022). The members of this highly conserved family of RNA-binding proteins (RBPs) constitute widely used markers for neuronal identity: in most animals studied to date, at least one ELAV/Hu protein is expressed in all post-mitotic neurons from inception and throughout development (Campos et al., 1985, 1987; Pascale et al., 2008; Robinow and White, 1988; Yao et al., 1993). ELAV/Hu proteins bind to U-rich regions in thousands of RNAs (Carrasco et al., 2020; Scheckel et al., 2016) and regulate diverse aspects of RNA metabolism, from co-transcriptional processing to mRNA stability and translation (Ince-Dunn et al., 2012; Mukherjee et al., 2011; Pascale et al., 2005; Tebaldi et al., 2018; Tiruchinapalli et al., 2008; Yokoi et al., 2017). At the co-transcriptional level, the role of ELAV/Hu proteins in the production of neuron-specific AS and APA has been demonstrated in flies (Carrasco et al., 2020; Hilgers et al., 2012; Koushika et al., 1996; Lisbin et al., 2001; Soller and White, 2003; Wei and Lai, 2022; Wei et al., 2020) and mammals (Grassi et al., 2018;

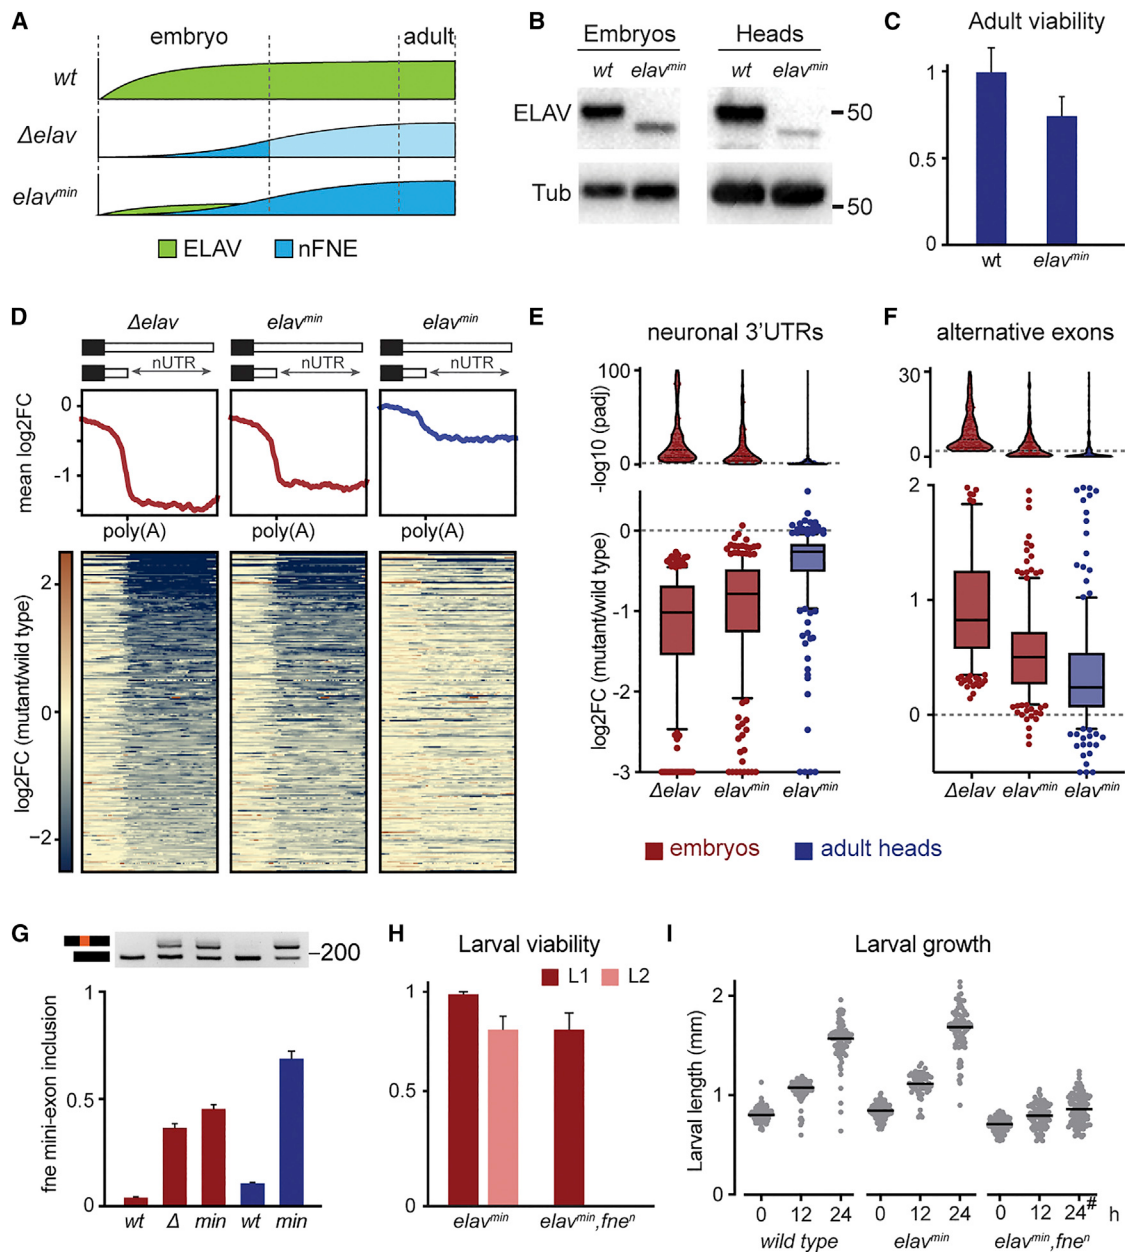

**Figure 1. nFne rescues neuronal RNA signatures and embryonic lethality in an extreme *elav* hypomorph**

(A) Schematic representation showing, in each genotype, the progression of ELAV (green) and nFNE (blue) protein expression levels across the developmental trajectory. Light blue indicates predicted nFNE levels in the lethal  $\Delta elav$  genotype.

(B) Expression of wild-type (WT) and truncated ( $elav^{min}$ ) ELAV protein in stage 16 (14–16 h AEL) embryos and adult heads. Tubulin served as a loading control.

(C) Adult viability in flies of the indicated genotypes, measured as eclosion rate compared with expected Mendelian ratios. Eclosion rates were normalized to that of WT control flies. At least 500 flies were measured for each genotype. Error bars indicate mean  $\pm$  SD of five biological replicates.

(D) Heatmaps and profile plots centered around the proximal poly(A) site, showing deregulation and rescue of ELAV-dependent neuronal 3' UTRs (nUTRs) in embryos (red) and fly heads (blue), compared with WT.

(E and F) Global quantification (box plots) and corresponding adjusted p values (violin plots) of ELAV-dependent 3' UTRs (E) and exons (F) in embryos (red) and adult heads (blue) of the indicated genotypes, compared with WT. Data points above the dotted lines in the violin plots represent significantly affected regions (adjusted p value [padj] < 0.01).

(G) *fne* mini-exon inclusion in WT,  $\Delta elav$  ( $\Delta$ ), and  $elav^{min}$  (*min*), visualized by RT-PCR (top) and quantified by qRT-PCR (bottom). The expected RT-PCR product sizes are 232 (mini-exon included) and 187 bp (mini-exon excluded). Mini-exon inclusion was calculated as the ratio of *fne* mini-exon to total *fne* mRNA. Error bars indicate mean  $\pm$  SD of three biological replicates. RNA was extracted from stage 16 (14–16 h AEL) embryos (red) or adult fly heads (blue).

(H) Fraction of flies that successfully hatched into the first instar larval (L1) and L2 stages. 200 embryos (L1) and 100 L1 larvae (L2) were measured for each genotype. Error bars indicate mean  $\pm$  SD of four biological replicates.

(legend continued on next page)

Mansfield and Keene, 2012; Scheckel et al., 2016; Zhu et al., 2006). In *Drosophila*, the three ELAV/Hu paralogs appear consecutively in the course of development: found in neurons (FNE) expression follows ELAV's during embryogenesis (Samson and Chalvet, 2003), whereas RBP9 is not detectable before larval stages (Kim and Baker, 1993). Notably, *Drosophila* ELAV regulates all sites of neuron-specific APA and thereby represents the central effector of the neuronal 3' UTR landscape. ELAV also directly mediates neuron-specific splicing events (Carrasco et al., 2020; Lee et al., 2021).

ELAV/Hu proteins are crucial for neuronal differentiation, maturation, and maintenance of the nervous system (Akamatsu et al., 1999; Alizzi et al., 2020; Dell'Orco et al., 2020; Lim and Alkon, 2012; Tebaldi et al., 2018). In *Drosophila*, the loss of either of the two predominantly cytoplasmic ELAV/Hu proteins is viable but causes specific morphological and behavioral defects: *rbp9* mutant flies exhibit reduced locomotion and a shorter lifespan, while in *fne* mutants, mushroom body morphology, dendrite arborization, and male courtship performance are disrupted (Alizzi et al., 2020; Kim et al., 2010; Zaharieva et al., 2015; Zanini et al., 2012). In contrast, loss of the nuclear ELAV protein impairs development and results in embryonic lethality (Campos et al., 1985), highlighting the important role of neuronal transcript signatures in neurogenesis. Neuron-specific functions have been demonstrated for some individual ELAV-dependent signatures, especially in cases in which ELAV targets are affected at the protein-coding level. For example, the expression of the neuron-specific protein isoforms of the genes *erect wing* (*ewg*) and *neuroglian* (*nrg*) depends on ELAV-dependent APA (Koushika et al., 1996, 2000; Lisbin et al., 2001; Soller and White, 2003), and loss of ELAV-mediated AS of *Down syndrome cell adhesion molecule 1* (*Dscam1*) impairs axon outgrowth (Zhang et al., 2019). Neuronal 3' UTRs have also been attributed specific functions: the ultra-long *prospero* 3' UTR drives the upregulation of Prospero protein in larval neurons, which is critical for adult nervous system function (Samuels et al., 2020).

Despite the well-established importance of ELAV proteins in neuronal identity, and their known involvement in multiple neurological diseases (Miris and Carew, 2019; Yano et al., 2016), the connection between the molecular effects on the neuronal transcriptome and the drastic phenotypic consequences on neuronal and organismal physiology are not well understood. Studies have been complicated by the functional redundancy between ELAV/Hu proteins, which display a very high structural similarity and can interchangeably act on each other's targets, even across species (Borgeson and Samson, 2005; Lee et al., 2020; Wei et al., 2020; Zaharieva et al., 2015). In flies, in which ELAV constitutes the sole predominantly nuclear member of the ELAV/Hu family, an elegant cellular strategy ensures the robustness of ELAV function and the integrity of neuronal signatures: exon-activated rescue (EXAR). In *elav* mutant embryos, the mRNA encoding the ELAV paralog FNE undergoes AS to include a mini-exon encoding a motif that promotes nuclear localization. Thus, activated nuclear FNE (nFNE) compensates

for the loss of ELAV activity in that it restores neuronal signatures (Carrasco et al., 2020). However, the molecular rescue is only partial; phenotypically, nFNE expression is insufficient to prevent the lethality of *elav* mutant flies, none of which survive embryogenesis. This has led to the hypothesis that some crucial molecular signatures can only be mediated by ELAV *in vivo*, leaving the process of neurogenesis vulnerable to fluctuations of this essential effector.

Here, we dissect how ELAV proteins progressively shape the neuronal transcriptome and connect the expression of newly established mRNA isoforms with neuronal differentiation and nervous system integrity. We show that when ELAV is impaired, nFNE effectively rescues all neuronal RNA signatures and viability in late embryogenesis, demonstrating an important physiological role for EXAR. ELAV activity is indispensable at the very onset of neuronal differentiation, during which neuronal isoforms of a subset of axon guidance effectors are established. Loss of the early-onset neuronal signatures during this critical developmental window causes irremediable damage that cannot be rescued in later stages of neurogenesis.

## RESULTS

### EXAR rescues neuronal signatures and lethality in ELAV-impaired embryos

In the absence of ELAV, the activation of nFNE partially restores neuronal APA and AS through the EXAR mechanism (Carrasco et al., 2020); however, *elav* mutant flies only survive until the end of embryogenesis and fail to hatch into first instar larvae. This raises the question of whether EXAR is effective and physiologically relevant *in vivo*. We hypothesized that rather than rescuing the consequences of complete ELAV loss, EXAR may buffer variations of *elav* gene expression to promote nervous system development and function. To investigate this hypothesis, we designed a *Drosophila* model in which we aimed to activate EXAR without entirely abolishing ELAV function. Using CRISPR-Cas9 gene editing (Port and Bullock, 2016), we generated a frame-shift allele, *elav<sup>min</sup>*, encoding an ELAV protein in which the third RNA-recognition motif (RRM3) was disrupted (Figure S1A). As expected, we detected truncated ELAV protein in *elav<sup>min</sup>* flies and also noted that it was expressed at very low—minute—levels throughout development and into adulthood (Figures 1A, 1B, and S1B).

Surprisingly, *elav<sup>min</sup>* flies were viable and developed normally (Figure 1C), in stark contrast to  $\Delta$ *elav* null mutant flies that are embryonic lethal—suggesting that the essential ELAV functions are maintained despite near absence of the protein. To test this possibility, we quantified the outcome of ELAV molecular activity: production of neuron-specific 3' UTRs and exons. We performed mRNA sequencing (mRNA-seq) in *elav<sup>min</sup>* stage 16 (14–16 h after egg laying [AEL]) embryos and compared neuronal transcript signatures with those of  $\Delta$ *elav* null mutants. Interestingly, in *elav<sup>min</sup>* embryos, ELAV-dependent 3' UTRs were severely depleted and showed the expression drop downstream

(I) L1 growth measured as the head-to-tail length as a function of time (h after hatching). Hash indicates that all larvae were dead. Between 55 and 130 larvae were measured for each condition.

See also Figure S1 and Table S1.

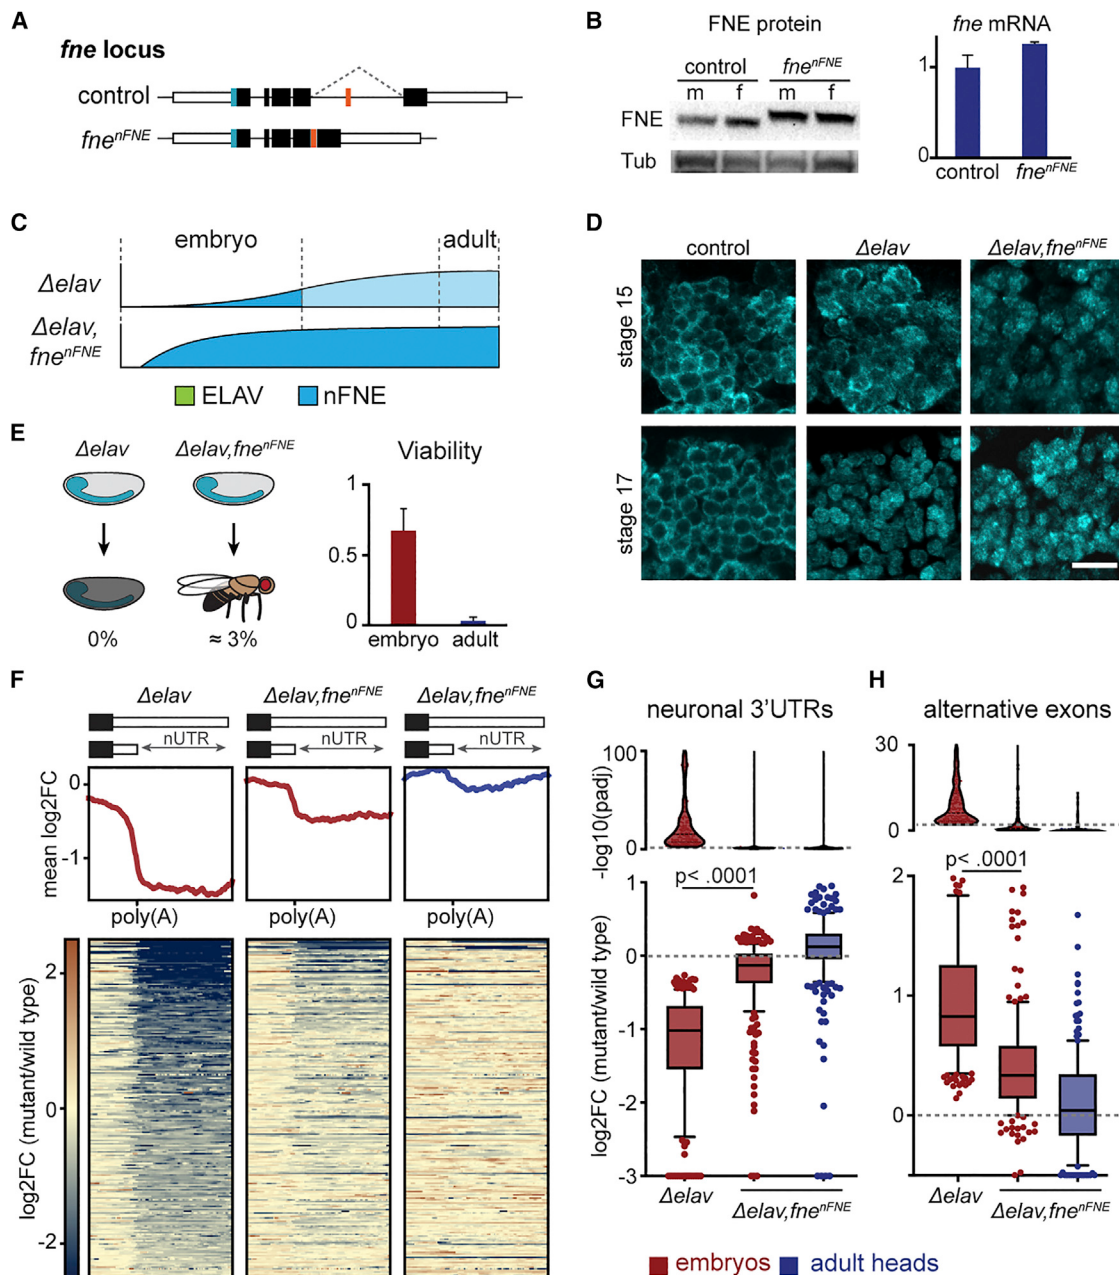

**Figure 2. Precocious nFNE expression compensates for the complete absence of ELAV**

(A) Design of *fne*<sup>nFNE</sup>, a fly model expressing exclusively nuclear FNE. In control flies, the *fne* mini-exon is spliced out (dashed line). In *fne*<sup>nFNE</sup>, the deletion of flanking introns forces mini-exon inclusion. White, black, and orange boxes represent UTRs, constitutive coding exons, and the unannotated *n-fne* mini-exon, respectively. *fne* was endogenously FLAG tagged to allow for protein detection (blue box).

(B) FNE protein and *fne* mRNA expression, in *fne*<sup>nFNE</sup> and control (*fne*<sup>FLAG</sup>) fly heads. FNE expression, detected using a FLAG antibody, was comparable in males (m) and females (f). RNA levels were normalized to *RpL32* mRNA. Error bars indicate mean ± SD of four (embryos) or three (adult heads) biological replicates.

(C) Schematic representation showing, in each genotype, the progression of ELAV (green) and nFNE (blue) protein expression levels across the developmental trajectory. Light blue indicates predicted nFNE levels in the lethal *Δelav* genotype.

(D) Induced FNE nuclear localization in *fne*<sup>nFNE</sup> neurons. Images are single confocal sections of the developing CNS in stage 15 (11–12 h AEL) and stage 17 (18–20 h AEL) embryos of the indicated genotypes. FNE was detected using an anti-FLAG antibody. Scale bar: 10 μm.

(E) *fne*<sup>nFNE</sup> partially rescues *elav* embryonic (red) and adult (blue) lethality. Viability was measured as the fraction of individuals that hatched into L1 (embryo) or eclosion rate compared with expected Mendelian ratios (adult). Eclosion rates were normalized to that of WT control flies. Error bars indicate mean ± SD of four (embryo) or five (adult) biological replicates. 200 embryos and 21 (*Δelav, fne*<sup>nFNE</sup>) or 778 (WT) adult flies were measured for each genotype.

(F) Heatmaps and profile plots centered around the proximal poly(A) site show deregulation of ELAV-dependent nUTRs in *Δelav* embryos and rescue in *Δelav, fne*<sup>nFNE</sup> embryos (red) and fly heads (blue), compared with WT.

(legend continued on next page)

of the proximal poly(A) site characteristic of  $\Delta elav$  (Figures 1D and S1C; Table S1). Although  $elav^{min}$  embryos displayed a slim increase in the overall expression of neuronal signatures compared with  $\Delta elav$  (Figures 1E and 1F, bottom panels, and S1D–S1F), the number of significantly deregulated alternative 3' UTRs and exons was comparable in  $elav^{min}$  and  $\Delta elav$  (Figures 1E and 1F, top panels), indicating limited functionality of the remaining truncated ELAV protein.

In  $elav^{min}$  adult flies, in contrast to embryos, most *fne* mRNAs included the mini-exon (Figure 1I). Moreover, ELAV-dependent 3' UTRs and AS exons were expressed at near-normal levels in the brains of adult  $elav^{min}$  flies (Figures 1D–1F and S1F), indicating that EXAR functionality is fully deployed in the  $elav^{min}$  nervous system once development is completed. Therefore, we hypothesized that EXAR, through provision of nuclear ELAV activity by nFNE, rescues  $elav^{min}$  viability. We recombined  $elav^{min}$  with the previously characterized *fne<sup>n</sup>* allele, in which removal of the *fne* mini-exon causes EXAR impairment through the expression of an obligatorily cytoplasmic FNE protein (Carrasco et al., 2020). Strikingly,  $elav^{min};fne^n$  mutants were 100% lethal, a phenotypic severity comparable to that of  $\Delta elav$  null mutants: all flies died within the first hours of the first-instar larval stage (Figures 1H and 1I). This result demonstrates that nFNE plays an important role in compensating for reduced ELAV function.

Taken together, our results show that in flies severely depleted of ELAV activity, EXAR restores neuronal signatures and viability even though it becomes activated later in development. We conclude that while residual ELAV activity in  $elav^{min}$  is sufficient to sustain essential functions until EXAR is deployed, supplementation by nFNE soon becomes critical for development.

### Induced nFNE can compensate for the complete absence of ELAV

Our finding that nFNE can perform most ELAV functions in adult flies raises the question of whether ELAV may be entirely expendable for embryonic viability if EXAR were activated sooner in the developmental trajectory. To test this possibility, we created a fly model of precocious EXAR: in the endogenous *fne* locus, we excised both introns flanking the mini-exon, thereby forcing exon inclusion and expression of the nFNE nuclear localization region (Figures 2A and S2A). The resulting *fne<sup>nFNE</sup>* mutant fly expressed normal levels of *fne* mRNA and nFNE protein (Figure 2B) and displayed precocious FNE nuclear localization compared with endogenously regulated FNE in  $\Delta elav$  mutants (Figures 2C, 2D, and S2B). Strikingly, forced FNE activation rescued  $\Delta elav$  embryonic lethality by 67%; some  $\Delta elav,fne^{nFNE}$  flies even reached adulthood (Figure 2E).

Next, we tested nFNE's capacity to perform ELAV's molecular functions when activated early by analyzing ELAV target mRNAs in  $\Delta elav,fne^{nFNE}$  embryos and adult heads. We found that nearly all ELAV-dependent 3' UTRs (Figures 2F, 2G, S2C, and S2F) and AS exons (Figures 2H, S2D, S2E, and S2G) were restored to wild-type levels in both embryos and adult flies, indicative of highly

effective EXAR. Taken together, our results show that the progression of neurogenesis is directly dependent on ELAV function: higher levels of nuclear nFNE compensate for ELAV loss and result in significantly enhanced neuronal transcriptome signatures and developmental success.

### Impaired neuronal differentiation despite proper neuronal signatures

When we compared our EXAR fly models side by side, we noted a surprising disconnect between levels of neuronal signatures (represented schematically in Figure 3A) and physiological outcome:  $\Delta elav,fne^{nFNE}$  flies, despite carrying the full complement of neuronal signatures as embryos, were significantly developmentally delayed with reduced viability compared with  $elav^{min}$  (Figures 3B and 3C). Moreover,  $\Delta elav,fne^{nFNE}$  flies suffered very severe morphological phenotypes typical of impaired neuronal differentiation. The eyes of adult  $\Delta elav,fne^{nFNE}$  flies were dramatically reduced in size (Figure S3A); most notably,  $\Delta elav,fne^{nFNE}$  displayed the disorganization and reduced number of commissural axons characteristic for  $\Delta elav$  (Simionato et al., 2007; Zaharieva et al., 2015), while commissural axon guidance appeared normal in  $elav^{min}$  (Figures 3D and S3B).

We considered several possibilities to explain this apparent discrepancy between the molecular phenotype and the organismal-level physiological phenotype. By design,  $\Delta elav,fne^{nFNE}$  flies lack cytoplasmic FNE. Although endogenous FNE expression contributes to dendrite arborization in early larval stages (Alizzi et al., 2020), *fne* null mutants are homozygous viable and display much milder phenotypes than  $\Delta elav,fne^{nFNE}$  (Zanini et al., 2012). Thus, depletion of cytoplasmic FNE is unlikely to constitute a major determinant for the observed defects. Moreover, commissural axon patterning was normal in  $elav^{min},fne^{nFNE}$  embryos (Figure S3C), excluding a possible toxicity or other deleterious effect caused by the *fne<sup>nFNE</sup>* allele or its protein product. Instead, we found that the ELAV<sup>min</sup> protein critically contributes to neuronal differentiation: viability and development were restored in  $elav^{min},fne^{nFNE}$  flies compared with  $\Delta elav,fne^{nFNE}$  (Figures 3E and 3F). Therefore, residual truncated ELAV protein in  $elav^{min}$  executes a task that nFNE cannot: a cellular function essential for embryonic neuronal differentiation.

### ELAV activity is essential at the onset of neuronal differentiation

Our results above indicate that ELAV performs an essential function that cannot be compensated by nFNE—however, the inability of nFNE to fully rescue loss of ELAV is not intrinsic to the protein, since it seems to be able to act on most, if not all, targets of ELAV (Figure 1, adult neuronal signatures). Therefore, we reasoned that different developmental timing of ELAV activity versus nFNE expression may explain the incomplete rescue of  $\Delta elav$  mutants by nFNE. ELAV expression occurs as soon as post-mitotic neurons are born during the first wave of neurogenesis (Bier et al., 1988; Robinow and White, 1991) and precedes

(G and H) Global quantification (box plots) and corresponding padjs (violin plots) of ELAV-dependent 3' UTRs (F) and exons (G) in embryos (red) and adult heads (blue) compared with WT using RNA extracted from stage 16 (14–16 h AEL) embryos or adult fly heads. Data points above the dotted lines in the violin plots represent significantly affected regions (padj < 0.01). Statistical significance between genotypes was calculated using Friedman's test for multiple comparisons. See also Figure S2 and Table S1.

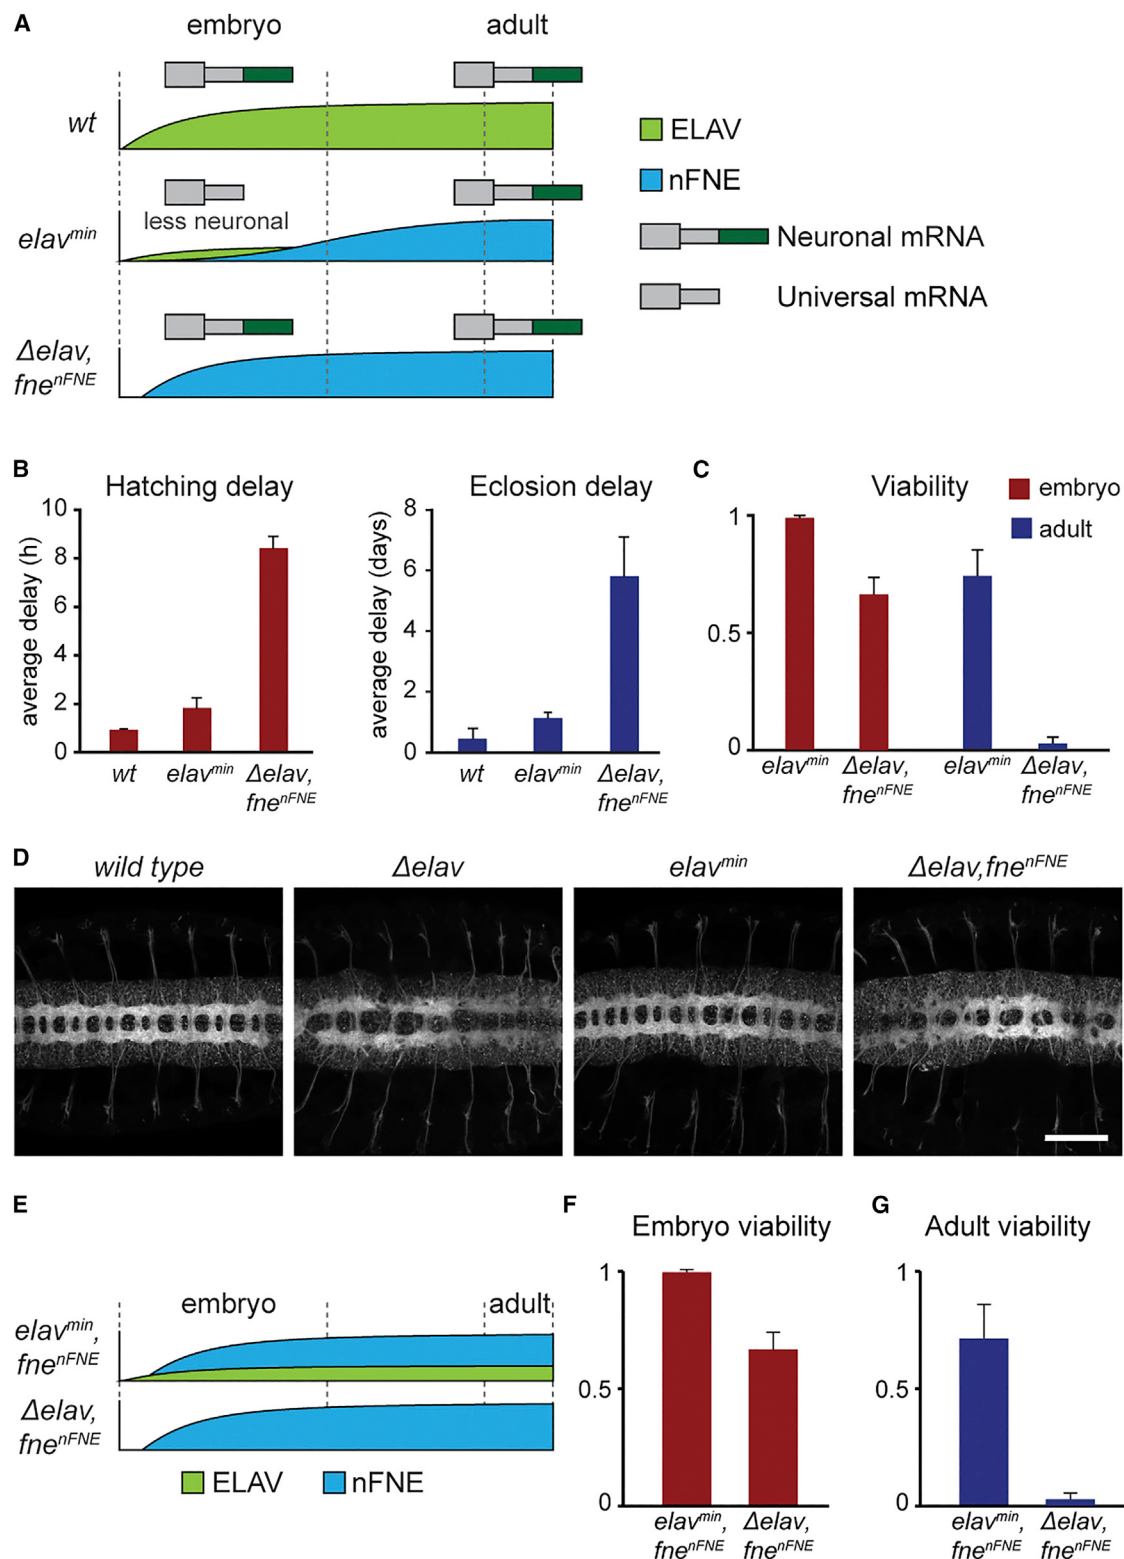

**Figure 3. Impaired neuronal differentiation despite proper neuronal signatures**

(A) Schematic representation of the neuronal transcriptome and of the progression of ELAV (green) and nFNE (blue) protein expression levels across the developmental trajectory. Two models of EXAR are shown: endogenous (as in *elav<sup>min</sup>* flies) and precocious (forced nuclear nFNE expression in  $\Delta elav, fne^{nFNE}$  flies).

(legend continued on next page)

FNE expression in all neurons of the central and peripheral nervous system (Samson and Chalvet, 2003). In a time course experiment combining western blot and immunohistochemistry in developing *Drosophila* embryos, we detected ELAV in stage 10 embryos; expression rapidly increased to abundance by late stage 11. By contrast, FNE was undetectable until late stage 12 and was abundant in neurons only by stage 14 (Figures 4A, 4B, and S4A). Importantly, midline neuron axonogenesis begins during stage 13 (Jacobs and Goodman, 1989), while FNE expression is still low or absent (Figure 4B, top panels). This led us to hypothesize that lack of the earliest ELAV functions, at the onset of neuronal differentiation, causes permanent developmental defects and lethality.

To test this hypothesis, we characterized the molecular output of early-onset ELAV expression by comparing mRNA profiles of  $\Delta elav, fne^{nFNE}$  and  $elav^{min}$  embryos at stages 11–12 (7–8 h AEL), before FNE expression begins. We detected 31 neuronal 3' UTRs (Figures 4C and 4E) and 29 alternative exons (Figures 4D and 4F) significantly affected in  $\Delta elav$  embryos, demonstrating that ELAV mediates neuronal APA and AS as soon as neurons are specified. In  $elav^{min}$  embryos, which only differ from  $\Delta elav$  in the expression of minute amounts of (truncated) ELAV, the expression of these early transcript signatures was significantly improved (Figures 4E–4H and S4B–S4E). Interestingly, restoration of early neural splicing patterns was more pronounced than that of APA patterns (Figures S5A–S5D). Considering the limitations in detecting neuron-specific RNAs in whole embryos at this early stage of development, we may be underestimating the actual number of early-onset ELAV-dependent RNA isoforms. In any case, the restoration of even very low levels of early ELAV expression in  $elav^{min}$  flies was sufficient to partially rescue molecular (neuronal APA and AS; Figures 4G and 4H) features, which then had an outsized impact on ameliorating the physiological (midline axonogenesis, developmental progression, and viability; Figures 3B–3D) phenotypes of ELAV loss.

Importantly, adult  $elav^{min}$  flies were short lived and displayed motor function defects (Figures S5E–S5G), suggesting that these flies suffered defects during development that manifested later. We infer that the improvement of differentiation-onset neuronal signatures in  $elav^{min}$  rescued gross morphological defects and embryonic viability but were insufficient to promote the formation of a fully functional nervous system. To challenge this hypothesis, we tested the possibility that adult  $elav^{min}$  phenotypes originated later than the early window of ELAV activity and dissected the contribution of early neuronal signatures

from those rescued by nFNE in subsequent stages of embryogenesis. We supplemented  $elav^{min}$  flies with the  $fne^{nFNE}$  allele, which endows embryos with strong, precocious EXAR (Figure 2). Remarkably,  $elav^{min}, fne^{nFNE}$  flies displayed defects of severity equal to those seen in  $elav^{min}$  (Figures S5E–S5G), showing that adult neurological defects were caused by lack of ELAV function at differentiation onset and not later.

### Full restitution of RNA signatures by nFNE restores neuron differentiation and function

To test if restoration of early-onset signatures could rescue all neurological phenotypes, we created a fly model in which EXAR occurred at differentiation onset. We generated the allele  $elav^{nFNE}$ , in which we endogenously replaced the *elav* protein-coding region with that of *nFne*. To preserve cytoplasmic FNE expression, we replaced the endogenous *fne* allele with  $fne^n$ , which encodes a nuclear translocation-deficient FNE (Figure 5A). Of note, these flies are entirely devoid of ELAV protein. Endowing *nFne* with *elav* transcriptional and post-transcriptional regulatory properties enabled early-onset nFNE expression, abundant by stages 11–12 (Figure 5B). This led to efficient expression of early-onset neuronal 3' UTRs (Figures 5C and 5D) and alternative exons (Figures 5E and 5F); importantly, the molecular rescue was more successful than in  $elav^{min}$  (Figures S5A–S5D). In  $elav^{nFNE}$  embryos, axon patterns were fully restored (Figure 5G). Strikingly, not only were  $elav^{nFNE}$  flies 100% viable (Figure 5H), but we also discerned no morphological or behavioral phenotypes into adulthood. Lifespan and locomotor function of  $elav^{nFNE}$  flies were indistinguishable from wild type (Figures 5I and 5J). Taken together, our results demonstrate that the early establishment of the full complement of neuronal transcript signatures is crucial not only for the completion of embryogenesis but has far-reaching consequences long into adulthood. We also show that when expressed at the right time, nFNE can fully assume all physiological functions of ELAV. In situations where ELAV is depleted but not completely absent, EXAR plays an important physiological compensatory role—however, it cannot rescue complete loss of ELAV due to different developmental expression timelines.

Notably, the 60 early-onset ELAV-dependent RNA isoforms we identified among ELAV's AS and APA targets are highly enriched in genes required for axon guidance, cell adhesion, and neurite pathfinding (Tables S1 and S2). Many include genes whose neuron-specific protein-coding isoform depends on ELAV (Figures S5A and S5B; Carrasco et al., 2020; Koushika

(B) Average delay in completing the indicated developmental transitions in each genotype compared with the median in the WT control.

(C) Viability of each indicated genotype, measured as the fraction of individuals that hatched into L1 (embryo) or eclosion rate compared with expected Mendelian ratios (adult). Eclosion rates were normalized to those of WT control flies. Error bars indicate mean  $\pm$  SD of four (embryos) and five (adult flies) biological replicates. 200 embryos and 515 ( $elav^{min}$ ), 21 ( $\Delta elav, fne^{nFNE}$ ), or 778 (WT) adult flies were measured for each genotype. Viability data for  $elav^{min}$  and  $\Delta elav, fne^{nFNE}$  are from Figures 1 and 2, respectively, and reproduced here for side-by-side comparison.

(D) Axon scaffolds in the developing CNS of stage 16 (14 h AEL) embryos of the indicated genotypes, visualized by HRP immunohistochemistry. Shown are z stacks of multiple confocal sections. Scale bars: 50  $\mu$ m.

(E) Schematic representation of ELAV and nFNE levels across the developmental trajectory, in the flies shown in (F) and (G).

(F and G) Viability in the indicated genotypes, measured as the fraction of individuals that hatched into L1 (F), and eclosion rate compared with expected Mendelian ratios (G). Eclosion rates were normalized to those of WT control flies. Error bars indicate mean  $\pm$  SD of four (embryos) and five (adult flies) biological replicates. 200 embryos and 856 adult flies were measured for  $elav^{min}, fne^{nFNE}$ . Viability data for  $\Delta elav, fne^{nFNE}$  are from Figure 2 and reproduced here for side-by-side comparison with  $elav^{min}, fne^{nFNE}$ .

See also Figure S3.

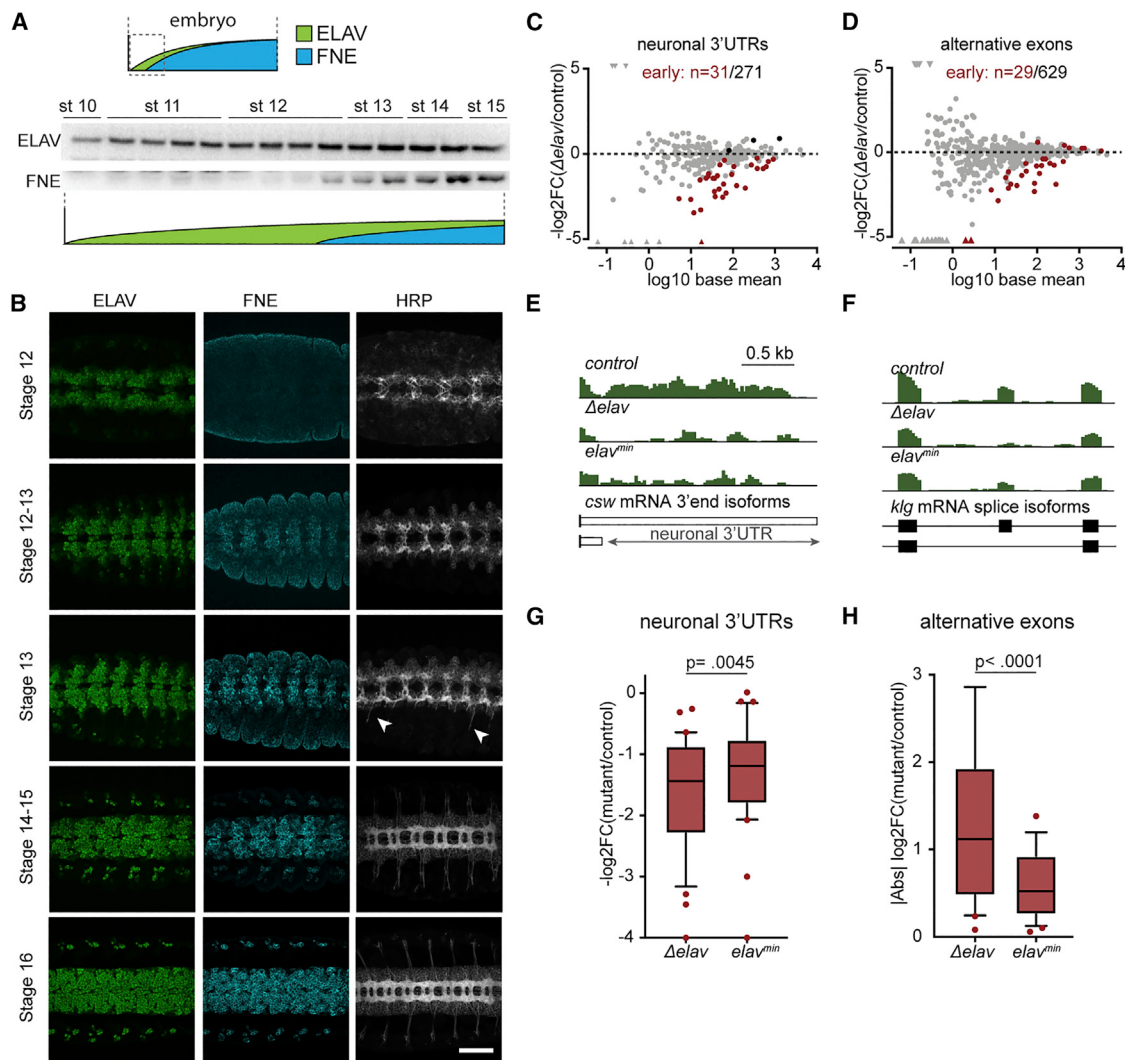

**Figure 4. ELAV performs essential functions at the onset of neuronal differentiation**

(A and B) FNE expression is delayed compared with ELAV in the course of embryogenesis.

(A) Time course Western blot performed in 30-min intervals starting at 4:50 h AEL. 40 embryos (genotype *fne<sup>nFNE</sup>*) were used for each timepoint. ELAV (green) and nFNE (blue) protein expression levels across the developmental trajectory are represented schematically.

(B) Single confocal sections (ELAV, FNE) or z stacks of multiple confocal sections (HRP) of the developing CNS in control embryos at the indicated developmental stages. White arrowheads indicate the emergence of motor neuron axons at stage 13. FNE was detected with an anti-FLAG antibody. Scale bars: 50  $\mu$ m. The stage 16 HRP panel is reproduced from Figure 3D (WT).

(C and D) Identification of differentiation-onset ELAV targets in stage 11–12 (7–8 h AEL) embryos. The MA plots represent the differential expression of ELAV-dependent 3' UTRs (C) and alternatively spliced exons (D) in  $\Delta$ *elav* embryos compared with WT. Gray dots indicate all ELAV/FNE-dependent 3' UTRs described in Carrasco et al. (2020) (C) and ELAV/FNE-regulated exons described in Carrasco et al. (2020) and Lee et al. (2021) (D). In red, targets significantly deregulated ( $\text{padj} < 0.01$ ) in  $\Delta$ *elav* mutant embryos at 7–8 h AEL.

(E and F) Representative examples (mRNA-seq tracks) of early ELAV-dependent targets, in which 3' UTR (E) and exon (F) expression was rescued in *elav<sup>min</sup>* compared with  $\Delta$ *elav* stage 11–12 embryos (7–8 h AEL).

(G and H) Global quantification of early ELAV-dependent 3' UTRs (E) and exons (F) in *elav<sup>min</sup>* and  $\Delta$ *elav* compared with control (co; genotype: *fne<sup>nFNE</sup>*). To exclude confounding effects from the endogenous *fne* gene,  $\Delta$ *elav* and *elav<sup>min</sup>* also carry the *fne<sup>nFNE</sup>* allele, which is not expressed yet at 7–8 h AEL. Statistical significance between genotypes (stage 11–12 embryos, 7–8 h AEL) was calculated using Friedman's test for multiple comparisons.

See also Figure S4 and Table S2.

et al., 1996; Koushika et al., 2000; Lisbin et al., 2001; Soller and White, 2003; Yu et al., 2009; Zhang et al., 2019) and whose collective loss likely causes the observed irremediable axonal defects. We conclude that establishment of neuronal transcriptome

signatures specifically at the time of neuronal differentiation onset is a critical, limiting step in neuronal development that, if disrupted, cannot later be rescued by subsequent gain of ELAV function through EXAR.

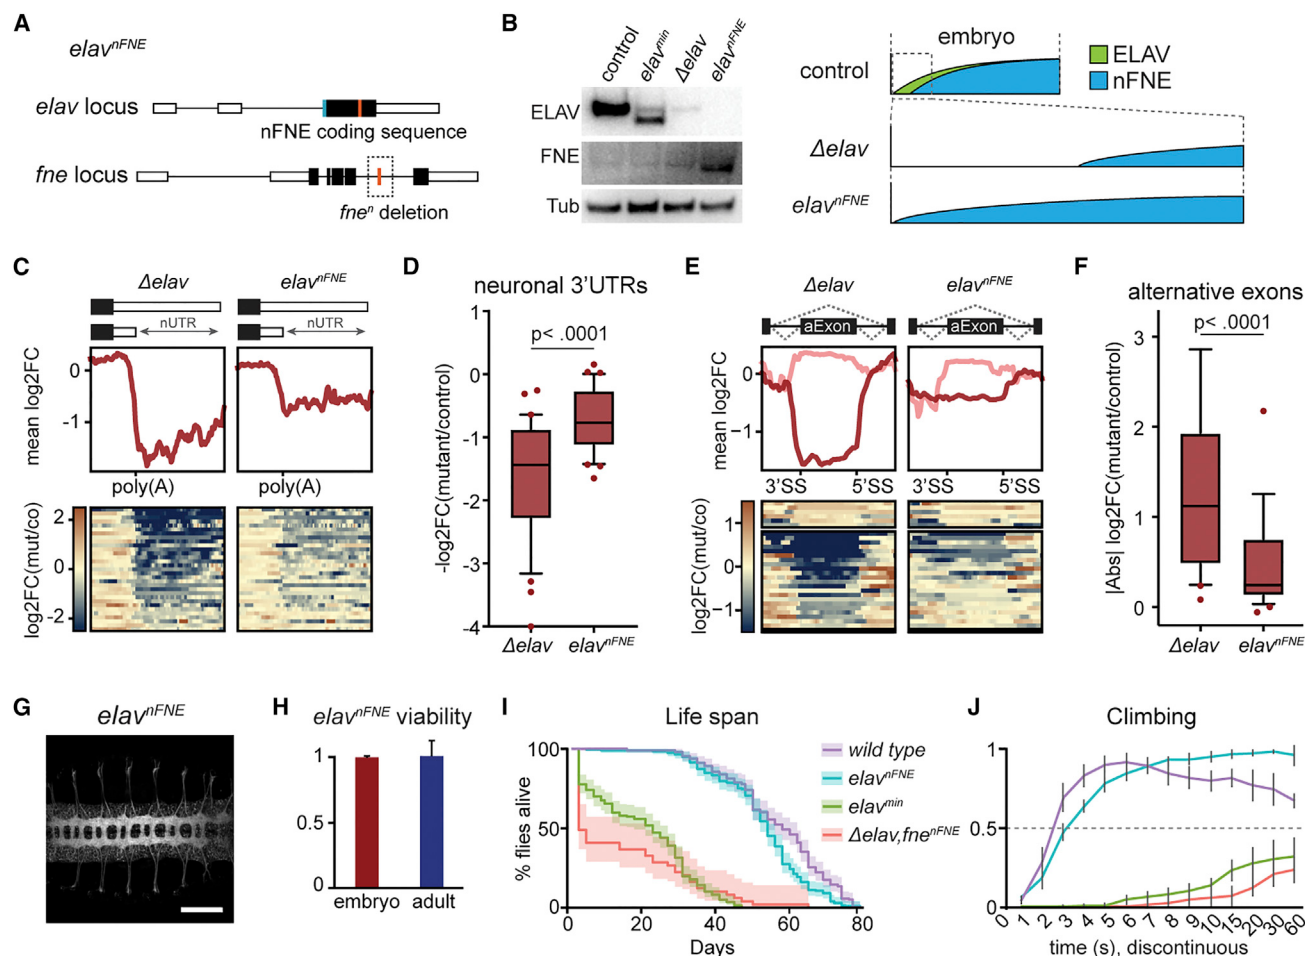

**Figure 5. Early expression of nFNE rescues ELAV molecular and physiological function**

(A) Design of the *elav<sup>nFNE</sup>* fly. The *nFNE* coding sequence was inserted into the *elav* locus, effectively replacing the *elav* coding sequence while preserving all *elav* regulatory elements; the endogenous *fne* gene lacks the mini-exon (*fne<sup>n</sup>*). White, black, and orange boxes represent UTRs, constitutive coding exons, and the *n-fne* mini-exon, respectively. *nFNE* was endogenously hemagglutinin (HA)-V5 tagged to allow for protein detection (blue box).

(B) Western blot showing nFNE expression from the *elav* locus in *elav<sup>nFNE</sup>* stage 11–12 (7–8 h AEL) embryos. FNE was detected with an anti-V5 antibody. 60 embryos were used for protein preparation for each genotype. ELAV (green) and nFNE (blue) protein expression levels across embryonic developmental time are represented schematically. The zoomed-in region represents the critical window of early-onset neuronal differentiation. Control genotype: *fne<sup>nFNE</sup>*.

(C–F) Heatmaps and profile plots (C and E) and global quantification (D and F) of early-onset ELAV-dependent 3' UTRs (C and D) and exons (E and F), showing deregulation in  $\Delta$ *elav* embryos and rescue of their expression in *elav<sup>nFNE</sup>* embryos (stage 11–12, 7–8 h AEL). Light red and dark red lines represent up- and down-regulated 3' UTRs and exons, respectively, compared with control (co; genotype: *fne<sup>nFNE</sup>*). To exclude confounding effects from the endogenous *fne* gene,  $\Delta$ *elav* and *elav<sup>min</sup>* also carry the *fne<sup>nFNE</sup>* allele, which is not expressed yet at 7–8 h AEL. Statistical significance between genotypes was calculated using Friedman's test for multiple comparisons.

(G) Axon scaffold in the CNS of a stage 15 (12 h AEL) embryo, visualized by HRP immunohistochemistry. Shown are z stacks of multiple confocal sections. Scale bar: 50  $\mu$ m.

(H) *elav<sup>nFNE</sup>* flies displayed normal embryonic and adult viability. Viability was measured as the fraction of individuals that hatched into L1 (embryo) and eclosion rate compared with expected Mendelian ratios (adult). Eclosion rates were normalized to that of WT control flies. Error bars indicate mean  $\pm$  SD of four (embryos) and five (adult flies) biological replicates. 200 embryos and 890 adult flies were measured.

(I) Lifespan measurement in adult flies of the indicated genotypes. The percentage of live flies is represented as a function of time after eclosion (solid line) with associated confidence intervals (shaded area). Flies scored:  $n = 51$  ( $\Delta$ *elav, fne<sup>nFNE</sup>*), 200 (*elav<sup>min</sup>*), 200 (*elav<sup>nFNE</sup>*), and 200 (WT).

(J) Measurement of climbing performance in adult flies of each genotype shown as the fraction of flies found above the 5 cm mark at the indicated time points following startling. Error bars indicate mean  $\pm$  SD of five biological replicates with 50 measurements each. Flies scored:  $n = 18$  ( $\Delta$ *elav, fne<sup>nFNE</sup>*), 50 (*elav<sup>min</sup>*), 50 (*elav<sup>nFNE</sup>*), and 50 (WT).

See also Figure S5 and Table S2.

## DISCUSSION

The importance of ELAV/Hu proteins for neuronal differentiation and physiology has been known for decades. In contrast to the majority of other key regulators that top the hierarchy of developmental programs—typically transcription factors—nuclear ELAV/Hu proteins exert their function in neurogenesis by mediating the production of neural mRNA isoforms not seen in other cell types. The recent characterization of ELAV-dependent signatures genome wide (Carrasco et al., 2020; Lee et al., 2021) has brought to light the extent of ELAV's influence on the coding and non-coding neuronal transcriptome and raised the question of how alternative exons and 3' UTRs impact neurogenesis and neuron physiology (Wei and Lai, 2022).

We show that the ELAV-dependent deployment of neuronal signatures is required at the critical developmental window in which the first post-mitotic neurons are born. ELAV expression is most crucial at this stage, since the robustness mechanism that preserves neuronal signatures in the absence of ELAV, EXAR, is not active yet. The loss of what we term differentiation-onset neuronal signatures irremediably results in severe axonal defects and lethality (Figures 3 and 4). These signatures include coding exons of multiple genes required for axon outgrowth, including the cell adhesion genes *Nrg*, *Fasciclin 1*, and *Dscam1* (Table S2). Interestingly, deletion or suppression of the ELAV-dependent *Dscam1* isoform impairs axon projection (Yu et al., 2009; Zhang et al., 2019) but does not fully recapitulate the early loss of all neuronal signatures, indicating that *Dscam1* is an essential, but not exclusive, differentiation-onset target of ELAV. Some additional functional early targets likely went undetected. For example, we observed the neuronal 3' UTR of the gene *commisureless* (*comm*) in late, but not early, embryos; however, the downregulation of *Comm* in *Δelav* mutants results in early differentiation defects (Simionato et al., 2007), indicating that *comm* may constitute a functional differentiation-onset APA target. Taken together, we propose that the cumulative deregulation of multiple early ELAV targets disrupts the initiation of the neuronal differentiation program.

Importantly, once the early, limiting step in neuronal differentiation is taken, ELAV-mediated AS and APA isoforms remain crucial for development and adult function. While low ELAV levels are sufficient to overcome differentiation onset in stages 11–12, soon high levels become necessary, as highlighted by the lethality of EXAR-deficient *elav<sup>min</sup>,fne<sup>n</sup>* mutants (Figure 1). Of note, this and our previous work (Carrasco et al., 2020) identified a total of ~400 protein-coding genes (Table S1) with an ELAV-dependent AS and/or APA isoform, most of which are “late.” For example, restitution of the ELAV-dependent protein variant of the transcription factor Ewg can rescue multiple, mostly late-differentiation, phenotypes of *elav* hypomorphic mutants such as synaptic growth (Haussmann et al., 2008), indicating that the *ewg* neuronal isoform contributes substantially to the phenotypic rescue seen in models of induced post-onset EXAR, such as  $\Delta elav, fne^{nFNE}$  (Figure 2). Our study demonstrates the relevance of EXAR as an endogenous mechanism that maintains the integrity and function of the nervous system in the case of insufficient ELAV activity. Our findings

also shed some light on puzzling results from early studies: the partial viability of *elav<sup>ts1</sup>* flies despite the near depletion of ELAV during neurogenesis (Campos et al., 1985; Samson et al., 1995) suggested that very little ELAV expression was sufficient to overcome embryonic lethality. We now demonstrate that in fact, high levels of ELAV function are essential for neuronal development and are provided by nFNE through EXAR when ELAV is impaired. Starting at about embryonic stage 15 in  $\Delta elav$  mutants (Carrasco et al., 2020), stage 13 in our model of precocious EXAR ( $\Delta elav, fne^{nFNE}$ ; Figure 2), and stages 11–12 in our model of differentiation-onset EXAR (*elav<sup>nFNE</sup>*; Figure 5), the activation of nFNE can fully replace ELAV function and rescue neuronal signatures for the remainder of the fly's life. It is important to note that the third *Drosophila* ELAV/Hu paralog, RBP9, starts expressing in neurons during late larval or pupal stages (Kim and Baker, 1993). Therefore, while we show that FNE plays a major role in rescuing inadequate ELAV expression, it is possible that RBP9 is also involved in ensuring nuclear ELAV/Hu function and contributes to the rescue of post-embryonic *elav* phenotypes.

Interestingly, in *elav<sup>min</sup>* flies, a truncated ELAV protein missing most of RRM3 was able to carry out crucial functions, such as the rescue of differentiation-onset molecular signatures. Previous reports showed that RRMs 1 and 2 are sufficient to bind RNA (Chung et al., 1996; Lisbin et al., 2000; Park et al., 2000; Wang et al., 2013). RRM3, while also mediating canonical RNA interactions (Pabis et al., 2019), plays a more important role in protein multimerization (Toba and White, 2008). In the *elav<sup>min</sup>* background, in which ELAV levels are severely limiting, we observe that early-onset AS targets are more efficiently processed than APA targets (Figure 4). It is possible that RRM3 is required for efficient APA but not AS. Alternatively, the suppression of proximal poly(A) sites, but not splice sites, may require a higher number of RNA-binding ELAV molecules or depend on ELAV multimerization. A role for dimerization in APA has been demonstrated in structural studies of the tetrameric cleavage factor I(m) (CFI<sub>m</sub>) complex CFI<sub>m</sub>25/68, in which the concomitant binding of two CFI<sub>m</sub>25 subunits to two separate UGUA motifs facilitates RNA looping and inhibits poly(A) site usage (Yang et al., 2011). It is tempting to speculate that ELAV multimerization promotes proximal poly(A) site suppression through a similar mechanism.

ELAV/Hu proteins share very high sequence similarity, with largely identical RNA-binding regions. However, it was shown that *in vitro*, FNE binds to *ewg* RNA with less affinity than ELAV (Zaharieva et al., 2015), raising the possibility that subtle differences in binding affinity could impact the ability of FNE to compensate for ELAV. While it is possible that nFNE binds to ELAV targets with reduced affinity *in vivo* as well, we demonstrated in our *elav<sup>nFNE</sup>* fly model that all molecular (transcript signatures) and physiological (phenotypic outcomes) functions of ELAV were fully rescued by nFNE when it was expressed in the correct developmental window (Figure 5). Our data assert that ELAV/Hu proteins can interchangeably act on the same molecular targets and that observed differences in *elav* molecular and physiological phenotypes are due to distinct spatiotemporal expression patterns and subcellular localization.

## Limitations of the study

How the deposited data were processed for this re-analysis (not part of the article)

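The values behind the added text came from 41 mRNA-seq libraries of *Drosophila* embryos and adult heads. For each comparison, the authors deposited raw counts per exon bin (unit: counts), made from reads mapped to dm6 with the RNA-seq module of snakePipes 2.5.1 and counted with HTSeq on the Ensembl 96 annotation, without normalization. In the same tables they gave log2 fold changes (log2), p-values and adjusted p-values (p-value) and the mean normalized count of each bin (signal) from DEXSeq 1.38.0. For 3′ UTRs the authors gave only their comparisons, as a length-weighted mean log2 fold change, the smallest adjusted p-value and a mean normalized signal per 3′ UTR, made with featureCounts 2.0.0 and DEXSeq. Libraries that occur in several tables, 19 repeated columns, held identical counts and were used once. Each table had 84619 bins, 6786 of them in merged genes, and 78 lines that only continued a previous entry were left out.

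Genotype, age and replicate of every library were taken from the sample labels and the paper's figure legends before the counts were examined, and no library was left without a condition. The 3′ UTRs and exons were those of Table S1. Exons were matched to bins by identical coordinates, which found all 223. A 3′ UTR was represented by the bins with a share of at least 0.5 of their length inside it. This left out 27 3′ UTRs and kept 244, covered 229 in full and covered at least 22.4% of each. DEXSeq itself was not available, so the bins were tested anew with edgeR 4.0.16 in R 4.3.3, with limma 3.58.1 and data.table 1.17.8. Each pair of groups was normalized by TMM, bins with low counts were left out by edgeR's default filter, and usage was tested with robust quasi-likelihood fits and edgeR's exon usage test at the level of bins. Benjamini-Hochberg adjustment covered all tested bins, with a threshold of 0.01. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Gene-level changes used edgeR's quasi-likelihood test on counts summed over bins, with a threshold of 0.05. Two-sided tests were used throughout.

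Region-level and library-level values were computed in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9. Library scores used a pseudocount of 0.5. Permutation tests with fewer than 10 values per group were exact, and others used 100000 resamples. The smallest p-value is 0.0286 for 4 libraries against 4 and 0.1 for 3 against 3. The difference of a change between ages or stages was tested by permuting the ages of the mutant libraries, each relative to the control mean of its age, which is thereby taken as known. This replaced, after its p-values had been seen, an exact permutation of genotypes within each age, which tests for no change at either age. That permutation had given p = 0.166 for 3′ UTRs and 0.291 for exons of *elav* min embryos against heads, 0.0486 for exons of *Δelav,fne* nFNE embryos against heads, and 0.0180 and 0.0286 for 3′ UTRs and exons of *Δelav,fne* nFNE at both ages. Library scores, the comparisons of mutants with one another and the tests of the difference between ages or stages were chosen after the data had been seen. Genes were named by a rule set beforehand, which took every gene that the paper names with its mRNA-seq data or as an ELAV target and, per comparison, the 3 regions of Table S1 with the largest change among those with an adjusted p-value under 0.01 and a mean count of at least 10. For a named 3′ UTR, the values are those of its bin with the smallest adjusted p-value. Where a bin extends beyond the region, as for *csw*, *ewg* and *Imp*, its value covers both. No bin represents the neuronal 3′ UTR of *elav*, and no gene or synonym in the annotation used matched *CG4284*. SDs are between biological replicates. A share of counts carries counting error in addition, which rests on reads that are not independent molecules.

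The tests were tested on simulated data before use, with 200 bins or genes given a known change. These were drawn only from bins or genes with higher counts, and false calls were counted outside the changed genes. The exon usage test found 99.5% of the changed bins at 14–16 h AEL, 90.5% in heads and 92.5% at 7–8 h, with 3, 5 and 3 false calls. The test with DESeq2 1.42.0 found 97.5%, 88% and 93%, and the gene-level test 98.5%, 97% and 89%. Counts on bins per library ranged from 17668742 in a head library to 51377771 in a 7–8 h control library.

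Each result was recomputed under alternatives: adjusted p-values under 0.05 and under 0.001, a mean count of at least 10, an absolute log2 fold change of at least 0.5, adjustment over the list alone, either direction for 3′ UTRs, DESeq2's size factors, no filter on low counts, the replicate letter as a block, all groups of a stage in a single fit, DESeq2's likelihood ratio test, regions listed at the other age, a recomputed list, signed-rank tests, log2 fold changes limited to 3 in size, and each replicate left out in turn. The authors' own tables, a pseudocount of 5, means in place of medians and a subtraction of the coverage shift were added after the data had been seen, and so were the other fits and the omission of replicates for counts over all bins. The shift was taken from the last bins of other genes, of at least 200 bp in genes with at least 3 bins, with 10 of similar length matched to each 3′ UTR. Quantitative PCR, protein, imaging, lifespan and behaviour data of the paper were not analysed here.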

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

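The tests of library scores, of coverage along genes, of the age of the embryos, of regions listed at another age, of the difference between ages or stages, of the *RhoGAP18B* 3′ UTR and of the X chromosome in both 7–8 h comparisons were chosen only after the result was seen. With 64 groups of libraries and measures examined for a library far from the others and chance giving about 1 in 20, the 3 such libraries found are no more than chance would give.

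One 7–8 h *fne* nFNE control library, replicate 1, held 51377771 counts, against 23928300 to 25810527 in the other three. A deep library could decide which regions pass the threshold. Without it, 20 3′ UTRs were called in *Δelav* at this age, against 21 with it, which argues against depth as the source of these calls. No biological explanation was tested for the depth of a library.

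Among the 3′ UTR scores, wild-type replicate 1 at 14–16 h stood at 0.10, against −0.05 to −0.03 in the other three, and *fne* nFNE control replicate 3 at 7–8 h stood at 0.23, against −0.08 to −0.06. Both gaps are small beside the loss in the knock-out of the same age, −0.97 and −1.18. Coverage shifted along genes was measured on the last bins of other genes of similar length. Its mean was −0.018 in 14–16 h *Δelav*, 0.0082 in 14–16 h *elav* min and 0.029 in 7–8 h *Δelav*, far from the loss of 3′ UTR usage, and so this shift is excluded as its cause. No biological explanation was tested for the deviation of these control libraries.

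The change of the 3′ UTRs listed at both ages differed between the ages in *Δelav,fne* nFNE embryos, by −1.18 (exact p = 0.0286), with 28 3′ UTRs at 7–8 h and 29 at 14–16 h. For exons listed at both ages the difference was 0.85 (exact p = 0.0286). At each age the change was taken against the control of that age, the *fne* nFNE allele at 7–8 h and wild type at 14–16 h, so age and control genotype cannot be separated in this contrast, and the reads were 100 bp at the earlier age and 150 bp at the later. The regions were listed for their change in the same 7–8 h libraries, which may by itself enlarge the change at that age. With regions listed at 14–16 h, the difference was 0.060 for 3′ UTRs (exact p = 0.714) and −0.18 for exons (exact p = 0.0286), the change of the exons then being the smaller at 7–8 h. This choice thus remains a candidate explanation for both. Younger embryos in the mutant groups might also lower neuronal 3′ UTR usage. On a scale of gene expression from the control at 7–8 h (0%) to wild type at 14–16 h (100%), built on 1815 genes that rise and 343 that fall, 7–8 h *Δelav,fne* nFNE embryos stood at −1.17% and 14–16 h *Δelav* embryos at 97.5%. Their loss of 3′ UTR usage was −81.6% and −69.0% of the span between the same controls, which excludes a younger age as its whole cause. This scale reads the age of the whole embryo and not of its neurons. The later onset of nFNE, which the paper describes, is a biological explanation that stays open beside the choice of regions and was not tested separately.

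Exons changed less in heads of *Δelav,fne* nFNE flies than in 14–16 h embryos of that genotype, by 0.25 (exact p = 0.0286), and so they did in *elav* min, by 0.24 (exact p = 0.0286). The replaced exact permutation of genotypes within each stage had given p = 0.0486 and 0.291. The exons were chosen in embryos of that age, which may by itself enlarge the change there. With exons listed at 7–8 h, the score was 0.22 in heads and 0.077 in embryos of *Δelav,fne* nFNE, and 0.20 in heads and 0.13 in embryos of *elav* min, so that the heads no longer had the smaller change. This selection therefore remains a candidate explanation in both genotypes. The differences with these exons, −0.14 and −0.064, were not past the threshold themselves (exact p = 0.114 and 0.343). Heads and whole embryos also differ in tissue, which was not tested.

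The paper considered potential ELAV-dependent exon regions, more than Table S1 lists, and neuronal 3′ UTRs rather than all bins. Outside the genes of Table S1, bins were called in every comparison. In 14–16 h embryos they numbered 360 in *Δelav*, 453 in *elav* min and 283 in *Δelav,fne* nFNE, and in 7–8 h embryos 190 in *Δelav*, 39 in *elav* min and 97 in *elav* nFNE. Other splits of the same libraries gave at most 72 called bins in any of these comparisons, target genes included. Of the *Δelav* bins at 14–16 h, 94.7% changed in the same direction in *elav* min and 90.2% in *Δelav,fne* nFNE. The median ratio of the change in *Δelav,fne* nFNE embryos to that in *Δelav* embryos was 0.697, against 0.33 for bins in target genes. These bins were chosen for their change against the same wild-type libraries, which by itself favours the same direction. In data simulated without any change, the fold changes of both groups against a shared control had a median r of 0.482 over all bins. The shares alone therefore cannot show a shared effect. A genetic background shared by the mutant lines could also give changes in the same direction. The paper itself removed earlier targets that came from differences between fly strains. In *Δelav,fne* nFNE heads, where the targets are restored, the median ratio was 0.122, with quartiles of −0.299 and 0.714, so bins that kept their change and bins that lost it are mixed. A shared background and an effect of ELAV cannot be told apart for these bins, because every mutant line differs from wild type in both.

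A part of this signal lies on the X chromosome, which carries *elav* and *fne*. Among genes with such bins, 29.7% were on X in 14–16 h *Δelav*, against 15.3% of the other tested genes (Fisher's exact test, p = 2.09e-08), and 25.1% against 16.3% in *Δelav,fne* nFNE heads (Fisher p = 0.00168). In 7–8 h *elav* nFNE embryos the share was 63.4% against 16.2% (Fisher p = 8.74e-19). These values are consistent with sequence differences on the X chromosome of the mutant lines, for the part of the signal that lies there. In 7–8 h *Δelav* embryos, 18.0% were on X against 16.6% (Fisher p = 0.593), and there the background and loss of ELAV cannot be told apart. The roX RNAs, made in males, reached 537 CPM in 14–16 h *Δelav*, outside the wild-type range of 658 to 727. A different share of males may therefore also contribute. Against this, the paper states that its experiments used males and that mutant male embryos were picked by their lack of GFP. In adult heads the roX RNAs reached 1253 CPM in *elav* min, below the wild-type range of 1500 to 1751, and 1386 in *Δelav,fne* nFNE. At 7–8 h the roX value was higher instead, at 1256 in *Δelav* against 930 to 1072 in the control. The roX genes themselves lie on the X chromosome, and the 14–16 h value was 474 in *elav* min and 575 in *Δelav,fne* nFNE embryos. An effect of ELAV on genes outside the list is a biological explanation and stays open beside them.

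For the *RhoGAP18B* 3′ UTR the explanations could be weighed more closely. Loss of ELAV would leave it in use wherever *elav* is intact, yet its share was at most 0.0717% of the gene's counts in the 7–8 h *fne* nFNE control, while it was 9.58% ± 0.822 in *elav* nFNE embryos of that age, which lack ELAV. This excludes loss of ELAV as the whole cause and is consistent with an allele carried by some lines, which was not tested on sequence.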

How the results depend on the processing

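Of the alternatives reported, those from the authors' own tables, those of library scores, those of the direct comparisons of mutants and, for counts over all bins, all but the adjusted p-value under 0.05 and the minimum mean count were chosen only after the data had been seen. Among summary results under alternatives set earlier, 467 of 531 values stayed on their side of the threshold or within 1.5 times the count, 46 counts moved further, 16 became weaker, 1 stronger and 1 reversed. Among those added later, 626 of 701 stayed, 59 moved, 11 became weaker and 5 stronger. For named regions 2176 of 2244 values stayed, with 56 weaker and 12 stronger, and 920 of 949 of those added later, with 22 weaker and 7 stronger. The counts of 3′ UTRs called in 14–16 h *Δelav* and *elav* min embryos stayed within 1.5 times under every alternative run. A minimum mean count of 10 kept all 32 counts it was applied to within 1.5 times, while the choice of bins by overlap says nothing, since every exon has an identical bin. Every alternative set earlier could be run. The cause of the changes given below was not tested, except where the threshold, the number of bins adjusted for or the list itself differs by construction.

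With an adjusted p-value under 0.001, 41 exons were called in 14–16 h *elav* min, 20 exons in *elav* min heads, 9 exons in *Δelav,fne* nFNE heads, and 6 3′ UTRs and 2 exons in *elav* nFNE. Under 0.05 there were 39 exons in 14–16 h *Δelav,fne* nFNE, 53 3′ UTRs in *elav* min heads and 5 exons in 7–8 h *elav* min, and over all bins 333 lower and 363 higher in 14–16 h *Δelav,fne* nFNE, 374 lower in *elav* min heads, 301 higher in 7–8 h *Δelav* and 50 higher in 7–8 h *elav* min. Adjusted over the list alone, the calls were 112 exons in 14–16 h *elav* min, 40 3′ UTRs and 41 exons in 14–16 h *Δelav,fne* nFNE, 63 3′ UTRs in *elav* min heads, 35 3′ UTRs in 7–8 h *Δelav*, 31 3′ UTRs and 10 exons in 7–8 h *elav* min, and 17 3′ UTRs in *elav* nFNE. In the authors' tables they were 47 3′ UTRs and 48 exons in 14–16 h *Δelav,fne* nFNE, 82 and 56 in *elav* min heads, 10 and 28 in *Δelav,fne* nFNE heads, 29 exons in 7–8 h *Δelav*, 26 and 10 in 7–8 h *elav* min, and 18 and 8 in *elav* nFNE.

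Counting either direction gave 12 3′ UTRs in *Δelav,fne* nFNE heads and 16 in *elav* nFNE. With all groups of a stage fitted together, 15 3′ UTRs, 17 exons, and 115 lower and 140 higher bins were called in *elav* min heads. With the replicate letter as a block there were 52 3′ UTRs in *elav* min heads, 17 higher bins in 7–8 h *elav* min, and 4 and 2 exons in the direct comparisons of *elav* min with *Δelav* and of *elav* nFNE with *elav* min at 7–8 h. Every comparison had a pair of libraries with the same letter whose residuals correlated weakly or not at all. In heads of *elav* min and wild type, such pairs had r from 0.0426 to 0.417, with a mean of 0.275 against −0.137 for other pairs. Pairing by letter therefore cannot be excluded there. DESeq2's likelihood ratio test gave 6 3′ UTRs in *elav* nFNE and, over all bins, 68 higher in 7–8 h *Δelav* and 55 higher in 7–8 h *elav* min. Without a filter on low counts 2 exons were called in *elav* nFNE. With DESeq2's size factors the change of *elav* in *elav* min heads, 0.27, had an adjusted p of 0.0527.

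With regions listed at the other age, the median difference between *Δelav,fne* nFNE and *elav* min exons at 14–16 h was −0.057 (n = 29, p = 0.446), that between 3′ UTRs of *elav* min and *Δelav* at 7–8 h reversed to −0.084 (n = 147, p = 0.00491), and that between *elav* nFNE and *Δelav* was 0.012 (p = 0.881). The difference in restored share between exons and 3′ UTRs at 7–8 h fell to 0.107 (permutation p = 0.394). Library scores with such regions differed at 14–16 h by 0.76 for 3′ UTRs (exact p = 0.0286) and −0.050 for exons (0.343) between *Δelav,fne* nFNE and *elav* min, and in heads by 0.021 for exons (0.8). At 7–8 h the 3′ UTR scores differed from the control by −0.073 in *Δelav* (exact p = 0.543), −0.15 in *elav* min (0.114) and −0.068 in *elav* nFNE (0.514), and between mutants by 0.0050 (0.914) between *elav* nFNE and *Δelav* and 0.082 (0.314) between *elav* nFNE and *elav* min. The exon differences of *elav* nFNE from the control, *Δelav* and *elav* min there were 0.077 (0.0571), −0.079 (0.114) and −0.024 (0.514). Limiting log2 fold changes to 3 gave 0.18 for 3′ UTRs of *elav* min and *Δelav* at 7–8 h (p = 0.0543), the authors' log2 fold changes gave 0.48 for *elav* nFNE and *elav* min (p = 0.0926), and a signed-rank test gave −0.16 for their exons (p = 0.00117).

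With means over targets the 3′ UTR scores differed by 0.25 between *elav* min and *Δelav* and 0.67 between *Δelav,fne* nFNE and *elav* min at 14–16 h (exact p = 0.0286 for both), and in heads by −0.41 between *elav* min and wild type. The exon scores in heads differed by 0.34 between *elav* min and wild type and by −0.25 between *Δelav,fne* nFNE and *elav* min, and at 7–8 h by −0.16 between *elav* nFNE and *elav* min (exact p = 0.0571). After subtraction of the coverage shift, *Δelav,fne* nFNE embryos at 14–16 h differed by −0.26 from wild type and by 0.52 from *elav* min (exact p = 0.0286 for both).

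Leaving out each library in turn gave these ranges of called 3′ UTRs: 8 to 16 for *elav* min against *Δelav* at 14–16 h, 0 to 3 for the same at 7–8 h, 4 to 10 in *elav* nFNE and 3 to 9 in *Δelav,fne* nFNE heads. Called exons ranged from 20 to 27 in *elav* min heads, 8 to 19 in *Δelav,fne* nFNE heads, 1 to 4 in 7–8 h *elav* min and 2 to 7 in *elav* nFNE. In direct comparisons they ranged from 14 to 23 for *elav* min against *Δelav* and 20 to 34 for *Δelav,fne* nFNE against *Δelav* at 14–16 h, and from 0 to 2 for *elav* nFNE against *elav* min. Over all bins, lower and higher calls ranged from 138 to 202 and 172 to 226 in *elav* min heads, from 133 to 253 and 132 to 442 in 14–16 h *Δelav,fne* nFNE, and from 29 to 51 and 16 to 21 in 7–8 h *elav* min. Higher calls ranged from 42 to 259 in 7–8 h *Δelav* and from 137 to 306 in *Δelav,fne* nFNE heads, and lower calls from 50 to 86 in *elav* nFNE. The change of *elav* in *elav* min heads ranged from 0.20 to 0.33 and that of *fne* in 7–8 h *elav* min from −0.73 to −0.53. Of 244 3′ UTRs with bins, 185 had counts enough to be tested in *Δelav* at 7–8 h, against 240 at 14–16 h and 236 in *elav* min heads.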

Differences from the paper's values

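The paper gives 29 exons affected in *Δelav* embryos at 7–8 h, and 18 were called here. Among the alternatives set before the data were examined, an adjusted p-value under 0.05 (20 exons) and adjustment over the list alone (27 exons) came within 1.5 times of the paper's value. The others, with 14 to 19 when the omission of single libraries is included, did not. In the authors' own table, added after seeing the data, 29 passed.

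For exons in heads of *Δelav,fne* nFNE flies, the median log2 fold change was 0.084, against about 0.04 in Fig. 2H, read by eye. For exons in 7–8 h *Δelav* it was 0.82, against about 1.1 in Fig. 4H, read by eye, and 0.23 with exons listed at 14–16 h, the one alternative set before the data were examined that gives a value for it, which did not close the gap. For 3′ UTRs in 7–8 h *elav* nFNE it was −0.50, against about −0.75 in Fig. 5D, read by eye, and −0.06 with 3′ UTRs listed at 14–16 h. The authors' own log2 fold changes, chosen after seeing the values, have medians of 0.04, 1.12 and −0.77.

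Dunn's p-value for the 3′ UTRs of *elav* min against *Δelav* at 7–8 h was 0.0378 over 29 3′ UTRs, against about 0.0045 in Fig. 4G, read by eye. It was 0.0407 with the recomputed list, 0.0543 with log2 fold changes limited to 3, 0.0378 with a minimum mean count and 3.63e-05 with a signed-rank test. None of these alternatives set before the data were examined closed the gap. With 3′ UTRs listed at 14–16 h it was 0.00491, within the paper's value, but in the opposite direction.

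The paper states that similar numbers of regions were affected in *elav* min and *Δelav* embryos at 14–16 h. For exons, 68 and 129 were called here, and 96 and 181 of those listed in the authors' tables. The 3′ UTR counts lay closer together, at 145 and 175 here and 188 and 208 in the authors' tables. The regions were listed for their change in *Δelav*, which by itself favours the higher count there. Over all bins, 836 were called in *elav* min and 896 in *Δelav* here, and 1821 and 1798 in the authors' tables. The paper describes nearly all exons as restored to the wild-type level in *Δelav,fne* nFNE embryos. Of 173 listed exons 155 kept the direction of *Δelav* there, although no more than 24 were still called, and the exon score of 0.34 exceeded every wild-type library (exact p = 0.0286). The direction was set by *Δelav* against the same wild-type libraries, which alone favours such a majority. In data simulated without any change, the median oriented change was 0.042 (from 0.027 to 0.064 in 20 draws), against 0.33 in these embryos. The simulated group had the depth of *elav* min libraries, and exons were not chosen for their change in the simulated data. The simulation therefore leaves out the choice of the listed exons, and 0.042 may be too low a reference. The rescue in *elav* nFNE is described as full in a supplementary legend, where 58.6% of the 3′ UTR score and 73.3% of the exon score were restored, with 10 3′ UTRs and 4 exons called. The paper describes the rescue in *elav* nFNE as better than in *elav* min for exons too. Dunn's test did not separate them (p = 0.0795), whereas a signed-rank test did (p = 0.00117), and so did the library scores, added after seeing the data (exact p = 0.0286).

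The paper shows *Imp* as not rescued in *elav* min embryos. Its 3′ UTR was not called there, with a change of −0.25 (edgeR adjusted p = 0.168), although DESeq2's likelihood ratio test called it. The paper counts coding exons of *Nrg* and *Dscam1* among the early signatures. At 7–8 h the *Nrg* exon changed by 0.21 (edgeR adjusted p = 0.632), and the *Dscam1* exons were not called either, the first having an edgeR adjusted p of 0.652. No alternative run on the counts called them. The paper describes *Fur1* as fully and *klg* as partly restored in *elav* min. The remaining changes were −0.60 and −0.47.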

Other observations

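The tests of library scores, of coverage along genes and of regions listed at the other age were chosen only after the result was seen, and so were the splits for the direct comparisons of mutants. The counts of splits for comparisons with a control were set before the data were examined.

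In each comparison of 4 libraries with 4, the 8 libraries can be divided into groups of 4 in 35 ways. For 3′ UTRs, 1 of 35 splits, the real one, gave as many calls in *Δelav*, *elav* min and *Δelav,fne* nFNE at 14–16 h, and the highest other counts were 11, 8 and 0, against 175, 145 and 25. The same held for exons, where the other splits gave at most 2, 0 and 1 calls, and for all bins, with at most 13, 17 and 58. At 7–8 h, 1 of 35 splits gave as many 3′ UTRs, exons and bins in *Δelav*, *elav* min and *elav* nFNE. The highest other counts of 3′ UTRs were 3, 2 and 0, those of exons 2, 0 and 0, and those of bins 72, 6 and 3. For the direct comparisons, too, 1 of 35 splits reached the count of 3′ UTRs and of exons, although for *Δelav,fne* nFNE against *Δelav* another split gave 63 3′ UTRs, against 128. For *elav* min against *Δelav* at 7–8 h the count was that of the 3 3′ UTRs with lower usage, and another split gave 2, as many as had higher usage. The 2 3′ UTRs with higher usage are therefore not shown to exceed what regrouping gives. Over all bins of *elav* min against *Δelav* at 7–8 h, 2 of 35 splits gave as many, with 53 bins in another split against 49 in the real one, so that this count is no larger than regrouping gives. For heads there are 10 splits of 6 libraries, and the real one alone, 1 of 10, gave as many calls in *elav* min and in *Δelav,fne* nFNE. The other splits gave 0 3′ UTRs, exons and bins, against 33, 34 and 523 in *elav* min and 9, 14 and 555 in *Δelav,fne* nFNE. The 9 3′ UTRs of *Δelav,fne* nFNE were those with higher usage, while 3 had lower usage. That design cannot bring the share under 0.05, so by this share alone genotype and regrouping cannot be told apart.

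The 3′ UTR scores of *Δelav,fne* nFNE libraries spread widely, with an SD of 0.34 in 14–16 h embryos and 0.54 in heads. In 14–16 h embryos 2 libraries, replicates 3 and 4, had coverage shifted toward the 3′ ends of genes outside the list, by up to 0.25, and in heads replicate 2 was shifted by 0.47. In both cases the libraries with the higher scores were the shifted ones, so a difference in RNA quality or library preparation may explain a part of the spread. After subtraction of the shift, the score of the head library fell from 0.90 to 0.42, and *Δelav,fne* nFNE embryos differed from wild type by −0.26 (exact p = 0.0286). The design gives no biological difference between replicates, and none was tested.

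Exons were restored more than 3′ UTRs in *elav* min at both ages. The regions were chosen in the same libraries, which might favour either type. At 14–16 h, with regions listed at 7–8 h, the restored share of exons was 67.7% ± 21.4 (SD, n = 4) and that of 3′ UTRs 19.0% ± 14.1. The difference was 48.6 percentage points, and the exon share was the higher in 4 of 4 libraries. The exact permutation (p = 0.0286) took both shares of a library as independent, which they are not, so its p-value cannot be relied on. Over single regions, however, the medians were 0.361 for 26 exons and 0.277 for 30 3′ UTRs, a difference of 0.0834 (permutation p = 0.243). Because these measures part, the choice of regions and a stronger rescue of splicing cannot be told apart at that age. At 7–8 h, with regions listed at 14–16 h, the difference of the medians was 0.107 (permutation p = 0.394), but 0.209 (permutation p = 0.0152) with the authors' own log2 fold changes, which cover more of the listed regions. There, too, they cannot be told apart, because these values part and most of these regions change little at that age.

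The *white* gene gave at most 0.318 CPM on average in wild type, the control and *elav* nFNE, and between 22.9 and 29.1 in the other genotypes. The mean count of *Rbp9*, the third ELAV/Hu gene, was 1006 ± 41.6 CPM (SD, n = 3) in wild-type heads, 1073 ± 71.8 in *elav* min and 467 ± 7.26 in *Δelav,fne* nFNE. These genes were looked at after the counts had been seen.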
